# Understanding the Genome-Wide Transcription Response To Various cAMP Levels in Bacteria Using Phenomenological Models

**DOI:** 10.1128/msystems.00900-22

**Published:** 2022-11-21

**Authors:** Shweta Chakraborty, Parul Singh, Aswin Sai Narain Seshasayee

**Keywords:** CRP, *E. coli*, Hill’s model, LB, phenomenological constants, cAMP

## Abstract

Attempts to understand gene regulation by global transcription factors have largely been limited to expression studies under binary conditions of presence and absence of the transcription factor. Studies addressing genome-wide transcriptional responses to changing transcription factor concentration at high resolution are lacking. Here, we create a data set containing the entire Escherichia coli transcriptome in Luria-Bertani (LB) broth as it responds to 10 different cAMP concentrations spanning the biological range. We use the Hill’s model to accurately summarize individual gene responses into three intuitively understandable parameters, *E*_max_, *n*, and *k*, reflecting the sensitivity, nonlinearity, and midpoint of the dynamic range. Our data show that most cAMP-regulated genes have an *n *of >2, with their *k* values centered around the wild-type concentration of cAMP. Additionally, cAMP receptor protein (CRP) affinity to a promoter is correlated with *E*_max_ but not *k*, hinting that a high-affinity CRP promoter need not ensure transcriptional activation at lower cAMP concentrations and instead affects the magnitude of the response. Finally, genes belonging to different functional classes are tuned to have different *k*, *n*, and *E*_max_ values. We demonstrate that phenomenological models are a better alternative for studying gene expression trends than classical clustering methods, with the phenomenological constants providing greater insights into how genes are tuned in a regulatory network.

**IMPORTANCE** Different genes may follow different trends in response to various transcription factor concentrations. In this study, we ask two questions: (i) what are the trends that different genes follow in response to changing transcription factor concentrations and (ii) what methods can be used to extract information from the gene trends so obtained. We demonstrate a method to analyze transcription factor concentration-dependent genome-wide expression data using phenomenological models. Conventional clustering methods and principal-component analysis (PCA) can be used to summarize trends in data but have limited interpretability. The use of phenomenological models greatly enhances the interpretability and thus utility of conventional clustering. Transformation of dose-response data into phenomenological constants opens up avenues to ask and answer many different kinds of question. We show that the phenomenological constants obtained from the model fits can be used to generate insights about network topology and allows integration of other experimental data such as chromatin immunoprecipitation sequencing (ChIP-seq) to understand the system in greater detail.

## INTRODUCTION

Transcription of a gene is the result of a coordinated effort between transcription factors, various nucleoid-associated proteins (NAPs), and the RNA polymerase (RNAP) at the promoter of a gene. In bacteria, this process is tightly regulated, allowing rapid adaptation and survival in changing environments (1–3). Most studies that focus on understanding the role of a transcription factor in the cell use knockout strains to study the changes in gene expression in the presence and absence of the transcription factors. The advent of high-throughput RNA-sequencing (RNA-seq) techniques in knockout strains has accelerated our understanding of the roles of various transcription factors in maintaining the optimum physiology of the cell (4–10). Such experiments give us both qualitative (which genes are differentially expressed) and quantitative (magnitude of the change) information.

Concentrations of many transcription factors may exhibit a switch-like behavior. Their effects may be well modeled by binary states of the transcription factor (11, 12). However, there are many regulators whose concentration in the cell varies continuously (13–16). While studies under binary states of transcription factor concentrations capture snapshots of the gene expression changes, they fail to give any information about the various response of different genes to changing concentrations of the transcription factor. However, across the genome, different sets of genes in the cell may be tuned to respond differently to changes in transcription factor levels (17–19). In an attempt to better understand the regulatory mechanisms of various transcription factors, previous studies have focused on gene expression changes in response to modulating transcription factor concentrations (15, 20–23). However, these studies have been limited to a few genes or low resolutions of the regulator concentration. In the recent past, Yang et al., using microarrays, analyzed trends in global gene expression patterns across seven different cAMP concentrations. Overall, the literature for such studies on a global scale has remained sparse (15, 23, 24).

One example of a transcription regulator whose concentration in the cell varies continuously is the cAMP signaling system in Escherichia coli. cAMP is well known for its role in carbon catabolite repression (CCR) and hierarchical utilization of carbon sources (19, 25–28). cAMP exerts its effect on gene expression by binding and activating the transcription factor cAMP receptor protein (CRP) (5, 29, 30). Over years, cAMP along with its effector CRP have been shown to have pleiotropic roles in carbon and nitrogen metabolism, motility, biofilm formation, and survival against various stress conditions (8, 31–36). Recent studies have implicated cAMP as a key player in optimizing proteome allocation and maintaining flux balance across diverse nutritional conditions (37–39). Intracellular cAMP concentrations are regulated by the nutritional state of the cell. Carbon sources that support high growth rates inhibit cAMP production. As the cell experiences worse nutritional conditions, intracellular cAMP concentrations increase proportionately. Increasing cAMP levels redirect greater cellular resources toward the expression of transport and metabolic genes (28, 40). E. coli cells experience cAMP changes across carbon sources (21, 41), and cAMP concentrations in the cell vary continuously in response to cell density and growth phases (42–44).

In E. coli, the cAMP-CRP complex is responsible for regulating more than 500 genes, across different conditions (34, 40, 45). Because cells experience a continuous change in cAMP concentrations, we wanted to quantitatively characterize the different trends each gene may follow in response to activation by cAMP. Previously, Liu et al. qualitatively described the response of cAMP-regulated genes to increasing cAMP concentrations achieved by altering carbon sources (21). Other works have shown that it is possible to control activities of cAMP-regulated genes by modulating extracellular cAMP, allowing easy experimental control over this system (22, 24, 33, 46, 47).

The enzyme adenylate cyclase, encoded by the *cyaA* gene, is the sole source of cAMP production in E. coli (48). In this study, we expose cAMP-deficient Δ*cyaA* E. coli mutants to 10 different concentrations of extracellular cAMP and measure the global gene expression changes in response to various cAMP concentrations using RNA-seq. We use phenomenological models to quantitatively describe the different trends that individual genes follow in response to increasing levels of cAMP. We show that most cAMP-responsive genes follow a sigmoid curve, which can be satisfactorily modeled using Hill’s equation. The presence of a sigmoid-type response curve in gene expression circuits is not uncommon. As a matter of fact, the prevalence of feedback and feedforward loops in regulatory networks make the sigmoid response motif extremely common. Further, the use of the Hill class of equations to model dose-response curves has been found to be quite useful in understanding interaction kinetics in biochemical and pharmacological studies. In the recent past, it has been found to be useful in the modeling of transcription regulatory networks as well (49–54).

In the next part of the paper, we try and explore the use of the phenomenological constants obtained from Hill’s model (HM) to gain insights into the workings of the cAMP regulatory network. In this study, we use the four-parameter Hill's model defined by *b0*, *n*, *k*, and *E*_max_. The biological implications of these constants have been hashed out for single transcription factor-gene interactions (50, 52, 55–57). We attempt to use these parameters to study the properties of the cAMP regulatory network.

## RESULTS

### Effects of increasing cAMP concentrations on growth rates of the Δ*cyaA* E. coli mutant.

Adenylate cyclase is encoded by the *cyaA* gene in E. coli and converts ATP to cAMP. Δ*cyaA* E. coli mutants cannot make intracellular cAMP (29, 58). E. coli cells that lack the *cyaA* gene are capable of growing in rich permissive media, like Luria-Bertani (LB) broth, albeit with a growth defect (Fig. S1A and B in the supplemental material). However, these mutants exhibit a complete loss of growth when growing in sugars such as lactose or a sorbitol-ribose mixture that require the cAMP-CRP signaling system for their utilization (Fig. S1C and D).

10.1128/msystems.00900-22.1 FIG S1 (A) Growth curve of wild-type and Δ*cyaA* E. coli cells in LB. Each point represents the mean OD of three biological replicates at the given time point. Error bars represent the standard deviation around the mean. Growth curves were used to calculate the growth rates shown in Fig. 1. (B) Intracellular cAMP concentration in wild-type and the Δ*cyaA* strain in LB (*n* = 6). (C and D) Response of growth rates to increasing doses of cAMP concentration for Δ*cyaA* cells when grown in M9 sorbitol-ribose and M9 lactose media, respectively. (E and F) Response of lag times to increasing doses of cAMP for Δ*cyaA* mutants growing in M9 sorbitol-ribose and M9 lactose media, respectively. The plot shows mean lag times for three biological replicates with standard deviation. (G) Relationship between intracellular and extracellular cAMP concentrations across various cAMP concentrations (*n* = 2). Download FIG S1, PDF file, 0.1 MB. Copyright © 2022 Chakraborty et al. 2022 Chakraborty et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

We wanted to see if the addition of extracellular cAMP can rescue the growth defect induced by *cyaA* deletion. To this end, we studied the growth dynamics of Δ*cyaA* cells across 10 different extracellular cAMP concentrations ranging from 0 mM to 4 mM cAMP in three different media: LB, M9 with lactose, and M9 with a mixture of sorbitol and ribose. To determine if extracellular cAMP enters the cell, we measured the levels of intracellular cAMP at each administered dose. We found a linear relationship between the measured intracellular cAMP and extracellular cAMP provided (Fig. S1G). For the rest of the study, all instances of cAMP refer to the extracellular concentrations provided, unless mentioned otherwise.

As expected, Δ*cyaA* (0 mM cAMP) cells showed a lower growth rate in LB than the wild-type (WT) cells (Fig. 1). In M9 medium with sugar, Δ*cyaA* cells failed to grow in the absence of cAMP (Fig. S1C and D). Irrespective of the medium, exposure to various concentrations of cAMP induced an increase in growth rates in a monotonic fashion, with growth rates being restored to wild-type levels at high cAMP concentrations between 0.8 and 4 mM cAMP (Fig. 1 and Fig. S1C and D). In LB, growth rates reached wild-type levels between 0.6 and 0.8 mM cAMP. We measured the concentration of cAMP in wild-type E. coli cells growing in LB to be 5.4 (±1.06) pmol/optical density (OD)/mL (Fig. S1B). The concentration is equivalent to 0.72 (±0.12) mM extracellular cAMP, which is close to the administered cAMP concentration at which the Δ*cyaA* cells reached wild-type levels. We observed that no change in growth rates was induced until 0.3 mM cAMP. This could be because the amount of cAMP entering the cells at low concentrations was insufficient to affect a transcriptional response.

**FIG 1:**
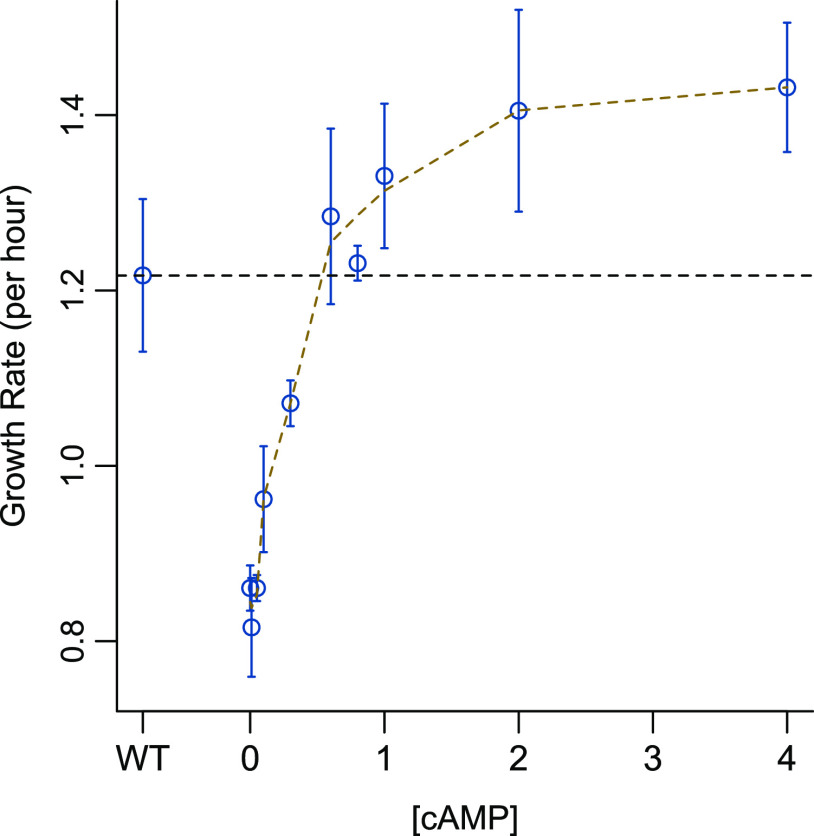
Changes in growth rate with increasing cAMP dosage. Δ*cyaA* E. coli cells exhibit a growth defect compared to the wild-type strain when grown in LB media. The 0 mM cAMP concentration represents the Δ*cyaA* strain in LB with no added extracellular cAMP and WT represents the wild-type strain. Growth rates of Δ*cyaA* cells increase monotonically in response to increasing extracellular cAMP concentrations. Each point represents the mean of three biological replicates with error bars representing the standard deviation around the mean. Growth curves for the wild-type and Δ*cyaA* mutant growing in LB are shown in Fig. S1A in the supplemental material. The horizontal dotted line represents the wild-type growth rate.

One difference in growth dynamics for cells growing in M9 minimal medium with sugars compared to LB was in their lag times. In batch culture, lag time refers to the time taken by a population to exit the lag phase and transit to the log phase of growth. In LB, the Δ*cyaA* cells showed no change in lag time (1 h) in response to the cAMP concentration gradient. However, cells cultured in lactose and sorbitol-ribose media experienced decreasing lengths of lag time with increasing cAMP concentrations (Fig. S1E and F).

### Global transcriptional changes in the Δ*cyaA* mutant in response to ordered exposure of cAMP.

The cAMP-CRP signaling system in E. coli is a global regulator of transcription. Because the addition of extracellular cAMP was able to restore the growth rates of Δ*cyaA* mutants to wild-type levels, we wanted to see if it had the same effect on the transcriptome as well. 

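RNA of the wild-type strain and of the Δ*cyaA* mutant at 0, 0.01, 0.05, 0.1, 0.3, 0.6, 0.8, 1, 2, and 4 mM cAMP was sequenced in 2 replicates each, giving 22 libraries. The authors aligned the single-end reads to the *E. coli* MG1655 genome with BWA and deposited raw read counts per gene. Between 1307351 and 3001178 reads per library were counted on genes, with a median of 2002395.5. A floor of 3 counts corresponded to between 1.00 and 2.29 CPM (counts scaled to library size), and it covers counting error only. The 10 most abundant genes took between 20.9% and 36.6% of a library's counts. Library sizes were scaled with edgeR's TMM method, and 3720 genes passed its filter on low counts. Fold changes of each group over the 0 mM cAMP Δ*cyaA* mutant came from a single fit to all 22 libraries. The deleted gene, *cyaA*, checked the labels. Its counts were 2202 and 2336 in the wild-type libraries and between 60 and 120 in the 20 libraries of the mutant. *cyaA* stood at 964 ± 185 CPM (SD, n = 2) in the wild-type strain and 55.5 ± 18.9 CPM (SD, n = 2) at 0 mM cAMP. The log2 fold change of *cyaA* was 4.13 (standard error 0.38, adjusted p = 4.61e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *crp*, which encodes the receptor and overlaps an antisense gene in the annotation, had a log2 fold change of 0.97 (standard error 0.42, adjusted p = 0.124 from the same test) in the wild-type strain.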

We grew Δ*cyaA* cells in LB with 10 increasing doses of extracellular cAMP followed by whole-transcriptome RNA sequencing at each cAMP concentration.

cAMP and CRP have been reported to regulate more than 500 genes in E. coli across various conditions (5, 6, 40). 

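In the test of 3720 genes, 371 genes were higher and 189 were lower in the wild-type strain than in the Δ*cyaA* mutant without cAMP. A log2 fold change past ±1 and an unadjusted P value under 0.01 defined these calls. If no gene changed and P values were uniform, a P value under 0.01 alone would pass 37.2 genes. Fewer passed at the lowest doses. At 0.01, 0.05, and 0.1 mM cAMP, 43, 41, and 49 genes had an unadjusted p under 0.05, and 2 passed both thresholds at each. In the wild-type strain, 297 genes were higher and 147 lower with Benjamini-Hochberg adjusted p under 0.01. The alternative that moved these counts most, a fit of only the 2 groups compared, gave 297 higher and 124 lower genes. Adding the replicate number to the fit as a block gave 384 higher and 207 lower genes. The correlation between the replicate differences of the wild-type strain and those of the 0 mM cAMP mutant was 0.246 across genes, which are not independent replicates. The 371 genes included all 305 genes that the paper lists in Table S1, of which 235 also had an adjusted p under 0.01. The largest log2 fold change in edgeR's fit was that of *gatB*, which rests on 0 counts in both libraries at 0 mM cAMP. With between 56 and 225 counts in the wild-type libraries it was at least 40.9-fold higher, a lower bound below those of the next 4. These were flagellar genes with at most 3 counts in a 0 mM cAMP library. *flgB* was at least 338-fold higher, *fliF* at least 277-fold, *fliE* at least 162-fold, and *flhD* at least 111-fold. Among these, *flhD*, *fliE*, and *fliF* overlap other annotated genes, so their counts are uncertain. In the other direction, *phoH* had the largest change, a log2 fold change of -4.02 (standard error 0.41, adjusted p = 1.58e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *azuC*, which overlaps *azuR* in the annotation and is therefore uncertain, had a log2 fold change of -3.78, *ydcI* of -3.67, *bluF* of -3.46, and *ariR* of -3.16.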

In LB with no added cAMP, we found 488 genes to be differentially expressed between wild-type and the Δ*cyaA* mutant (log_2_ (Fold Change) > ±1 and *P *< 0.01); 305 genes were upregulated in the wild-type strain compared to the Δ*cyaA* mutant, while 183 genes were downregulated. For any given gene, we calculated its response to a cAMP concentration as the fold change in expression experienced by the gene at that cAMP concentration compared to the 0 mM cAMP state (Δ*cyaA*). We observed that genes under cAMP control responded monotonically to increasing concentrations of extracellular cAMP, with positively regulated genes expressing and negatively regulated genes repressing monotonically with increasing levels of cAMP (Fig. 2A and B). 

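Over the 305 positively regulated genes, the median log2 fold change relative to 0 mM cAMP was 0.03, 0.00, 0.05, and 0.15 at 0.01, 0.05, 0.1, and 0.3 mM cAMP, respectively. It rose to 0.45 ± 0.10 (SD, n = 2 replicates) at 0.6 mM, 1.38 ± 0.37 at 0.8 mM, 1.24 ± 0.12 at 1 mM, 1.65 ± 0.50 at 2 mM, and 1.65 ± 0.08 at 4 mM cAMP. The step from 0.8 to 1 mM cAMP was downward in the pooled fit and smaller than the spread between replicates. In the wild-type strain the median was 2.21 ± 0.44 (SD, n = 2). For the 189 genes called lower in the wild-type strain, the median log2 fold change was -0.03, -0.10, -0.17, and -0.27 at the 4 lowest doses. It was -0.60 at 0.6 mM, -1.07 at 0.8 mM, -1.02 at 1 mM, -1.14 at 2 mM, and -1.19 at 4 mM cAMP, and -1.39 in the wild-type strain. Keeping only genes with a mean of at least 100 counts moved these medians most, to 2.08 at 2 mM cAMP for the positively regulated genes. At that dose the positively regulated genes had a median of 1.98 in the libraries with replicate number 1 and of 1.27 in those with number 2.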

Because cAMP-CRP is primarily a transcriptional activator, in this study, we concentrated only on genes that are under positive regulation by cAMP.

**FIG 2:**
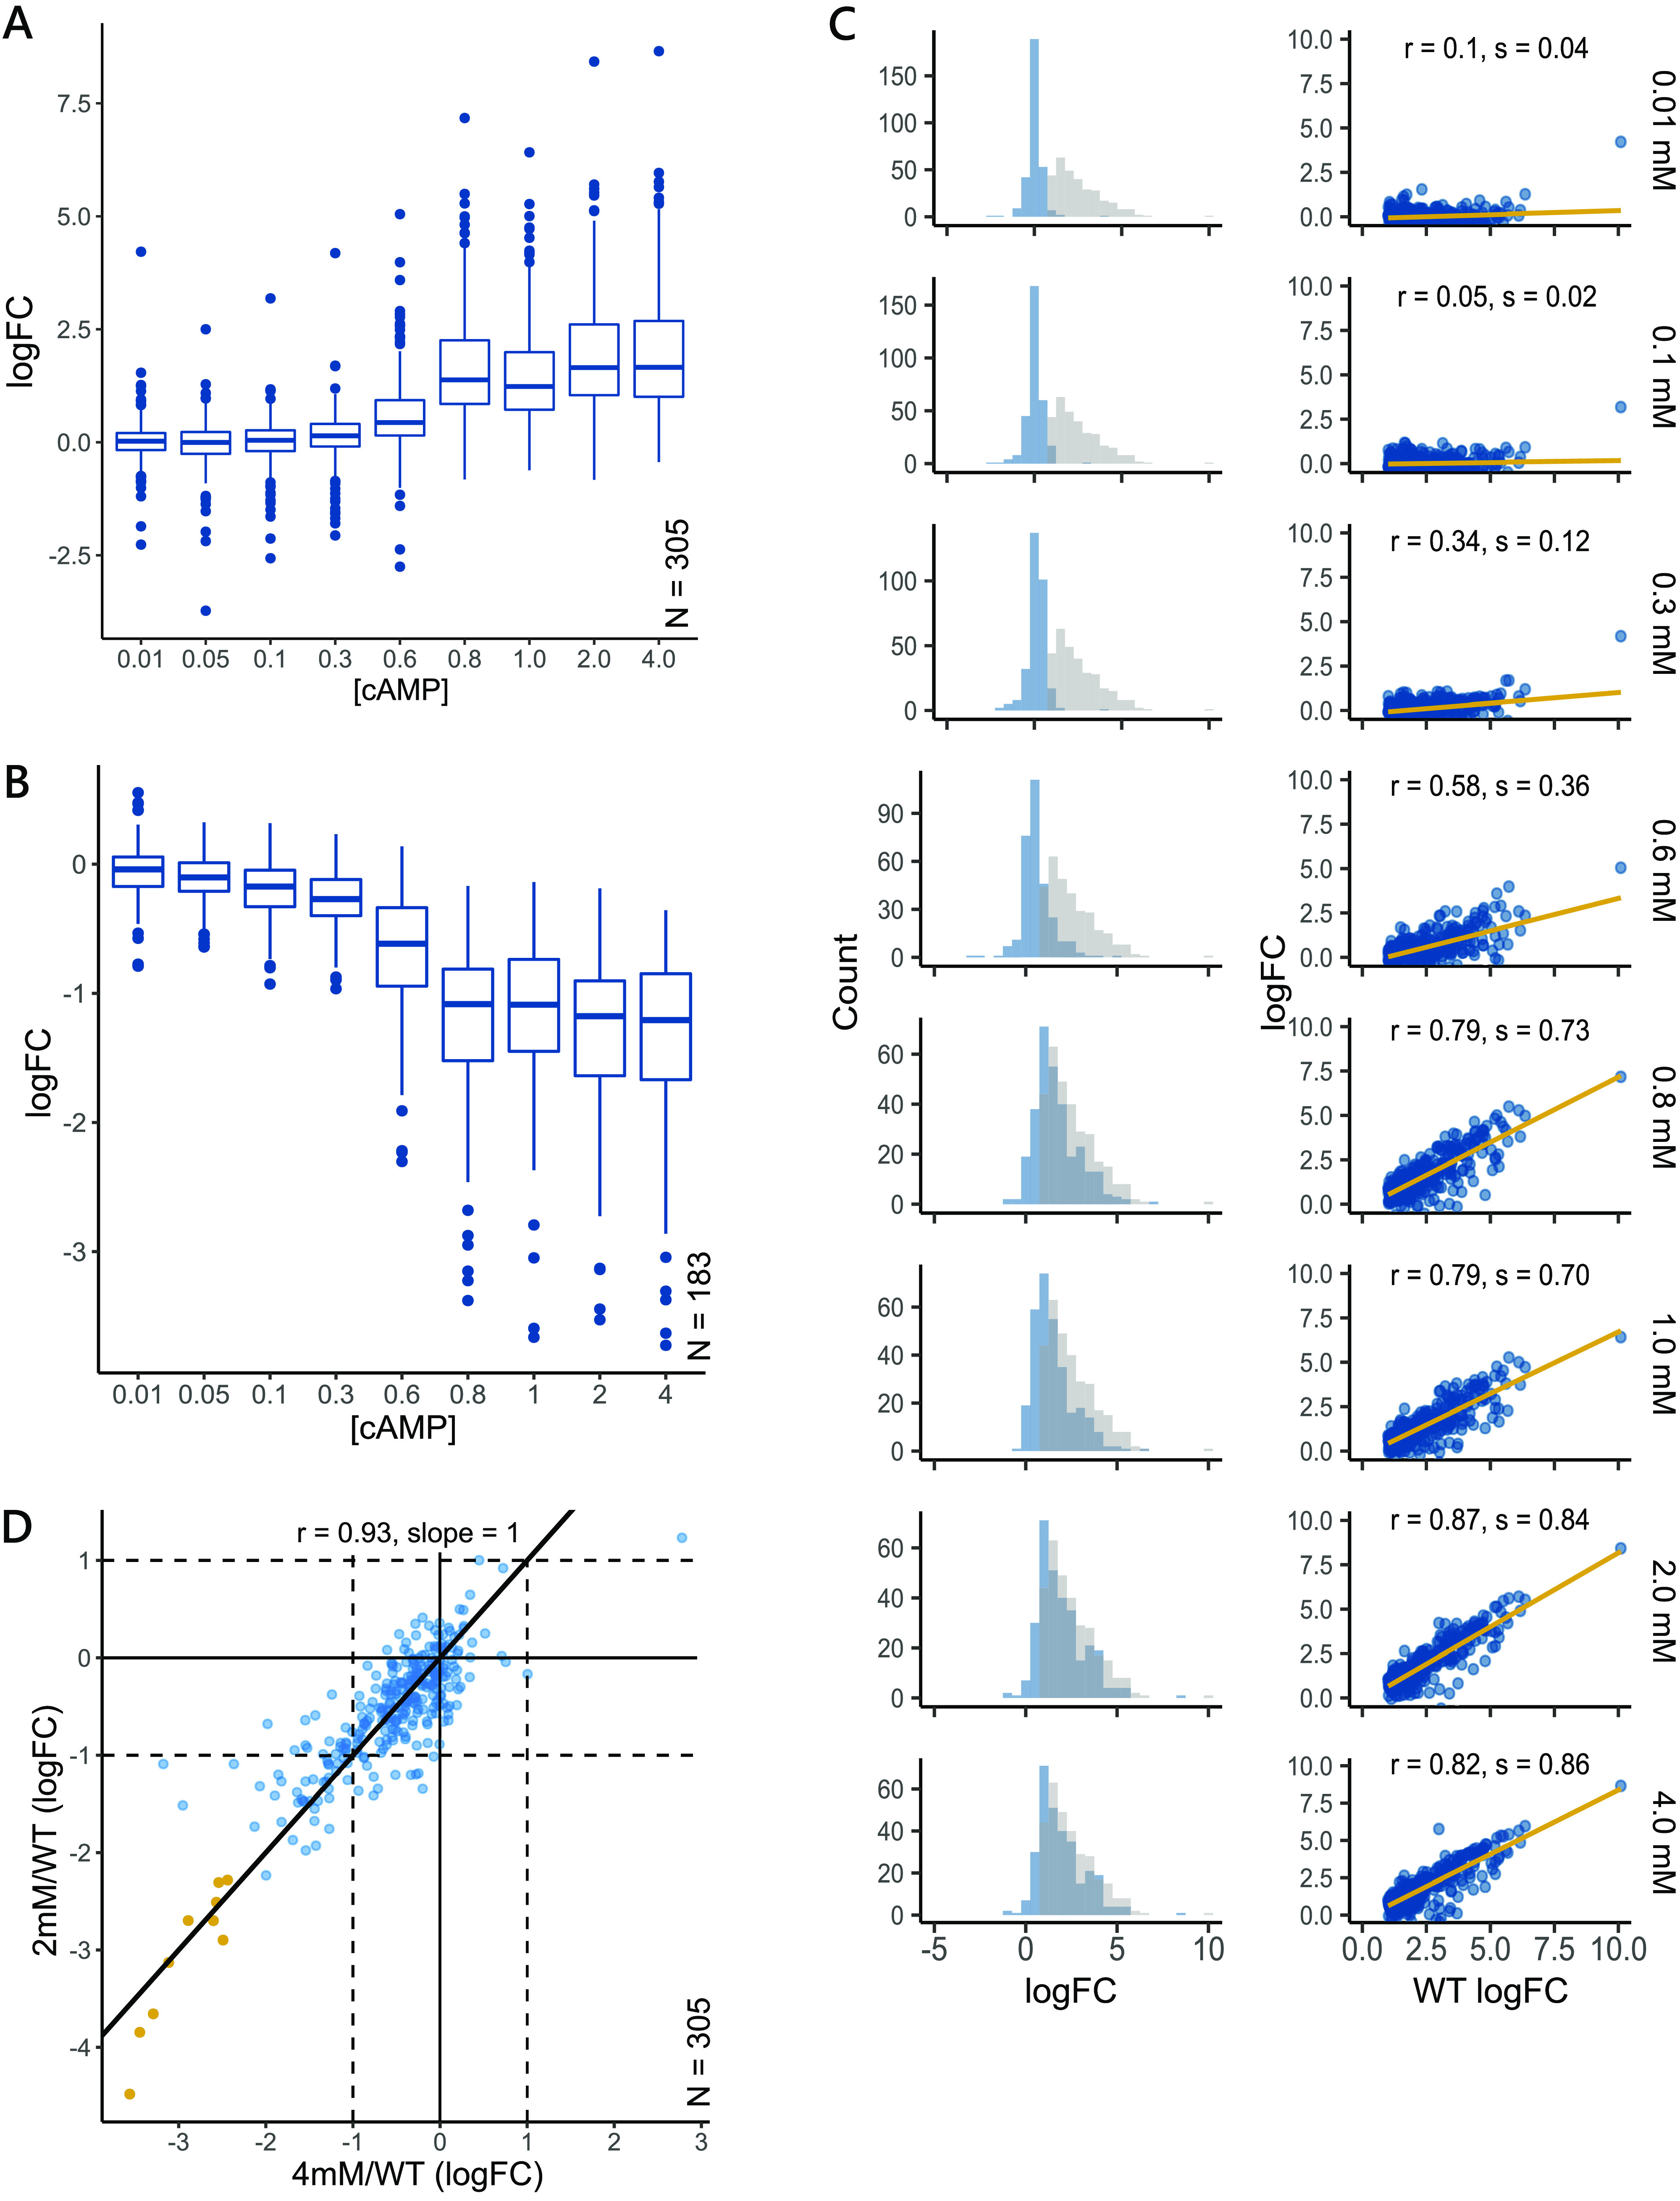
Expression changes of the cAMP regulon in response to increasing cAMP concentrations. (A and B) Distribution of gene expression values at different doses of extracellular cAMP for genes under positive (A) and negative (B) regulation of cAMP. In LB, 305 genes are positively regulated and 183 genes are negatively regulated by cAMP in the wild-type strain compared to the Δ*cyaA* mutant. For a gene, change in expression was calculated as the log_2_ (Fold Change) at a cAMP concentration compared to the 0 mM cAMP Δ*cyaA* E. coli strain. (C) Left, frequency distribution of gene expression for positively regulated genes at each cAMP concentration (blue) compared to the wild-type distribution (gray). Right, correlation between gene expression at each cAMP concentration (y-axis) with wild-type gene expression (x-axis). The variables *r* and *s* represent the Pearson correlation coefficient and slope, respectively. (D) Scatterplot for correlation between gene expression at 2 mM and 4 mM cAMP concentrations. Each point represents a gene. A strong Pearson correlation of 0.93 (*P *< 0.01) shows that gene expression has saturated by 2 mM cAMP. Some genes are not expressed despite the addition of cAMP as high as 4 mM (yellow).

Consistent with our observations in the growth rate studies in LB, we observed changes in gene expression only after 0.3 mM cAMP, followed by a monotonic increase in expression (Fig. 2C). 

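Against the 0 mM cAMP state, 2 genes were differentially expressed at 0.01 mM cAMP, 2 at 0.05 mM, 2 at 0.1 mM, and 4 at 0.3 mM. With an adjusted p under 0.01 there were 0 at each of these 4 doses, where the number with an unadjusted p under 0.05 was 43, 41, 49, and 74. At 0.6 mM cAMP, 39 genes were higher and 41 lower, and 3 of them in all had an adjusted p under 0.01. The counts of higher and lower genes were 179 and 120 at 0.8 mM, 143 and 106 at 1 mM, 227 and 146 at 2 mM, and 229 and 143 at 4 mM cAMP. Of the 179 genes higher at 0.8 mM cAMP, 168 were also higher in the wild-type strain. With the replicate block, whose pairing correlation has a median of 0.248 over the 55 pairs of groups, 9 genes were called at 0.3 mM and 92 at 0.6 mM cAMP. The near-even split at 0.6 mM cAMP depended on the fit. With only the 2 groups compared, 66 genes were higher and 37 lower at this dose. DESeq2 gave 44 and 29, and the replicate block 45 and 47.

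**Figure D1:**
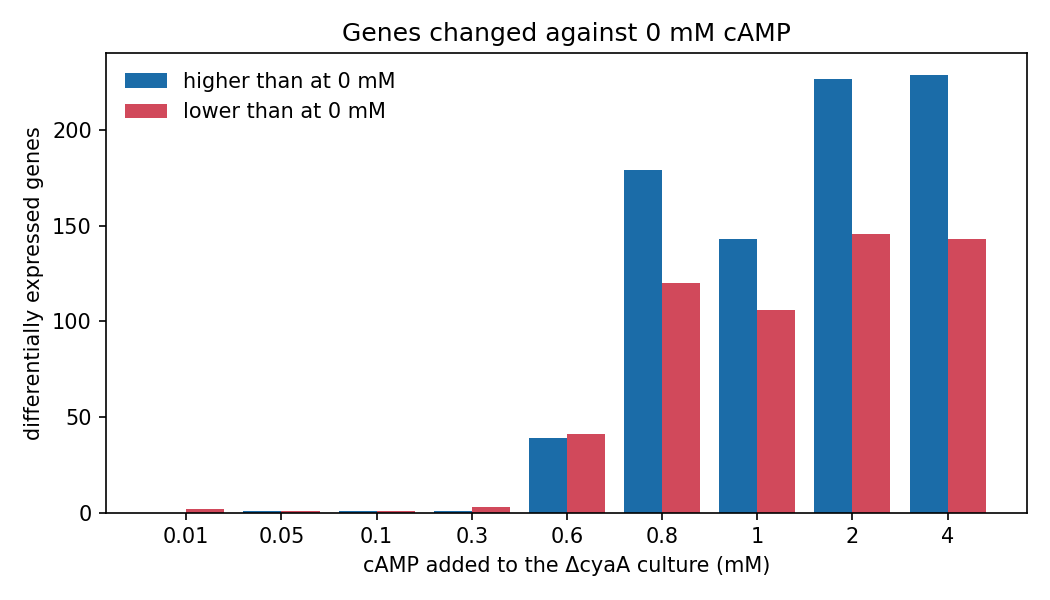
Number of differentially expressed genes (y-axis) at each cAMP dose in mM (x-axis), for genes higher and lower than at 0 mM cAMP. From 0.01 to 0.3 mM at most 3 genes lie on either side, against 39 and 41 at 0.6 mM and more than 100 at each higher dose.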

A large number of genes expressed between 0.6 mM and 0.8 mM cAMP, beyond which changes in gene expression started saturating (Fig. S2C). 

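Between 0.1 and 0.3 mM cAMP, 3 genes were differentially expressed, followed by 34 between 0.3 and 0.6 mM. The step from 0.6 to 0.8 mM cAMP changed 115 genes, of which 100 were higher and 89 belonged to the 305 positively regulated genes. Only 1 of the 115 had an adjusted p under 0.01, and 395 genes had an unadjusted p under 0.05. Beyond 0.8 mM, 3 genes changed between 0.8 and 1 mM, 11 between 1 and 2 mM, and 7 between 2 and 4 mM cAMP. The libraries with replicate number 2 reached their highest median over the 305 genes already at 0.8 mM, with a log2 fold change of 1.61. Those with number 1 stood at 1.09 there, reached their highest median of 1.98 at 2 mM, and stood at 1.71 at 4 mM cAMP.

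**Figure D2:**
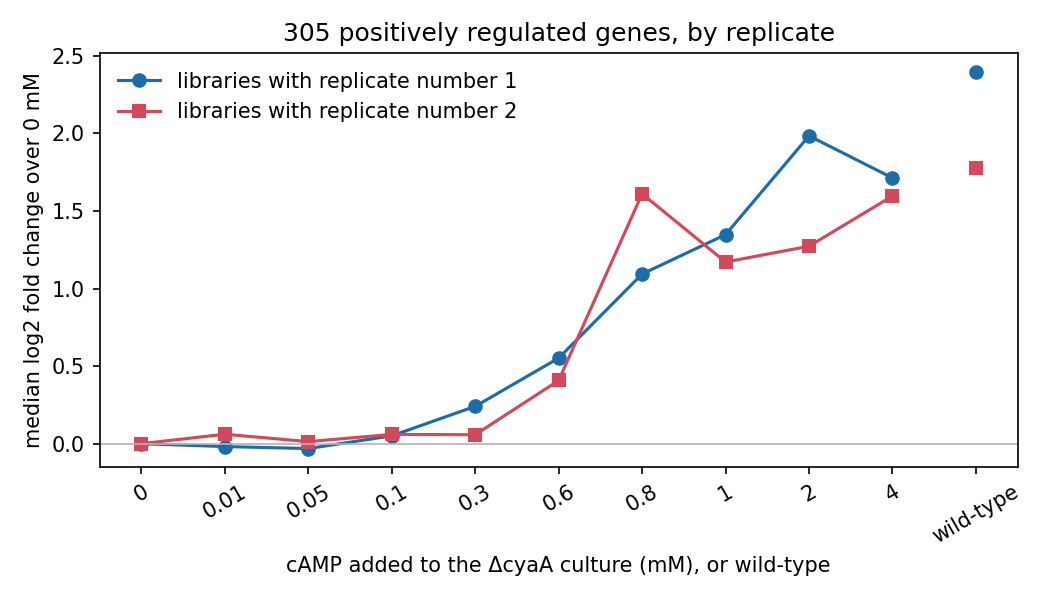
Median log2 fold change over 0 mM cAMP of the 305 positively regulated genes (y-axis) at each dose in mM and in the wild-type strain (x-axis), with 1 point per library. Between 0.6 and 0.8 mM the libraries with replicate number 1 rise from 0.55 to 1.09 and those with number 2 from 0.41 to 1.61.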

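Across the 305 positively regulated genes, the log2 fold change at 0.8 mM cAMP correlated with that of the wild-type strain with a Pearson coefficient of 0.789 and a slope of 0.735. Genes are not independent replicates, and both fold changes share the same 0 mM cAMP libraries. The alternative that moved it most, the 371 genes called higher here in place of the 305, gave a coefficient of 0.0766. Within the libraries of replicate number 1 it was 0.548, and within those of number 2 it was 0.822. Among all doses it ran from 0.121 at 0.01 mM, -0.0032 at 0.05 mM, 0.051 at 0.1 mM, and 0.283 at 0.3 mM to 0.562 at 0.6 mM cAMP and 0.815 at 1 mM. With one replicate's 0 mM library under the wild-type fold change and the other replicate's under the dose, the coefficients at 0.8 mM were 0.648 and 0.495. The replicate block, with a pairing correlation of 0.0489 between the 0.8 mM and the wild-type groups, gave 0.803 and a slope of 0.780.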

We observed that 0.8 mM cAMP was sufficient to induce wild-type levels of growth rates in Δ*cyaA* cells (Fig. 1) but not sufficient to restore the expression of all genes to that of wild-type levels (Pearson correlation, *r* = 0.79, slope = 0.73, *P *< 0.01; Fig. 2C). Despite some genes failing to reach wild-type levels, gene expression levels at 0.8 mM cAMP were sufficient to gain wild-type growth rates, indicating that all differentially expressed genes did not contribute equally toward the maintenance of cellular growth rates.

10.1128/msystems.00900-22.2 FIG S2 (A) Scatterplot showing the correlation between gene expression at 2 mM cAMP and wild-type (WT) for all positively regulated genes. Despite addition of excess extracellular cAMP, genes under the regulation of σ^F^ failed to respond to cAMP (yellow). (B) Volcano plot showing the distribution of log_2_ (FC) and the associated *P* value between 4 mM and wild-type for all genes. The dashed lines represent the log_2_ (FC) and *P* value cutoffs used to determine differentially expressed genes. 

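In the contrast of 4 mM cAMP with the wild-type strain, 15 genes were higher at 4 mM cAMP by the thresholds on log2 fold change and unadjusted P value. An adjusted p under 0.01 left 3 of them, and the replicate block gave 18. *yhjX*, chosen after its values were seen, had a log2 fold change of 7.27 at 4 mM cAMP over 0 mM and of 0.70 in the wild-type strain over 0 mM. For *yjiY*, also chosen after its values were seen, these were 5.76 and 2.98.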

Only 10 genes are overexpressed in the 4 mM cAMP strain compared to the wild-type strain. (C) Correlation plot showing pairwise comparison of transcriptomes at each cAMP concentration for 305 positively regulated genes. Shown are the scatterplots with trendlines for all pairs of comparisons (bottom) and the corresponding Pearson correlation coefficient (top). Download FIG S2, PDF file, 0.4 MB. Copyright © 2022 Chakraborty et al. 2022 Chakraborty et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

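Relative to the wild-type strain, the log2 fold changes of the 305 positively regulated genes at 2 mM and at 4 mM cAMP correlated with a Pearson coefficient of 0.851 across genes, with a slope of 0.918. With the 371 genes called here in place of the 305, which moved it most, the coefficient was 0.973. Of the 66 genes that this list adds, 60 were lower at 4 mM cAMP than in the wild-type strain. Over the 305 genes, the coefficient was 0.775 within the libraries of replicate number 1 and 0.796 within those of number 2. The replicate block gave 0.844 with a slope of 0.928, at the pairing correlation of 0.0068 between 4 mM and wild-type libraries. The medians of these fold changes were -0.46 at 2 mM and -0.40 at 4 mM cAMP. Both fold changes share the same wild-type libraries, which can by itself make the coefficient positive. No coefficient without shared libraries was computed for this pair of doses.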

A strong correlation of 0.93 with a slope of 1 (*P *< 0.01) between gene expression at 2 mM cAMP and 4 mM cAMP revealed that expression saturated by 2 mM cAMP (Fig. 2D). By 2 mM cAMP, the transcriptome was also well correlated with that of the wild-type (Pearson correlation, *r* = 0.87 and slope = 0.84, *P *< 0.01). However, even at high concentrations of extracellular cAMP, not all cAMP-regulated genes reached wild-type levels of expression, with the expression of many genes remaining lower than that of the wild-type (Fig. 2D, yellow points). 

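At 2 mM cAMP the Pearson coefficient with the wild-type fold change was 0.851 with a slope of 0.834, and at 4 mM it was 0.836 with a slope of 0.861. By replicate number, the coefficient at 2 mM cAMP was 0.828 and 0.790. Of the 305 genes, 283 had a log2 fold change above 0.5 at 2 mM cAMP and 275 did at 4 mM. From the correlation between these doses, the paper concludes that expression had saturated by 2 mM cAMP.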

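At 4 mM cAMP 120 genes were lower than in the wild-type strain, 82 of them with an adjusted p under 0.01, and together with the genes higher at 4 mM cAMP 135 genes passed the thresholds. Of the 120, 51 belonged to the 305 positively regulated genes, and 60 more were higher in the wild-type strain than at 0 mM cAMP without being among the 305. The remaining 9 belonged to neither set. The replicate block gave 128 lower genes.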

Despite administering doses of cAMP 4 times that of the wild-type concentrations, only 10 genes were differentially expressed between the 4 mM cAMP and wild-type groups (Fig. S2B).

The cAMP-CRP complex binds to promoters and recruits RNA polymerase (RNAP), facilitating the transcription of a gene. We wanted to study the effects of CRP or RNAP binding at the promoter on gene expression in the wild-type cell. We used signals obtained from chromatin immunoprecipitation (ChIP) studies to calculate the occupancy of CRP or RNA polymerase at a promoter. For CRP, we used ChIP-seq to measure the CRP occupancy across the entire chromosome in exponentially growing wild-type cells. For RNAP, publicly available ChIP data (59) were used to calculate the RNAP occupancy at the promoter of each gene or operon (Methods 5). The median of the distribution for both CRP and RNAP occupancy at promoters of genes that are positively regulated by cAMP was significantly higher than that of nondifferentially expressed (non-DE) genes (Wilcoxon rank-sum test, *P *< 0.001; Fig. S3A and B). 

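Across the 304 positively regulated genes with a CRP occupancy score in Table S1, the wild-type log2 fold change and the occupancy had a Spearman coefficient of 0.171 (p = 0.00286, two-sided permutation test, adjusted p = 0.0114 over the 8 occupancy correlations computed). Genes of an operon share a promoter and are not independent replicates, and every gene with a score entered, where the paper used the first gene of each operon. With only the gene of highest CRP occupancy kept from each run of neighbouring genes less than 50 bp apart, the coefficient was 0.289. This alternative moved it most, and it also selects genes by their occupancy. The replicate block gave 0.178 (permutation p = 0.00188). CRP and RNAP occupancy had a coefficient of 0.213 across the same genes (permutation p = 2.00e-04, adjusted p = 0.0016).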

Further, we found a significant correlation of 0.46 (*P *= 4.14 × 10^−12^) between the fold change in expression (wild-type with respect to the Δ*cyaA* mutant) of genes positively regulated by cAMP and their CRP occupancy. However, no such correlation was observed for RNAP occupancy and expression (Fig. S3C and D).

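For RNAP occupancy, the coefficient with the wild-type log2 fold change was 0.109 across the 305 genes (p = 0.0581, adjusted p = 0.155, two-sided permutation test over the same 8 correlations). The replicate block gave 0.107 (permutation p = 0.0628). Keeping only the gene of highest RNAP occupancy from each run of neighbouring genes less than 50 bp apart raised the coefficient, with an unadjusted permutation p under 0.05. Runs less than 100 bp apart, chosen after seeing the data, also raised it and gave an unadjusted permutation p under 0.05. The result for RNAP occupancy thus depended on how runs were treated. As the gene kept was chosen by its occupancy, an effect of that choice cannot be told apart from one of counting neighbouring genes separately.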

10.1128/msystems.00900-22.3 FIG S3 (A and B) CRP occupancy and RNA polymerase occupancy scores at promoters for genes that are positively regulated by cAMP (205 promoters) and genes that are not differentially expressed (1,837 promoters). As expected, CRP occupancy and RNA polymerase occupancy for differentially expressed genes are higher than nontranscribing genes. (C and D) Correlation between wild-type levels of gene expression and Δ*cyaA* (in fold change) and CRP occupancy (C) and RNAP occupancy (D) at the promoters of cAMP-regulated genes. *ρ* and *P* value indicate the Spearman’s rank correlation coefficient and the associated *P* value for the given pair of variables. Download FIG S3, PDF file, 0.1 MB. Copyright © 2022 Chakraborty et al. 2022 Chakraborty et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

Given that cAMP activated close to 300 genes in LB, studying variations in individual gene expression kinetics in response to cAMP can give deeper insights into the nature of the cAMP-CRP regulatory network. To this end, we attempted to characterize the various trends that genes may follow in response to the ordered exposure of cAMP.

### Use of phenomenological models to describe cAMP-regulated genes.

In the previous section, we quantified changes in gene expression induced by cAMP exposure. To generate dose-response curves for each gene, we calculated the effect of cAMP concentration on a gene as the change in expression (fold change) of the gene at that cAMP concentration relative to its expression in the Δ*cyaA* mutant treated with 0 mM cAMP. To classify and quantitatively summarize these dose-response curves, we made use of phenomenological models. Phenomenological models are a useful tool to quantitatively describe trends independent of the underlying mechanisms that produced them. Further, the phenomenological constants obtained from these models can be used for characterization of the observed behavior.

Dose-response curves often follow a sigmoid behavior. Such nonlinear behavior of gene expression in response to activation by transcription factors is well known in biological systems. The presence of feedforward loops in regulatory networks and cooperative behavior of transcription factors in enhancing their own binding at the promoter lead to sigmoid behavior (56, 60–62). Hill-type models best describe such sigmoid trends. We used the four-parameter Hill’s model, defined by *b0*, *k*, *n*, and *E*_max_, to characterize genes following sigmoid behavior in our data (50). It is possible that some genes do not reach their saturation levels under the regimen of the experiment. These would appear to have a nonsaturating trend. We used the linear model to describe such a response. We compared these models against a null model defined by no change in response to the given signal (Methods 6).

Overall, we used three models to bin the dose-response curves: the null model (NR) to identify genes that show no change in expression in response to increasing cAMP concentrations, the Hills model (HM) to fit genes that show sigmoid and first-order Michaelis-Menten behavior, and the linear model (LM) for genes that exhibit nonsaturating behavior within the cAMP range used in this study. Gene trends satisfied the Hill’s model (HM) only if the residual sum error (*σ*^2^) of the fit by HM was less than that of the competing models, its *R*^2^_NLfit_ was greater than 0.8 (*P *< 0.05), the slope_NLfit_ was equal to 1 ± 0.2 and relative standard error (RSE) for estimated parameters *k* and *E*_max_ was less than 20% (Methods 6). Because the number of data points was less around the transition points, the predictions for *n* showed a larger variation in RSE. Hence, we did not use the RSE of *n* as a cutoff factor. Similarly, we considered genes to fit the linear model (LM) if *σ*^2^ for the fit was less than other models, its *R*^2^_NLfit_ was greater than 0.7, and the *P *value was less than 0.05. Genes followed the null model if the *σ*^2^ for the fit was less than the other models and *R*^2^_NLfit_ was greater than 0.7 (*P *< 0.05) and slope_NLfit_ was equal to 1 ± 0.2.

Using the model fit method described above, we found that 74% (225/305) of cAMP-regulated genes followed the HM, while 9% (28/305) of genes followed the LM. 

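Fold changes at the 9 doses above 0 mM were fitted with R's nls, using the starting values and Hill criteria of the paper's methods, without any step by eye. No slope was required of the linear model and no R2 of the null model. Of the 305 genes, 94 (30.8%) followed the Hill model and 42 (13.8%) the linear or nonsaturating model. All 94 are listed as following the Hill model in Table S1. The Hill fit did not converge for 155 genes. Where the Hill model had the lowest residual standard error, in 135 genes, 41 failed a criterion on the relative standard error of *k*, and for 27 of these it was the only criterion failed. From the libraries with replicate number 1 alone, 142 genes followed the Hill model, and from those with number 2 alone 6 did. With the replicate block in the fold changes, 81 genes followed the Hill model and 48 the linear model, while the replicate differences of the groups correlated with the mean of the others by between 0.290 and 0.596, and by 0.0625 at 4 mM cAMP. When each gene's fold changes were first passed through R's default local regression over the doses, a setting chosen after seeing the data, 186 genes followed the Hill model. The same with Levenberg-Marquardt fitting, also chosen after seeing the data, moved the count most, to 208.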

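The null model had the lowest residual standard error for 21 genes (6.89%), and 148 genes (48.5%) met the criteria of no model. Of the 21, 8 are nonresponsive and 13 nonmonotonic in Table S1. Of the 148, Table S1 lists 110 as following the Hill model, 21 as nonmonotonic, 10 as nonresponsive, and 7 as linear. *malK*, *mtlD*, and *fruA* were among the nonresponsive genes, with log2 fold changes at 4 mM cAMP of -0.22, -0.43, and 0.20. In the wild-type strain theirs were 3.07, 1.11, and 1.34. *mtlD* overlaps *mtlR* in the annotation, so its counts are uncertain.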

Despite being differentially expressed in the wild-type strain compared to the Δ*cyaA* mutant, 6% (18/305) of genes fit the null model (NR) and did not show any change in expression in response to extracellular cAMP; 11% (34/305) of genes did not fit any of the above models. These genes showed a nonmonotonic (NM) response to increasing cAMP concentrations (Fig. 3A; Table S1).

**FIG 3:**
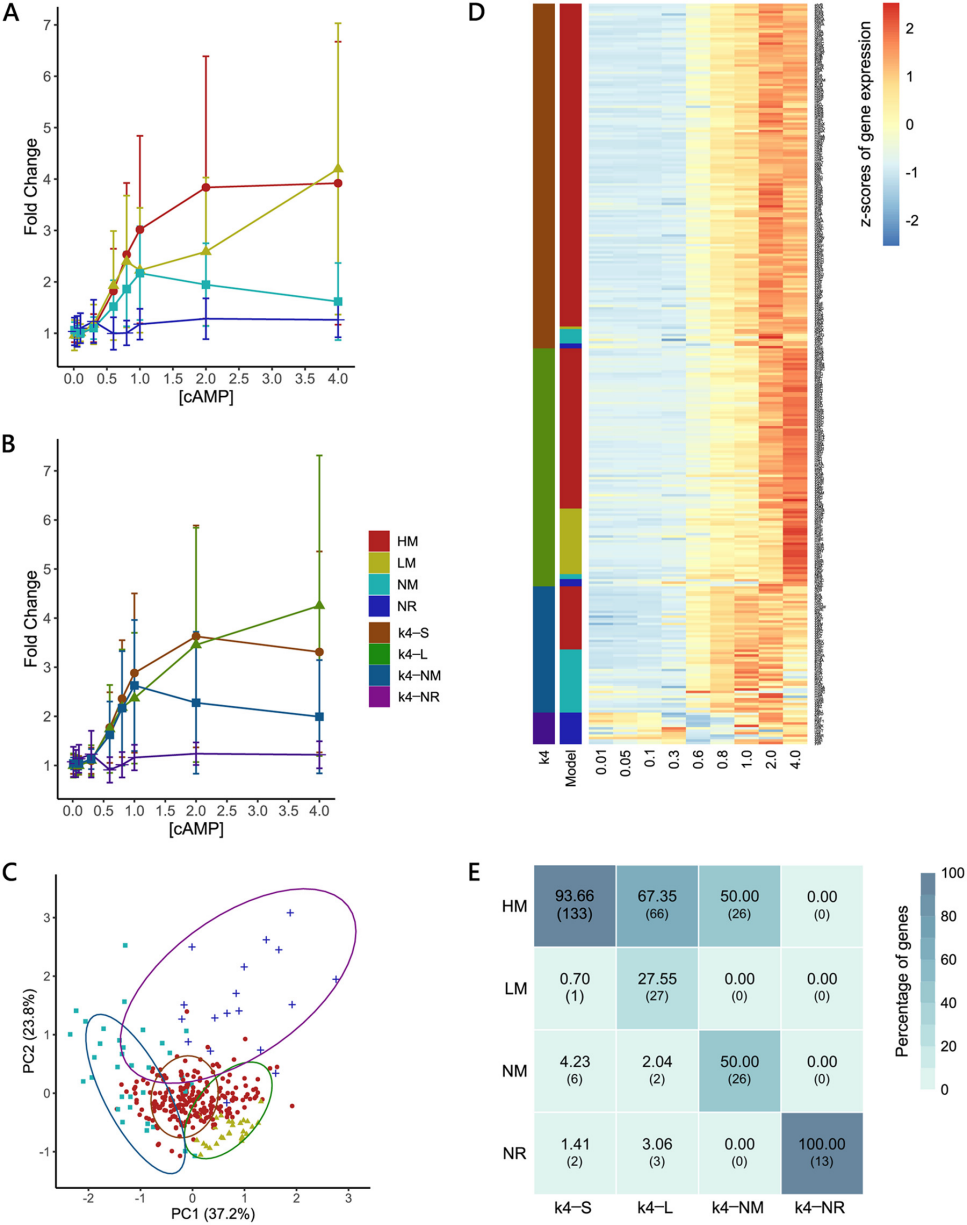
Comparison of different clustering methods. (A and B) Median trends for clusters from the model fit method (A) and *k*-means with four clusters (B). Each point represents the median expression of the genes belonging to the indicated cluster at that cAMP concentration. Error bars represent the median absolute deviation (MAD) around the median. Broadly, cAMP-regulated genes follow one of four trends: sigmoid (HM/k4-S), linear (LM/k4-L), nonmonotonic (NM/k4-NM), or nonresponsive (NR/k4-NR). (C) Projection of gene expression trends on a PCA plot. Each point represents a gene. Different shapes indicate the cluster a gene belongs to using the model fit method. Ellipses indicate the gene clusters formed using the *k*-means clustering methods. Colors of points and ellipses are consistent with the color key given for (A) and (B). Gene trends are in a continuum, with trends varying smoothly from NM to HM to LM primarily along PC1. (D) Comparison of genes across clusters for the *k*-means and model fit method. Each row represents a gene. For the two clustering methods, colors represent the cluster a gene belongs to. Colors are consistent with the color key given for (A) and (B). The heatmap shows the normalized expression levels for the gene at each cAMP concentration. (E) Correlation plot between genes binned by the model fit and *k*-means with four clusters. Each *k*-means cluster primarily corresponds to at least one trend from the model fit. Numbers in the boxes represent the percentage of k4-X genes that follow the model fit trends with the common number of genes shown in brackets.

10.1128/msystems.00900-22.10 TABLE S1 Details of 305 genes activated by cAMP in E. coli growing in LB. The RSE for the fit and phenomenological constants with associated RSE and *P* value for each model are given, along with the functional categories of genes. The key for understanding the supplementary table is given on Sheet 1 of the Excel sheet. Download Table S1, XLSX file, 0.1 MB. Copyright © 2022 Chakraborty et al. 2022 Chakraborty et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

Unsupervised clustering is one of the common methods used to study trends in a data set (63–65). We compared the model fit method described above to the results obtained using clustering algorithms, such as *k*-means and hierarchical clustering. Both these methods revealed the continuous nature of the data and the lack of clear clusters in it. This was reflected in the inability of methods meant to find optimum clusters for *k*-means to reach a consensus (Fig. S4A) and the presence of large cross-correlation across clusters in the distance matrix (Fig. S4E). Based on the Silhouette method, we divided the genes into three clusters using *k*-means. The *k*-means algorithm yielded two major clusters containing 31.1% (95/305) and 64.2% (196/305) of the genes and a small cluster with 4% (14/305) of genes. 

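Clustering the z-scored fold changes of the 305 genes into 3 groups with *k*-means gave 169, 118, and 18 genes. The mean silhouette was 0.203 for 3 clusters, 0.197 for 2, and 0.177 for 4 clusters. Of the variance within the 305 trends, 70.6% remained within the 3 clusters. With local regression of the fold changes, the alternative that moved them most and one chosen after seeing the data, the clusters held 196, 95, and 14 genes. The centre of the largest cluster was highest at 4 mM cAMP, and that of the second at 2 mM cAMP.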

The two major clusters showed a median trend resembling sigmoid curves (Fig. S4B and C).

10.1128/msystems.00900-22.4 FIG S4 (A) Optimum clusters for *k*-means using three different methods: silhouette, WSS, and Gap-statistic. There is no consensus on the number of predicted clusters. We divided the data into three clusters based on the Silhouette method. (B) PCA plot showing the three clusters formed by the *k*-means algorithm. Gene expression trends follow a continuum and vary smoothly along PC1. (C) Median trends for the three clusters were obtained by the *k*-means clustering algorithm. Each point represents the median of gene expression for each cluster at the specified cAMP concentration. Error bars represent the median absolute deviation. (D) Boxplot showing the distributions of Pearson correlation coefficients between inter- and intraoperonic genes. This plot shows that operonic genes have trends that are more tightly correlated than genes belonging to different transcription units. Thus, Pearson correlation coefficient can be considered a suitable distance metric for clustering genes. 

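Of the 305 genes, 204 pairs lay in the same run of neighbouring genes less than 100 bp apart. Their trends had a median Pearson coefficient of 0.956, with a lower quartile of 0.903. For the other 46156 pairs the median was 0.859, with a lower quartile of 0.709. Runs were taken from the annotation without regard to strand so they can join genes of separate operons. With runs less than 50 bp apart, the 184 pairs had a median of 0.957.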

(E) Dendrogram generated by hierarchical clustering of expression trends of cAMP-regulated genes using Pearson correlation coefficient as the distance metric and average as the linkage method. The heatmap shows the Pearson distance between genes, with blue indicating higher correlations and violet indicating low correlations. Download FIG S4, PDF file, 0.5 MB. Copyright © 2022 Chakraborty et al. 2022 Chakraborty et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

Because the model fit method showed that cAMP-regulated genes fall into four clusters, we forced the *k*-means algorithm to divide the data into four clusters. This yielded patterns similar to those from the model fit (Fig. 3B). 

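With 4 clusters, *k*-means gave 153, 96, 44, and 12 genes. The cluster of 153 held 65 of the genes that followed the Hill model here, 7 linear, and 81 of no model. The cluster of 96 genes held 35 linear genes, 28 Hill genes, and 33 of no model. In the cluster of 44 there were 29 of no model, 14 nonresponsive genes, and 1 Hill gene, and in that of 12 there were 5 of no model and 7 nonresponsive genes.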

For easier visualization, we overlaid the genes into groups partitioned by *k*-means and model fit on a two-dimensional (2D) principal-component analysis (PCA) plot (Fig. 3C). 

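The first principal component of the z-scored trends carried 29.2% of the variance, the second 19.8%, and the third 15.4%.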

We observed that gene trends are in a continuum with partitioning by both methods happening primarily across the first principal component (PC1), where gene trends vary from NM to HM to LM. Each *k*-mean cluster primarily corresponded to at least one trend from the model fit (Fig. 3D and E). Clusters generated by the *k*-means algorithm largely agreed with partitions made by the average linkage hierarchical clustering method used to analyze the gene trends (Fig. S5).

10.1128/msystems.00900-22.5 FIG S5 Comparison of all three clustering methods: hierarchical, *k*-means, and model fit. Each row represents a gene. The heatmap shows normalized gene expression in response to the indicated cAMP concentration. Broadly, genes cluster similarly across all the methods. Clusters from hierarchical and *k*-means clustering algorithms are in agreement with each other to a greater degree than the model fit method. Download FIG S5, PDF file, 0.4 MB. Copyright © 2022 Chakraborty et al. 2022 Chakraborty et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

In this section we showed that genes under the positive regulation of cAMP broadly follow four trends: sigmoid, linear, nonmonotonic, and nonresponsive. The overall gene expression response to cAMP populates a continuum compared to distinct clusters, with the majority of genes following a sigmoid dose-response curve that could be described quantitatively by phenomenological models such as the Hill’s model. We note that conventional clustering methods can in fact meaningfully partition the data into intuitively understandable shapes. However, finding the optimum clusters in continuous data poses a difficult decision. Model fitting circumvents this problem by adding another layer of clarity, making it possible to quantitate the variations observed across these continuous trends. Not only this, parameters obtained from the Hill’s model can be used to further characterize the behavior of these dose-response curves.

### Characterization of phenomenological constants obtained from the Hill’s model.

For a gene whose transcription is activated by cAMP, the Hill’s model defines a sigmoid dose-response curve using four parameters: (i) *b0* represents the basal level of gene expression when no cAMP signal is observed, (ii) *k* quantifies the levels of cAMP required for the gene to reach half of its saturating concentration, (iii) *E*_max_ quantifies the magnitude of fold change at the saturating concentration, and (iv) *n* describes the rate of change of expression in response to changing cAMP levels. Together, *n* and *k* determine the dynamic range of a gene in response to cAMP (Fig. 4A).

**FIG 4:**
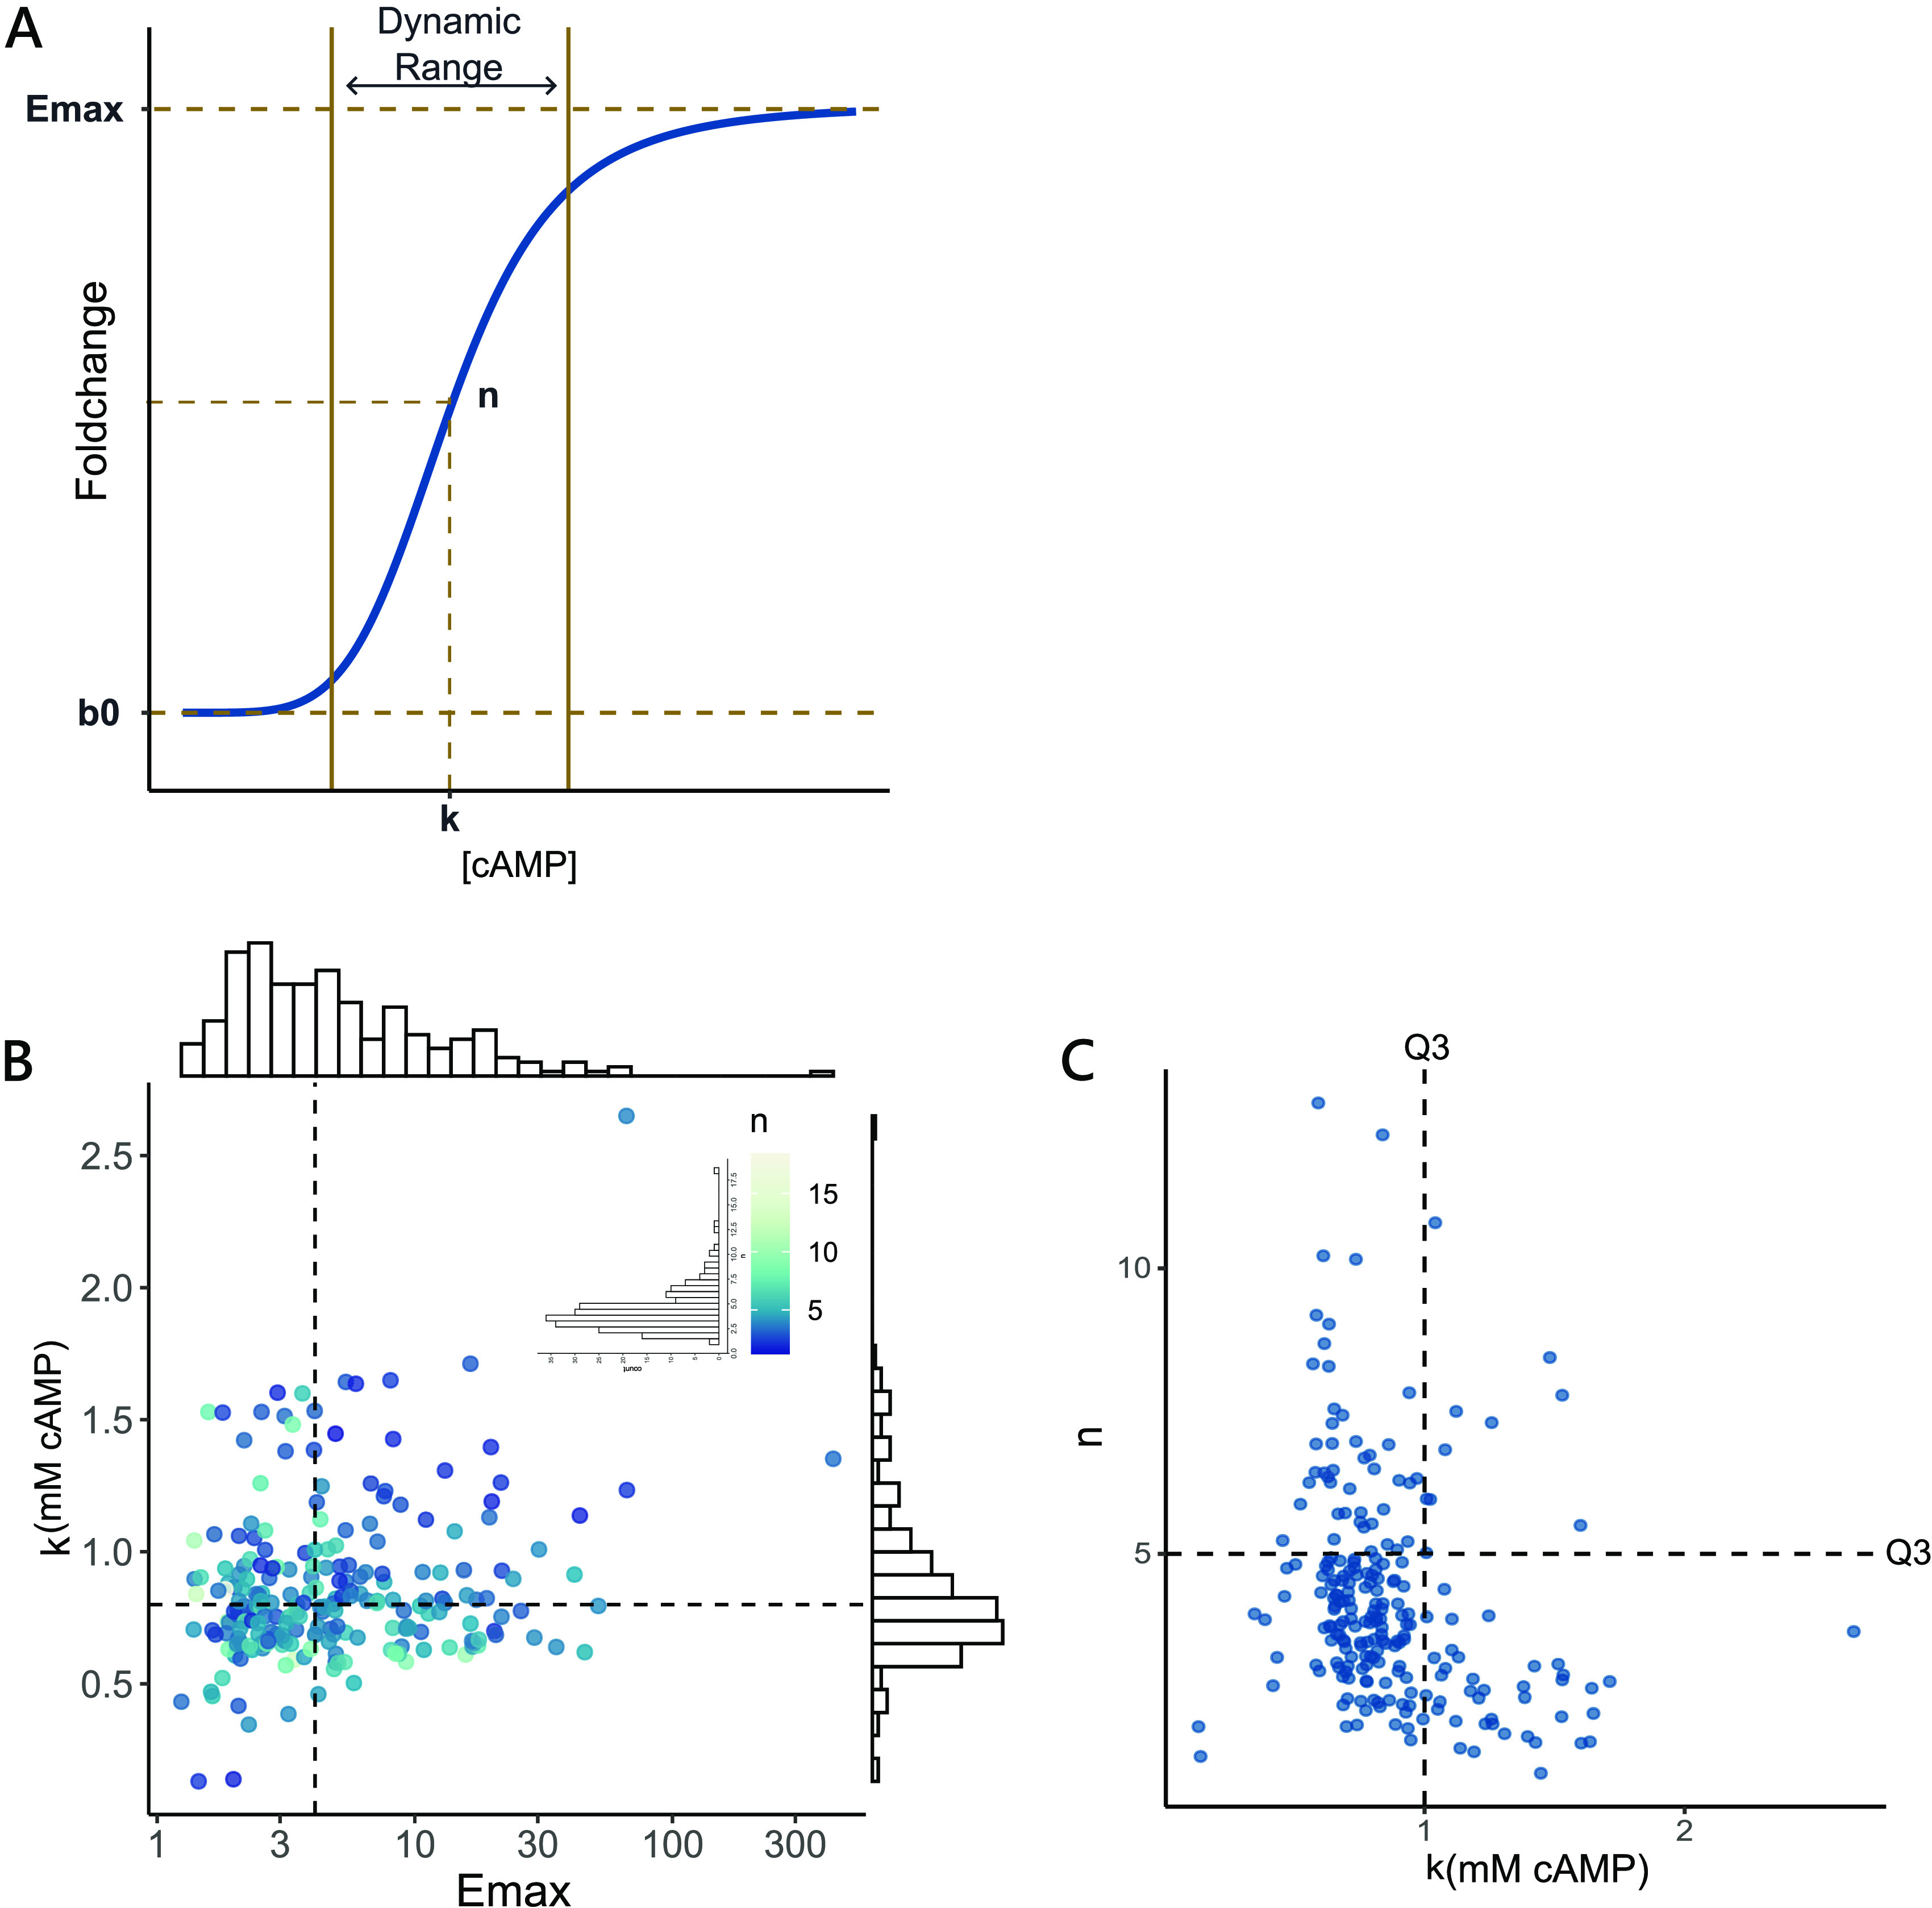
Distribution of the parameters obtained from the Hill’s model. (A) Schematic showing the dose-response curve for a gene following the Hill’s model, with the four parameters (*b0*, *k*, *n*, and *E*_max_) depicted in the figure. *k* and *n* together determine the dynamic range of a gene. (B) Distributions of *k* and *E*_max_ for genes that follow the Hill’s model. The color of each point represents the value of *n*. There is no correlation between *k* and *E*_max_ or *n* and *E*_max_ (data not shown). Dashed lines show the median of the distributions of *k* and *E*_max_. (C) Scatterplot showing the absence of high *k* and high *n* genes in the study. Dotted lines represent the value of top third quartile (Q3) for the respective distributions. *N* = 225.

Biologically, cAMP concentrations at *k* reflect the midpoint of the dynamic range of a gene. Except two genes, all genes showed a *k* greater than 0.35 mM, with values of *k* ranging up to 2.6 mM cAMP (Fig. 4B and S6A). This was consistent with the findings from our global gene expression analysis where we observed no change in gene expression before 0.3 mM cAMP (Fig. 1). 

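Among the 94 genes following the Hill model here, *k* ran from 0.592 to 1.64 mM cAMP. The highest *k* was that of *gatD*, with 7 and 6 counts at 0 mM and 23 and 50 counts at 4 mM cAMP and a log2 fold change of 2.34 at 4 mM cAMP (standard error 0.86, adjusted p = 0.0927 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Above 1 mM cAMP lay 10 of the 94.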

Genes under cAMP control showed a median *k* of 0.79 mM cAMP with an interquartile range (IQR) of 0.26 mM. 

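The median *k* of the 94 Hill genes was 0.788 mM cAMP, with quartiles of 0.723 and 0.888 mM and an IQR of 0.165 mM. The median moved most without the 0.8 mM dose, to 0.913 mM, and was 0.726 mM without the 1 mM dose. From the libraries with replicate number 1 alone it was 0.881 mM, and from those with number 2 alone, where 6 genes passed, 0.716 mM. Under the replicate block it was 0.772 mM.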

The IQR of *k* accounted for only 20% of the entire range of *k*, implying that the midpoints of the dynamic range of many cAMP-regulated genes (i.e., 50% of genes) occupy a very small space in the range of *k*. Further, we observed that the median value of *k* lies close to the wild-type levels of cAMP for E. coli growing in LB (0.72 mM cAMP). The observation that the midpoints of the dynamic range of gene expression (median *k*) are centered around the wild-type concentration of cAMP suggests that promoters and intracellular cAMP concentrations in the cAMP-CRP regulatory network may be tuned to have optimized gene expression.

*E*_max_ defines the maximum expression of a gene when cAMP is not the limiting factor and reflects the sensitivity of a gene to cAMP. 

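*E*_max_ of the 94 genes ran from 1.37-fold to 49.1-fold, with a median of 4.98-fold and quartiles of 2.78 and 10.6. It was over 10-fold in 26 genes, and highest for *glpA*, which overlaps *glpB* in the annotation. *gatB*, for which the Hill fit did not converge, followed the linear model here. Its fold change rested on a 0 mM cAMP group with no counts, and at 4 mM cAMP it was at least 14.7-fold higher.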

We observed that the distribution of *E*_max_ for cAMP-regulated genes in LB is right skewed, with saturating gene expression varying from 1.2- to 66.5-fold change (except *gatB*, which showed a very high *E*_max_ of a 420.7-fold change). 

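The median absolute deviation from the median was 53.4% of the median for *E*_max_, 10.9% for *k*, 22.2% for *n*, and 14.0% for *b0*. Under the replicate block it was 47.0% for *E*_max_ and 10.7% for *k*. From the libraries with replicate number 2 alone, which moved that of *E*_max_ most and left 6 genes, it was 13.6% for *E*_max_ and 8.31% for *k*.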

The variation observed in *E*_max_ (median absolute deviation from the median [MADM] = 48.4%) was much greater than that of *k* (MADM = 16.5%), showing that differences in the *E*_max_ of genes affected the observed intergene variation in expression more than the differences in *k* (Fig. 4B and S6C).

*n* determines the steepness or nonlinearity of the dose-response curve. Nonlinearity in the system is introduced by the cooperative behavior of transcription factors and the presence of positive feedforward and feedback loops. Higher *n* indicates more switch-like behavior, while low *n* indicates a more graded response. All genes following the HM exhibited an *n* greater than 1. *n* for cAMP-regulated genes showed a median value of 3.9 with an IQR of 2 (Fig. S6B). 

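For the 94 Hill genes, *n* had a median of 4.97, an IQR of 2.16, and a lowest value of 1.82. It was over 5 in 46 genes and highest, at 16.1, for *rbsA*. Without the 1 mM dose the median was 9.70 and under the replicate block it was 5.25.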

The high values of *n* for cAMP-regulated genes reflect the pervasive nature of feedback and feedforward loops in the network, resulting in switch-like behavior for most genes in the population. For the use of this study, we considered values of *n *greater than 5 to be high, values of *n* between 3 and 5 to be moderate, and values of *n* less than 3 to be low.

10.1128/msystems.00900-22.6 FIG S6 (A–C) Histograms for *k*, *n*, and *E*_max_ values for cAMP-regulated genes. (D) Distribution of *n* versus *k*, with colored dots representing genes under Direct_ChIP_ (blue) and Indirect_ChIP_ (red) control of cAMP. (E) Boxplot showing that genes with lower *k* values have significantly higher *n* than genes with higher *k*. Q1 to Q4 represent the genes belonging to four quartiles of *k*. Except for Q1 and Q2, all other combinations have significantly different distributions of *n* (Wilcoxon rank-sum test, *P *< 0.01); ns, not significant. Download FIG S6, PDF file, 0.1 MB. Copyright © 2022 Chakraborty et al. 2022 Chakraborty et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

We observed a lack of genes that had both high *n* (>5) and high *k* (>1) in the population (Fig. 4C). 

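*ykgR* was the only gene of the 94 with an *n* over 5 and a *k* over 1 mM cAMP. It is named here after its values were seen. Without the 0.8 mM dose 9 of 138 Hill genes were high in both. With DESeq2, fits to log2 fold changes, the replicate block, or without the 1 or 4 mM dose 0 were. With Levenberg-Marquardt in place of Gauss-Newton fitting there were 2 such genes, and from the libraries with replicate number 1 alone 11.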

Very few genes (such as *torR*, *glpK*, *ybhG*, and *ilvX*) showed both high *n* and *k* (Fig. S6D and S6E). This led to an apparent negative relationship between *n* and *k*. Hence, genes that saturated at high cAMP concentrations (high *k*) were likely to behave in a relatively graded manner (have low *n*) in response to cAMP. Conversely, genes that showed a more switch-like behavior (high *n*) were more likely to also saturate at lower cAMP levels (have low *k*). This pattern could also be the result of the experimental design, as it may be difficult for the algorithm fitting the Hill’s model to capture genes with trends having high *k* and *n* due to the lack of data points depicting the transition and saturation states at high cAMP concentrations. 

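*torR*, *glpK*, *ybhG*, and *ilvX* did not follow the Hill model with these fold changes, as the Hill fit converged for none of them. *torR* and *ybhG*, which overlap neighbouring genes in the annotation, met the criteria of no model, and their log2 fold changes at 4 mM cAMP were 1.74 and 1.86. *glpK* and *ilvX* followed the linear model, with log2 fold changes of 0.65 and 1.97.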

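The Spearman coefficient of *n* and *k* across the 94 Hill genes was -0.733 (p = 1e-05, two-sided permutation test, the smallest that the permutations can give). Fitting the log2 fold changes instead moved it most and changed its sign, to 0.198 (permutation p = 0.0298). From the libraries with replicate number 1 alone it was -0.205, and under the replicate block -0.746. From the lack of genes high in both parameters, the paper reasons to a negative relationship between them, which it calls apparent.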

Although after manually checking the trends of genes rejected by the Hill’s model, we noticed that no gene showed such a trend, hinting that the effect may result from biological limits as opposed to experimental limitations.

Overall, our data showed that expression of cAMP-regulated genes in LB differed more in their *E*_max_ than *k*. Also, instead of having a graded response across the biological range of cAMP, most cAMP-regulated genes exhibited a switch-like behavior, with their dynamic range centered around 0.79 mM cAMP, close to the wild-type concentrations of cAMP in LB. This suggests that cAMP-regulated genes rapidly switch on and reach saturation (*E*_max_) at concentrations close to 0.79 mM cAMP. This is consistent with the observation that gene expression increases rapidly between 0.6 and 0.8 mM cAMP (Fig. 2C; Fig. S2C).

### Comparison of Hill’s parameters across genes under direct and indirect control of cAMP.

The cAMP regulatory network consists of genes that are directly regulated by the cAMP-CRP complex binding at their promoter as well as genes that are under indirect control via intermediate players. We binned the cAMP-regulated genes as direct or indirect targets of the cAMP-CRP complex using two different criteria. In the first classification method, we considered genes to be direct targets of the cAMP-CRP complex if they were also annotated to be directly regulated by CRP in the Ecocyc/RegulonDB database (Direct_Ecocyc_). We binned the rest of the genes as Indirect_Ecocyc_. Of the entire set of cAMP regulated genes 98/305 belonged to Direct_Ecocyc_. 

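Among the 94 Hill genes, 34 belonged to the Direct_Ecocyc_ class of Table S1 and 60 to the indirect one. Their median *k* was 0.825 and 0.779 mM cAMP.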

For HM genes, 66/225 belonged to Direct_Ecocyc_. The Direct_Ecocyc_ genes showed a greater CRP occupancy at promoters than Indirect_Ecocyc_ genes (Wilcoxon rank-sum test, *P *= 0.0092; Fig. S7A), confirming that the set of genes are indeed under direct regulation of cAMP. However, we noticed that promoters of genes belonging to Indirect_Ecocyc_ showed greater CRP occupancy scores than nondifferentially expressed genes (Fig. S7A). Because the assumption is that the cAMP-CRP complex only binds to promoters of direct genes, one would expect genes under indirect regulation of CRP to have occupancies similar to those of nondifferentially expressed genes. This indicated that the Ecocyc/RegulonDB-defined set of direct genes may not be complete.

10.1128/msystems.00900-22.7 FIG S7 (A) cAMP-regulated genes are binned as direct or indirect targets of cAMP based on data from the Ecocyc database. Comparison of CRP occupancy at promoters of Direct_Ecocyc_ (38 promoters) and Indirect_Ecocyc_ (114 promoters) with genes not differentially expressed (Non-DE; 1,926 promoters) under the cAMP regimen. Unexpectedly, Indirect_Ecocyc_ genes show greater CRP occupancy than non-DE genes, suggesting the presence of unidentified directly regulated genes in the Indirect_Ecocyc_ set. (B) Kernel density distribution of CRP occupancy scores for the set of Direct_Ecocyc_ and Indirect_Ecocyc_ genes, with the dashed line showing the Q1 (bottom first quartile) of the CRP occupancy score of the Direct_Ecocyc_ genes; Q1 = 2.8. This is used as the cutoff for determining a broader set of direct genes, the Direct_ChIP_ gene set. (C) Venn diagram showing direct genes as defined by Ecocyc and ChIP cutoff as a subset of all cAMP-regulated genes. (D) For a simple linear regulatory network toy model, a scatterplot showing the spread of apparent *k2* relative to *k1* for 10^6^ trials is shown. Apparent *k2* can be less than *k1*. (E and F) Distributions of *k* and *n* across Direct_Ecocyc_ (66) and Indirect_Ecocyc_ genes (159). Download FIG S7, PDF file, 0.3 MB. Copyright © 2022 Chakraborty et al. 2022 Chakraborty et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

We defined a more inclusive set of Direct_ChIP_ and Indirect_ChIP_ genes based on the data obtained from Ecocyc/RegulonDB database and CRP occupancy scores obtained from the ChIP experiments. The set Direct_ChIP_ was defined by taking the union of Direct_Ecocyc_ and those genes in Indirect_Ecocyc_ that had a CRP occupancy score greater than 2.8. This cutoff was chosen based on the bottom quartile (Q1) of CRP occupancy scores of the Direct_Ecocyc_ set (Fig. S7B); 147/225 HM genes belonged to the Direct_ChIP_ set. 

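By the ChIP-based classes, 70 of the 94 Hill genes were direct and 24 indirect. Their share of direct genes did not differ from that of the other genes in Table S1 (Fisher's exact test, two-sided, p = 0.227).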

Of all cAMP-activated genes, 211/305 were binned as Direct_ChIP_ (Fig. S7C).

For an activator, *k* reflects the transcription factor concentration around which the gene behaves most dynamically for cases where *n* is greater than 1. For a gene that is under direct control of cAMP, *k* is affected by the affinity of the transcription factor to the promoter. For indirect genes, it reflects the composite effects of all *k* values in the network. *n* determines the steepness of the response curve and is affected by the presence of multiple regulators and feedforward and feedback loops present in the circuit. Together, they determine the dynamic range of a gene in response to the transcription factor. Thus, the observed *k* and *n* of a gene in the regulatory network may get affected by its level of regulation. Because we did not have any formal expectation of how these parameters may be affected by their levels of regulation, we used a toy model of a simple regulatory circuit to determine how the distributions for these parameters should look across direct and indirect genes.

We considered a linear regulatory chain having four nodes and three edges, with each edge having independent *k* and following the Hill’s function (Fig. 5A). *k* at each level was chosen randomly from the distribution of observed *k* from our study. The first edge is akin to the regulation of a direct gene by cAMP. The second edge takes concentrations of the direct gene (g1) as an input function for the first indirect gene (g2, indirect level1). Similarly, the third edge takes the output of the first indirect gene (g2) as an input for the downstream node (g3, indirect level2). We mapped the outcome at each node to the input concentrations of cAMP and calculated the apparent *n* and *k* at each level. The starting concentration (*b0*) for each node was set to 0. For this simulation, we did not consider changes in *E*_max_. *E*_max_ reflects the maximum fold change a gene can experience when cAMP is unlimited. It is more likely to be affected by promoter-related properties (described in later sections) than the level of regulation. Thus, for simplicity, *E*_max_ was set to 1 for the toy model. Because all HM genes have an *n* greater than 1, in this circuit, we fixed the value of *n* at each edge to 2. We found the mean and variance for distributions of apparent *k* and *n* to increase at each regulatory level (Fig. 5B and C). Thus, our null model predicts that the response of genes further down the regulatory circuit show (i) greater nonlinearity (*n*) and (ii) larger variation in the midpoints of their dynamic range (*k*).

**FIG 5:**
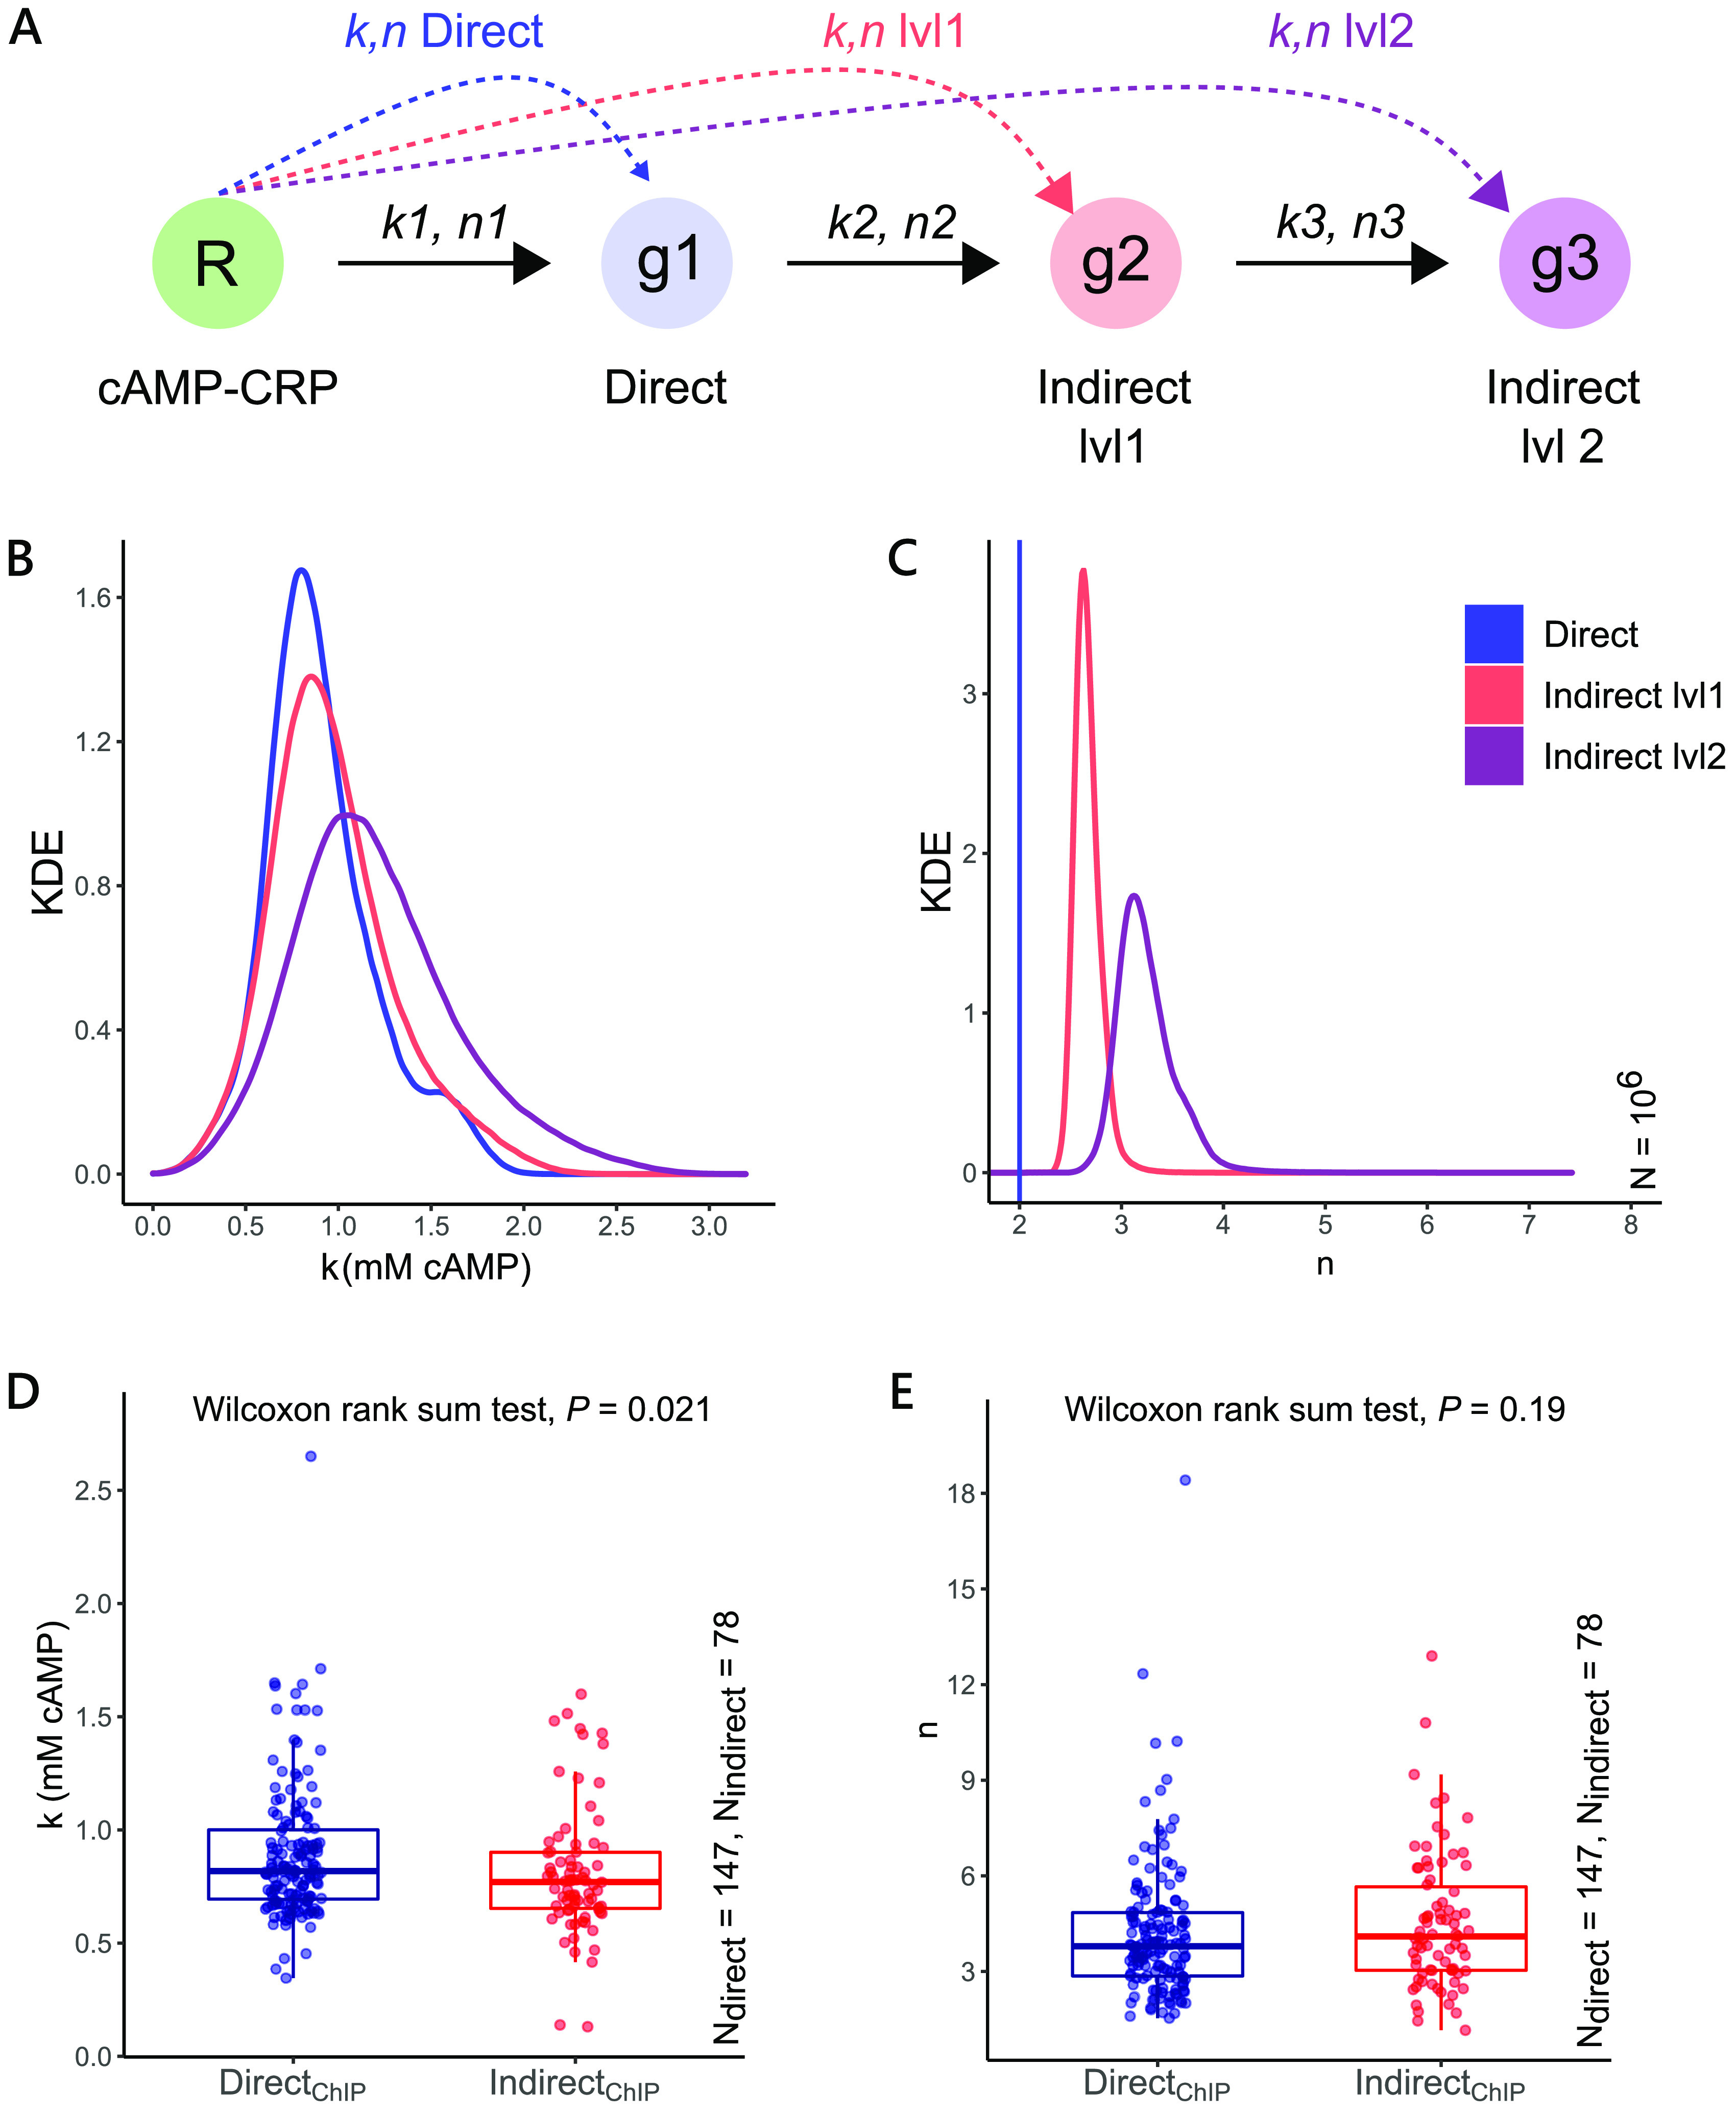
Comparison of *k* and *n* across direct and indirect genes. (A) Toy model of a linear transcription network representing a regulator (R), a directly regulated gene (g1), and two indirectly regulated genes (g2 and g3). Each edge follows the Hill’s function. *k* at each edge is independent of other edges and is chosen at random from the same distribution. *E*_max_ and *n* remain constant across the circuit, with *n1 *=* n2 *=* n3 *= 2, *b0* = 0, and *E*_max_ = 1. We calculate the apparent *k* and *n* of the response for g1 (direct), g2 (indirect lvl1), and g3 (indirect lvl2) with respect to the regulator (R), represented by the dotted lines. (B and C) Expected distribution of apparent *k* and *n* at each level of the regulatory network compared to the *k* and *n* for direct genes (10^6^ trials). KDE represents Kernel Density Estimation. According to this null model, the response of genes further down the regulatory circuit show greater mean and variance for both *k* and *n*. (D and E) Observed distributions of *k* and *n* across Direct_ChIP_ (147) and Indirect_ChIP_ (78) sets of cAMP-regulated genes. Contrary to the null model, distributions of *k* and *n* across direct and indirect genes show no difference in their mean and variance. We used the Wilcoxon rank-sum test to compare the two distributions.

Contrary to the null model, our data showed no differences in the distribution of *k* and *n* across direct and indirect genes, irrespective of the definition of direct and indirect genes used (Wilcoxon rank-sum test, *P *> 0.01; Fig. 5D and E; Fig. S7D, E and F). 

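Median *k* was 0.792 mM cAMP for Direct_ChIP_ and 0.774 mM for Indirect_ChIP_ genes (p = 0.450, two-sided permutation test of the rank sum). The medians of *n* were 4.87 and 5.29 (permutation p = 0.498). With the Ecocyc classes the p-values were 0.0478 for *k* and 1 for *n*, the direct genes having the higher *k*. The difference in *k* between the ChIP-based classes was 0.0166 mM (permutation p = 0.554) with the replicate block. These p-values are not adjusted for the number of comparisons. Local regression of the fold changes, chosen after seeing the data, moved the difference in *k* most, to 0.0643 mM (permutation p = 0.0269).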

Deviation from the null model reflected that either one or both assumptions (linear topology and independent *k* at each level) of the simple model were violated. We suspect that the presence of feedback loops feeding into higher nodes could cause the variation in *n* of genes to increase, leading to comparable distributions of *n* for direct and indirect genes. This finding implies that direct genes are not regulated solely by cAMP and that cyclic edges are pervasive even among direct genes. The presence of cyclic edges feeding into higher nodes could also cause the *k* values at each step to be dependent on each other, leading to violation of the null model. Another reason could be that the cAMP regulatory network mostly consists of short-length subnetworks limiting the variation in *k* for indirect genes.

### Contribution of CRP and RNA polymerase binding on gene expression.

A successful transcription event is the product of concerted interactions of various molecular players, such as regulators and helper nucleoid-associated proteins (NAP) with the RNA polymerase (RNAP) at the promoter. Models like the Hill’s model can help abstract the strength of these interactions into physiologically relevant phenomenological constants. For cAMP-regulated genes, two major players that affect gene expression are the cAMP-CRP complex and RNA polymerase. As mentioned above, *k* for direct binding genes reflects the affinity of the cAMP-CRP complex to that of the promoter, while *E*_max_ is affected by promoter properties such as RNAP binding and CRP binding to the promoter. Because *k* and *E*_max_ may capture the physiological effects of cAMP-CRP and RNAP binding to the promoter on gene expression, we asked if their binding strengths have any effect on the variation of these parameters across cAMP-regulated genes. We used data from ChIP experiments in E. coli as a proxy for binding affinities of CRP and RNAP. We assumed the strength of the signal at a position to be proportional to the probability of the target molecule occupying that position, which in turn is affected by their effective binding affinity.

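For the 70 Direct_ChIP_ genes following the Hill model here, the Spearman coefficient between *k* and CRP occupancy was -0.033 across genes (p = 0.785, adjusted p = 0.897, two-sided permutation test, 8 occupancy correlations). The replicate block gave 0.123 (permutation p = 0.360).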

We checked the correlation between *k* and cAMP-CRP occupancy scores for Direct_ChIP_ genes. *k* of cAMP-regulated genes did not show any correlation with cAMP-CRP occupancy (Fig. 6A; Fig. S8A and B), indicating that CRP occupancy alone was not sufficient to explain the observed values of *k*. These results hinted that for a cell growing in a specific medium, individual binding affinities may not play a large role in determining the midpoint of the dynamic range of genes.

**FIG 6:**
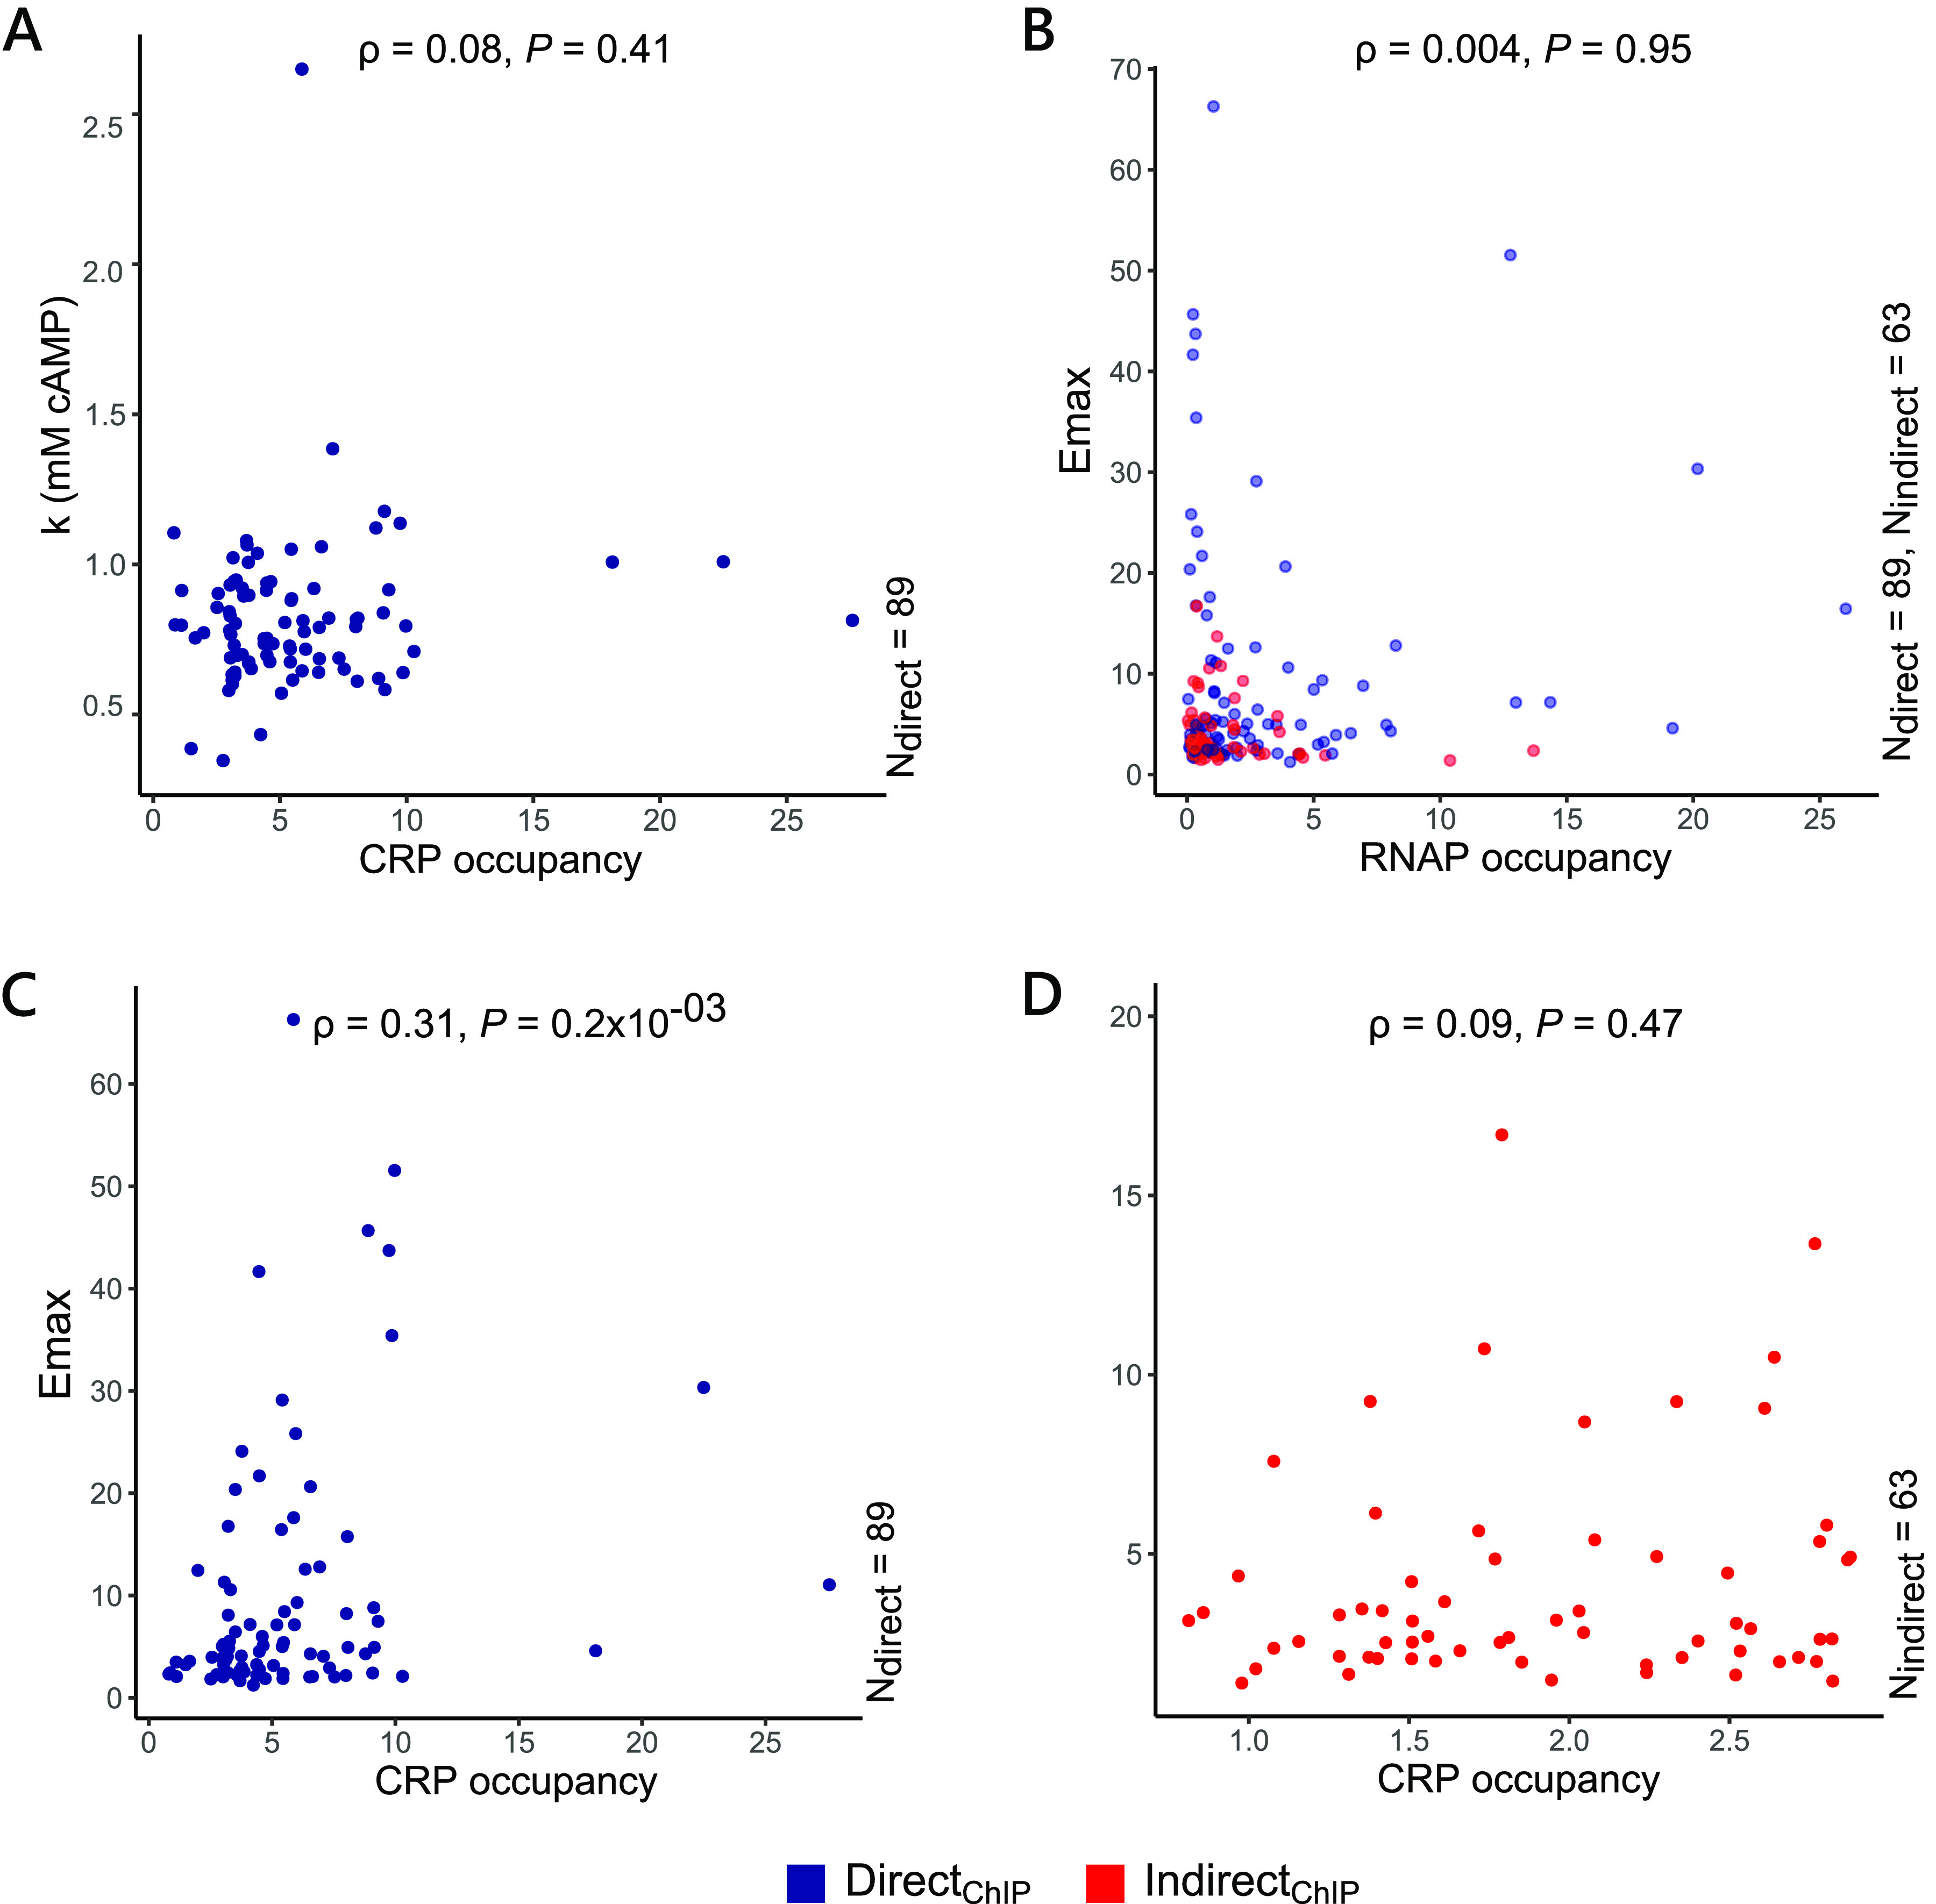
Effects of CRP and RNAP occupancy on *k* and *E*_max_ of cAMP-regulated genes. (A) Correlation between *k* and CRP occupancy at promoters for genes under direct regulation of the cAMP-CRP complex (Direct_ChIP_, 89 promoters). (B) Correlation between *E*_max_ and RNAP occupancy for both Direct_ChIP_ (89 promoters) and Indirect_ChIP_ (63 promoters). *E*_max_ and RNAP occupancy for either set of genes are not correlated. (C and D) Correlation between *E*_max_ and CRP occupancy for Direct_ChIP_ (C) and Indirect_ChIP_ genes (D). *E*_max_ of genes under direct regulation of cAMP show a significant correlation with CRP occupancy at their promoters. *ρ* and *P* in the plots represent the Spearman’s rank correlation coefficient and the corresponding *P* value for the given pair of variables.

10.1128/msystems.00900-22.8 FIG S8 (A and B) Scatterplot showing variation of *k* with CRP occupancy across promoters of all cAMP-regulated genes following the Hill’s model (A) and for the Direct_Ecocyc_ set of genes (B). Throughout the figure, blue color represents genes under direct regulation of cAMP, and red color represents indirect genes. Subscripts show which method of binning was used to determine the direct and indirect sets of genes. (C and D) Variation of *E*_max_ with CRP occupancy of Direct_Ecocyc_ (38 promoters) and Indirect_Ecocyc_ (114 promoters). Direct_Ecocyc_ genes show a positive correlation between *E*_max_ and CRP occupancy. Contrary to expectations, we observed a moderate correlation between *E*_max_ and CRP occupancy of Indirect_Ecocyc_ genes also. (E) Scatterplot showing the positive correlation between RNAP occupancy scores and CRP occupancy scores for all cAMP-regulated genes. *ρ* and *P* value indicate the Spearman’s rank correlation coefficient and the associated *P* value for the given pair of variables. Download FIG S8, PDF file, 0.1 MB. Copyright © 2022 Chakraborty et al. 2022 Chakraborty et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

*E*_max_ of a gene reflects the maximum change in expression (fold change) it can experience when cAMP is not limiting, that is, [cAMP] ≫ *k* and reflects the maximum sensitivity of a promoter to cAMP. *E*_max_ is affected by promoter properties, such as RNAP binding affinity, interaction of CRP, other regulators, and different NAPs with the RNAP, promoter escape rates, and gene dosage (66–68). We observed no correlation between *E*_max_ of cAMP-regulated genes with RNAP occupancy at the promoter (Spearman’s rank correlation coefficient, *ρ* = 0.004, *P *= 0.95; Fig. 6B). 

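Across the 94 Hill genes the Spearman coefficient between *E*_max_ and RNAP occupancy was -0.0088 (p = 0.932, two-sided permutation test) and, under the replicate block, 0.0739 (permutation p = 0.511).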

CRP occupancy, on the other hand, showed a small but significant correlation of 0.37 (Spearman rank correlation, *P *= 2.14 × 10^−6^) with *E*_max_ (Fig. 6C and D; Fig. S8C and D). 

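For CRP occupancy and *E*_max_, the coefficient across the 94 Hill genes was 0.141 (p = 0.175, adjusted p = 0.323, two-sided permutation test, 8 correlations). The replicate block lowered it to 0.0736 (permutation p = 0.511). It moved most with relative standard errors under 10%, to 0.280 (permutation p = 0.0495) across 50 genes.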

We observed that genes belonging to Direct_ChIP_ had a significant correlation between *E*_max_ and CRP occupancy (Spearman rank correlation coefficient, *ρ* = 0.31, *P *= 0.2 × 10^−3^; Fig. 6C), while Indirect_ChIP_ genes did not show any correlations (Spearman rank correlation coefficient, *ρ* = 0.09, *P *= 0.47; Fig. 6D), showing that the observed correlation between *E*_max_ and CRP occupancy for cAMP-activated genes was driven by direct-binding genes.

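Within the 70 Direct_ChIP_ genes following the Hill model here, the coefficient between *E*_max_ and CRP occupancy was 0.154 (p = 0.202), and within the 24 Indirect_ChIP_ genes it was -0.073 (p = 0.735, two-sided permutation tests). The difference between the 2 classes was not tested. With local regression of the fold changes, chosen after seeing the data, the coefficient of the direct genes was 0.188 (permutation p = 0.0335). Under the replicate block the coefficients were 0.0681 and 0.0069.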

In this section, we have attempted to quantify the individual effects of two major molecular players, CRP and RNAP, on the dynamic range (*k*) and sensitivity (*E*_max_) of genes under direct control of cAMP. Our data showed that despite having different binding affinities to the promoters, under physiological conditions, cAMP-CRP binding affinities have no effect on the concentration of cAMP required for the gene expression to reach its half-saturating concentration. We also showed that the sensitivity of genes is correlated with a small but significant degree to the differential binding of CRP at promoters but not RNAP.

### Variation in phenomenological constants across various functional groups.

CRP is well known for its role in regulating genes involved in the uptake and utilization of multiple carbon sources. Apart from this, the cAMP-CRP complex has also been shown to regulate genes involved in nitrogen metabolism, the tricarboxylic acid (TCA) cycle, osmoregulation, and antibiotic resistance (34, 40). We binned the genes positively regulated by cAMP into broad functional categories (69, 70). Of these, we focused on seven broad categories, namely, catabolism, anabolism, glycolysis, mixed acid fermentation (MAF), respiration, transport, and stress response (Fig. S9A and B). cAMP-regulated genes were enriched for carbon catabolism, transport, and respiration (odds ratio [OR] > 1, *P *< 0.05) (71–73). We found that genes belonging to HM, NR, and NM were not enriched for any particular functional group. However, LM genes showed an enrichment for respiration genes (OR > 4.3, *P *= 0.0052). 

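Of the 42 genes following the linear or nonsaturating model here, 16 were respiration genes, against 43 of the other 263 genes (odds ratio 3.13, p = 0.00249, Fisher's exact test, two-sided). Fits to log2 fold changes moved the odds ratio most, to 0.474 (Fisher's exact p = 0.547), and with DESeq2 fold changes it was 1.52 (p = 0.283). The replicate block gave 3.15 (Fisher's exact p = 0.0012).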

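Of these 16 linear respiration genes, 10 lay in the *ccm*, *fdn*, *nar*, and *nir* operons. Counting each run of neighbouring genes less than 100 bp apart once, 31 of 203 runs held a linear gene and 8 of them a respiration gene (odds ratio 3.89, p = 0.00833, Fisher's exact test, two-sided). A longer run can hold both kinds of gene more easily, and run length was not accounted for.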

We also noted that 11/13 genes in the LM that were enriched for respiration belong to only four operons (*ccm*, *fdn*, *nar*, and *nir*). Because most cAMP-regulated genes belonged to HM (225/305), we checked if genes belonging to different functional categories behave differently. 

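The Hill genes of the 7 categories numbered 24 in transport, 19 in catabolism, 16 in respiration, 5 in anabolism, 4 in mixed acid fermentation, and 4 in stress response, with 0 in glycolysis. Over the 15 pairs of the 6 categories with Hill genes, the lowest adjusted p for *k* was 0.990 and for *n* 0.663, with 0 pairs at an unadjusted p under 0.05 for either (two-sided permutation or exact rank-sum tests). Median *k* lay between 0.765 mM cAMP in anabolism and 0.848 mM in stress response.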

We compared the *k*, *n*, and *E*_max_ of genes across these functional categories (Fig. 7) and found no difference in *k* or *n* of genes belonging to any category. However, genes involved in respiration showed significantly higher *E*_max_ than carbon catabolism genes (Wilcoxon rank-sum test, corrected *P *< 0.01).

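*E*_max_ had a median of 8.67-fold in the 16 respiration genes and 3.18-fold in the 19 catabolism genes (p = 0.00462, two-sided permutation test of the rank sum, adjusted p = 0.0693 over 15 pairs). In respiration it reached 32.7-fold, for *narK*. With the replicate block the medians differed by 2.16 (permutation p = 0.0903, 11 respiration genes). Genes of the same operon are not independent.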

**FIG 7:**
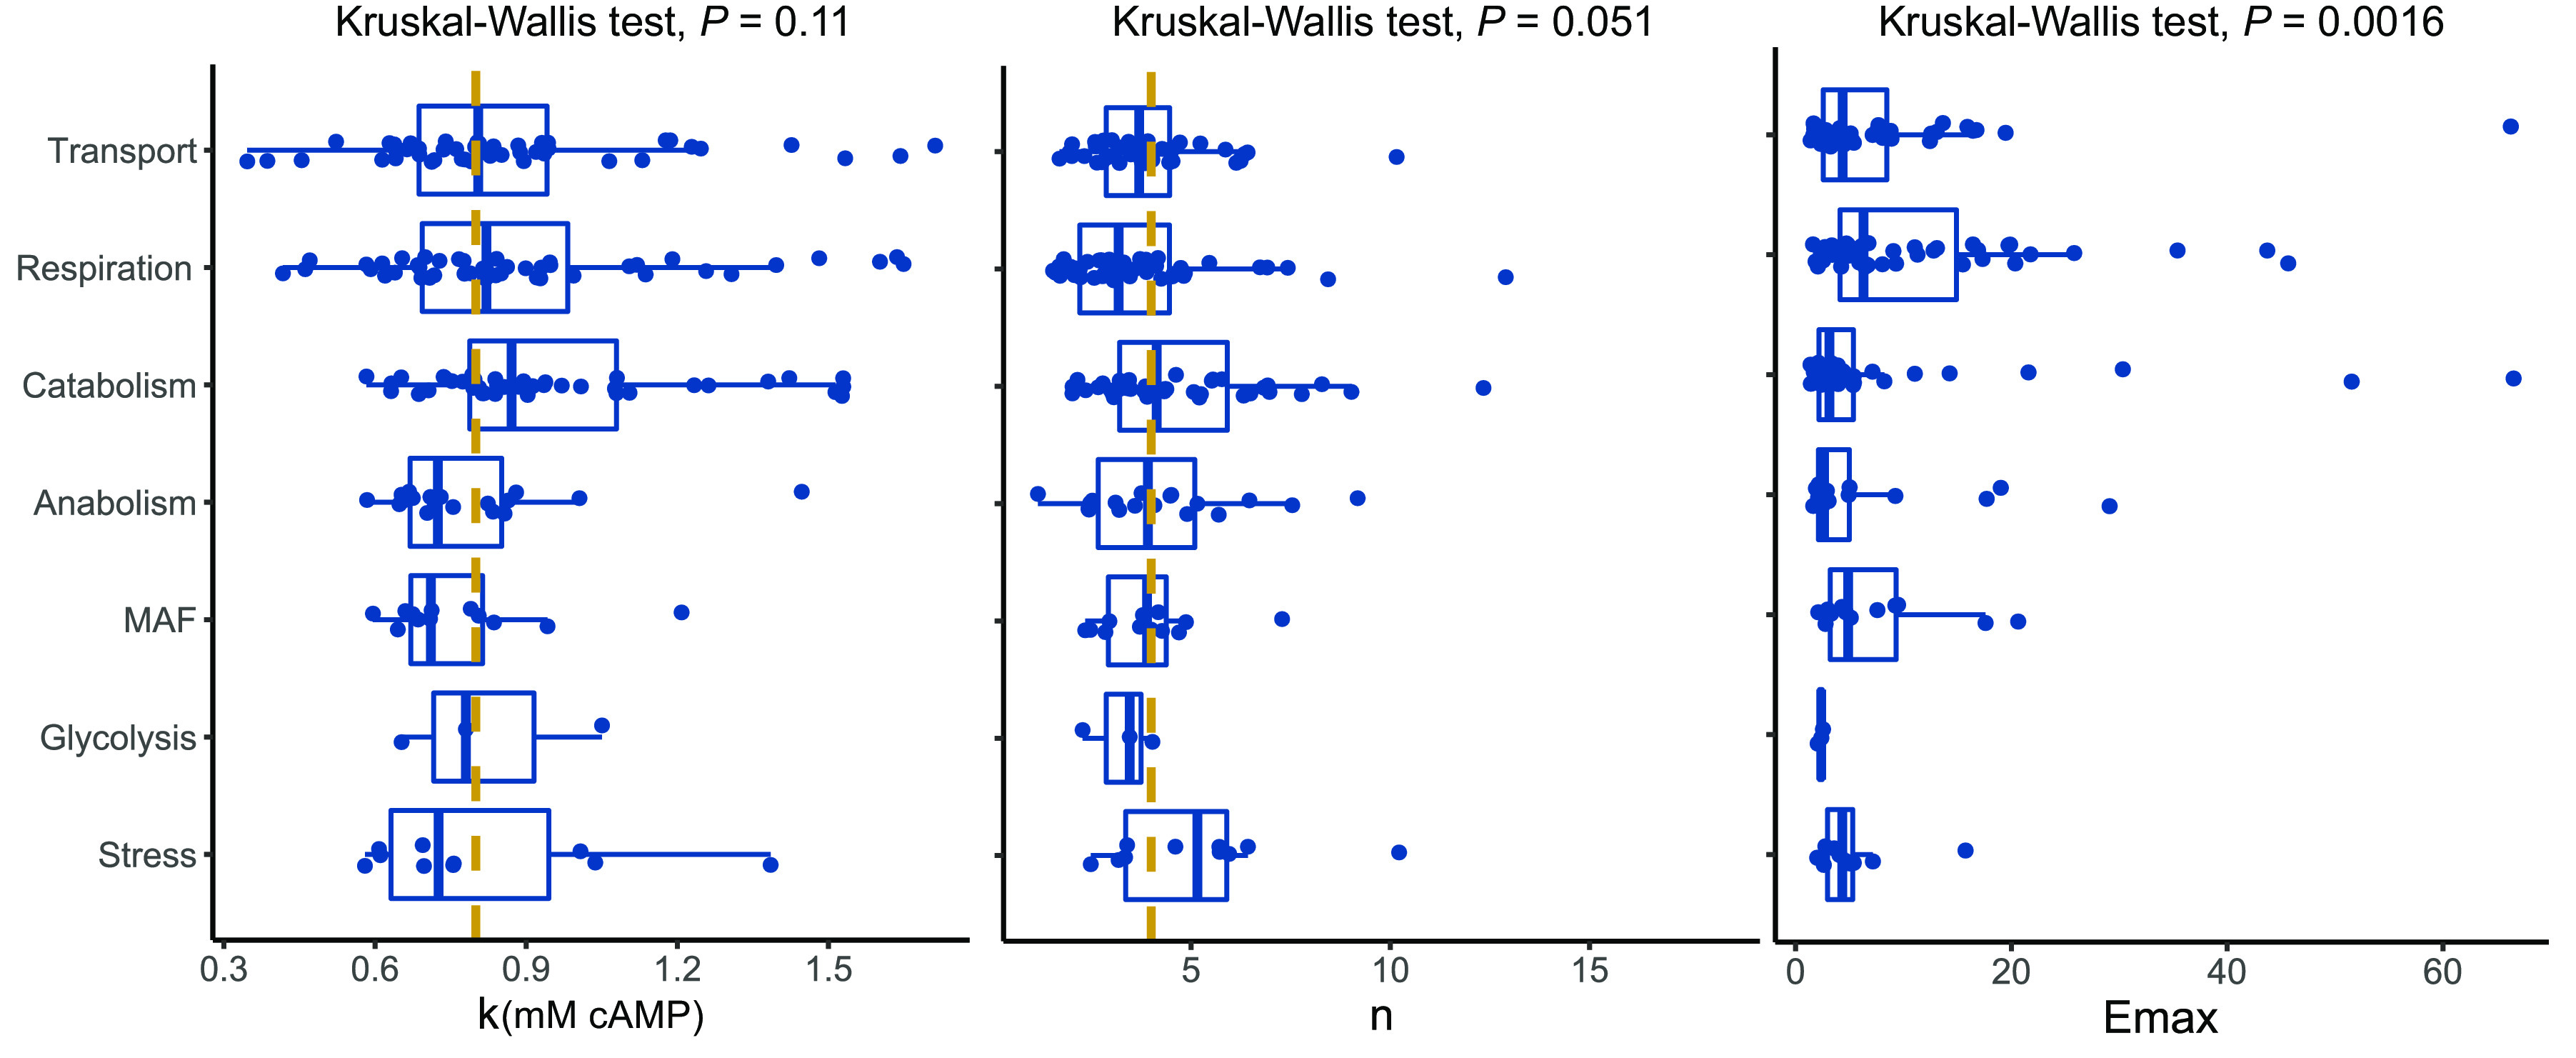
Distribution of *k*, *n*, and *E*_max_ for genes belonging to various functional categories. There are no significant differences in *k* and *n* across all metabolic pathways. *E*_max_ values of genes involved in respiration are significantly higher than those involved in catabolism and anabolism (Fisher’s test, adjusted *P *< 0.05). Dashed lines represent the median of the distributions.

10.1128/msystems.00900-22.9 FIG S9 (A and B) Counts of genes belonging to different functional categories. (A) All categories that Multifun/Ecocyc binned cAMP-regulated genes into. (B) Categories of interest in this study. (C and D) Scatterplot for *n* versus *k* and *E*_max_ versus *k* for carbohydrate genes. Different colors represent genes associated with catabolism (blue) or transport (yellow). (E and F) Scatterplot for *n* versus *k* and *E*_max_ and *k* for genes involved in respiration. Different colors/shapes represent the type of respiration (aerobic/anaerobic) and genes involved in forming the ETC complex in E. coli. Download FIG S9, PDF file, 0.3 MB. Copyright © 2022 Chakraborty et al. 2022 Chakraborty et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

Transport and catabolism mainly included genes involved in uptake and utilization of various carbon compounds and together accounted for 35% of the differentially expressed genes. Most genes in this category were involved in the uptake and breakdown of carbohydrates (67), glycerol (10), and amino acids (13). E. coli is able to catabolize a wide range of carbohydrates, such as simple and complex sugars, organic acids, and polyols. In line with this, we observed an upregulation of genes such as *fruBKA*, *malE*, *malK*, *lamB*, *galP*, *manXYZ*, *gatYZABCD*, *mtlAD*, *uxaB*, *uxaC*, *rbsDACBKR*, *malP*, and *malQ*. *k*, *n*, and *E*_max_ of carbohydrate genes spanned the entire biological range of cAMP (Fig. S9C and D). 

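Of the genes of this kind that the paper names, *gatY* had a log2 fold change of 6.16 in the wild-type strain (standard error 0.58, adjusted p = 5.13e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), *manX* 5.18, *rbsD* 5.03, and *rbsA* 4.67. The smallest were 1.06 for *rbsR* and 1.08 for *rbsK*. At 4 mM cAMP *gatY* had a log2 fold change of 4.86, *gatA* 4.18, *gatC* 3.91, *gatZ* 3.76, and *manX* 3.56. *fruB* and *fruK*, which overlap each other in the annotation, reached 0.65 and 0.74 at 4 mM cAMP against 2.19 and 2.03 in the wild-type strain. *galP* had an adjusted p of 0.0146 in the wild-type strain, *mtlD* of 0.0141, and *uxaC* of 0.0113, all with an unadjusted P value under 0.01. The replicates of *malE* in the wild-type strain lay at log2 fold changes of 4.10 and 0.99, the former over 2 counts at 0 mM cAMP.

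**Figure D3:**
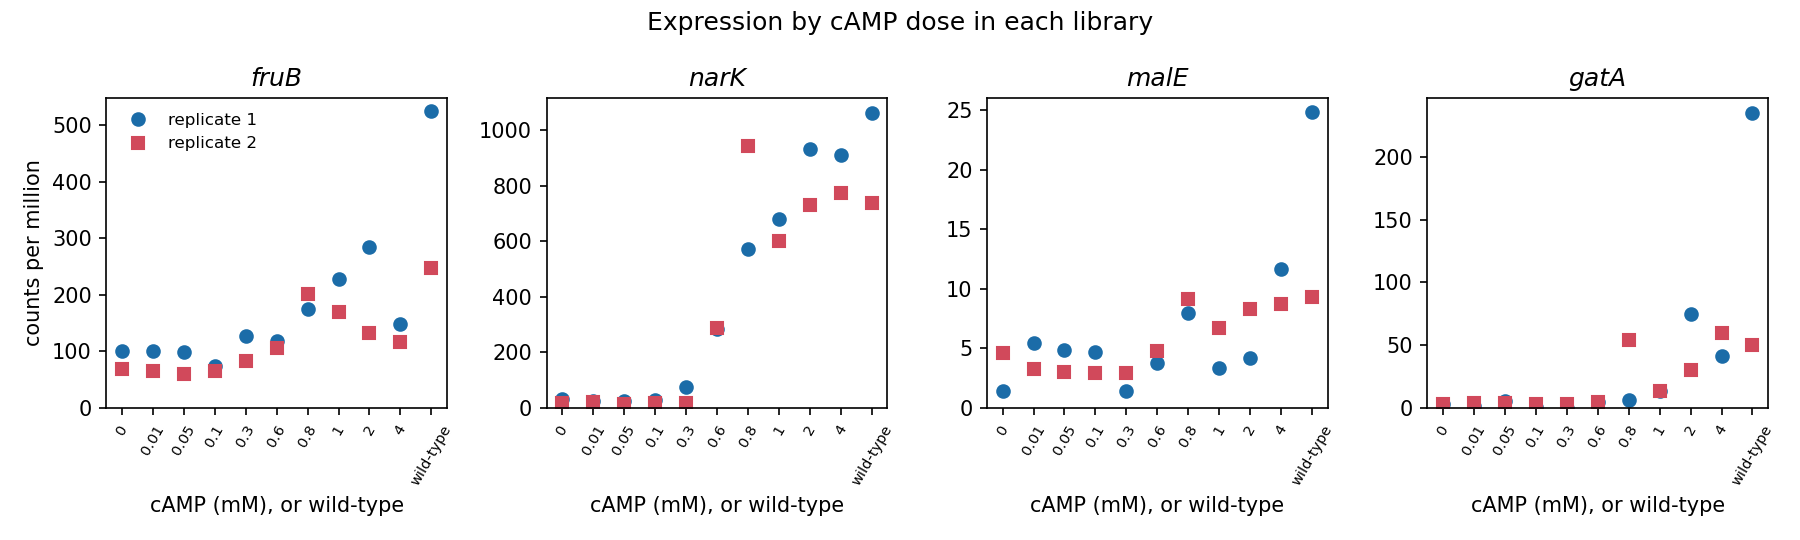
CPM (y-axis) of *fruB*, *narK*, *malE*, and *gatA* in each library at each cAMP dose in mM and in the wild-type strain (x-axis), by replicate number. The wild-type libraries of *gatA* and *malE* lie further apart in ratio than those of *narK*.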

Utilization of a carbohydrate involves both its uptake via transporters and breakdown by catabolic enzymes. Many specific and nonspecific transporters were activated by cAMP in LB. 

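Among the Hill genes, 12 belonged to carbohydrate catabolism and 10 to carbohydrate transport. Their median *n* was 5.37 and 4.44 (p = 0.225) and their median *k* 0.809 and 0.880 mM cAMP (p = 0.496, two-sided permutation tests of the rank sum). The medians of *n* differed by 1.66 (permutation p = 0.174) with the replicate block. Fits to log2 fold changes moved that difference most, to 2.38 (permutation p = 0.0444), and local regression, chosen after seeing the data, gave 1.96 (p = 0.00174).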

While the distributions of *k* and *E*_max_ for catabolic and transport genes do not differ significantly, genes encoding carbohydrate catabolism proteins show significantly higher *n* than genes involved in transport (Fig. 8A and B). This suggests that genes involved in catabolic roles may be under more complex control and behave in a more switch-like manner than genes encoding transporters which behave in a relatively more graded manner.

**FIG 8:**
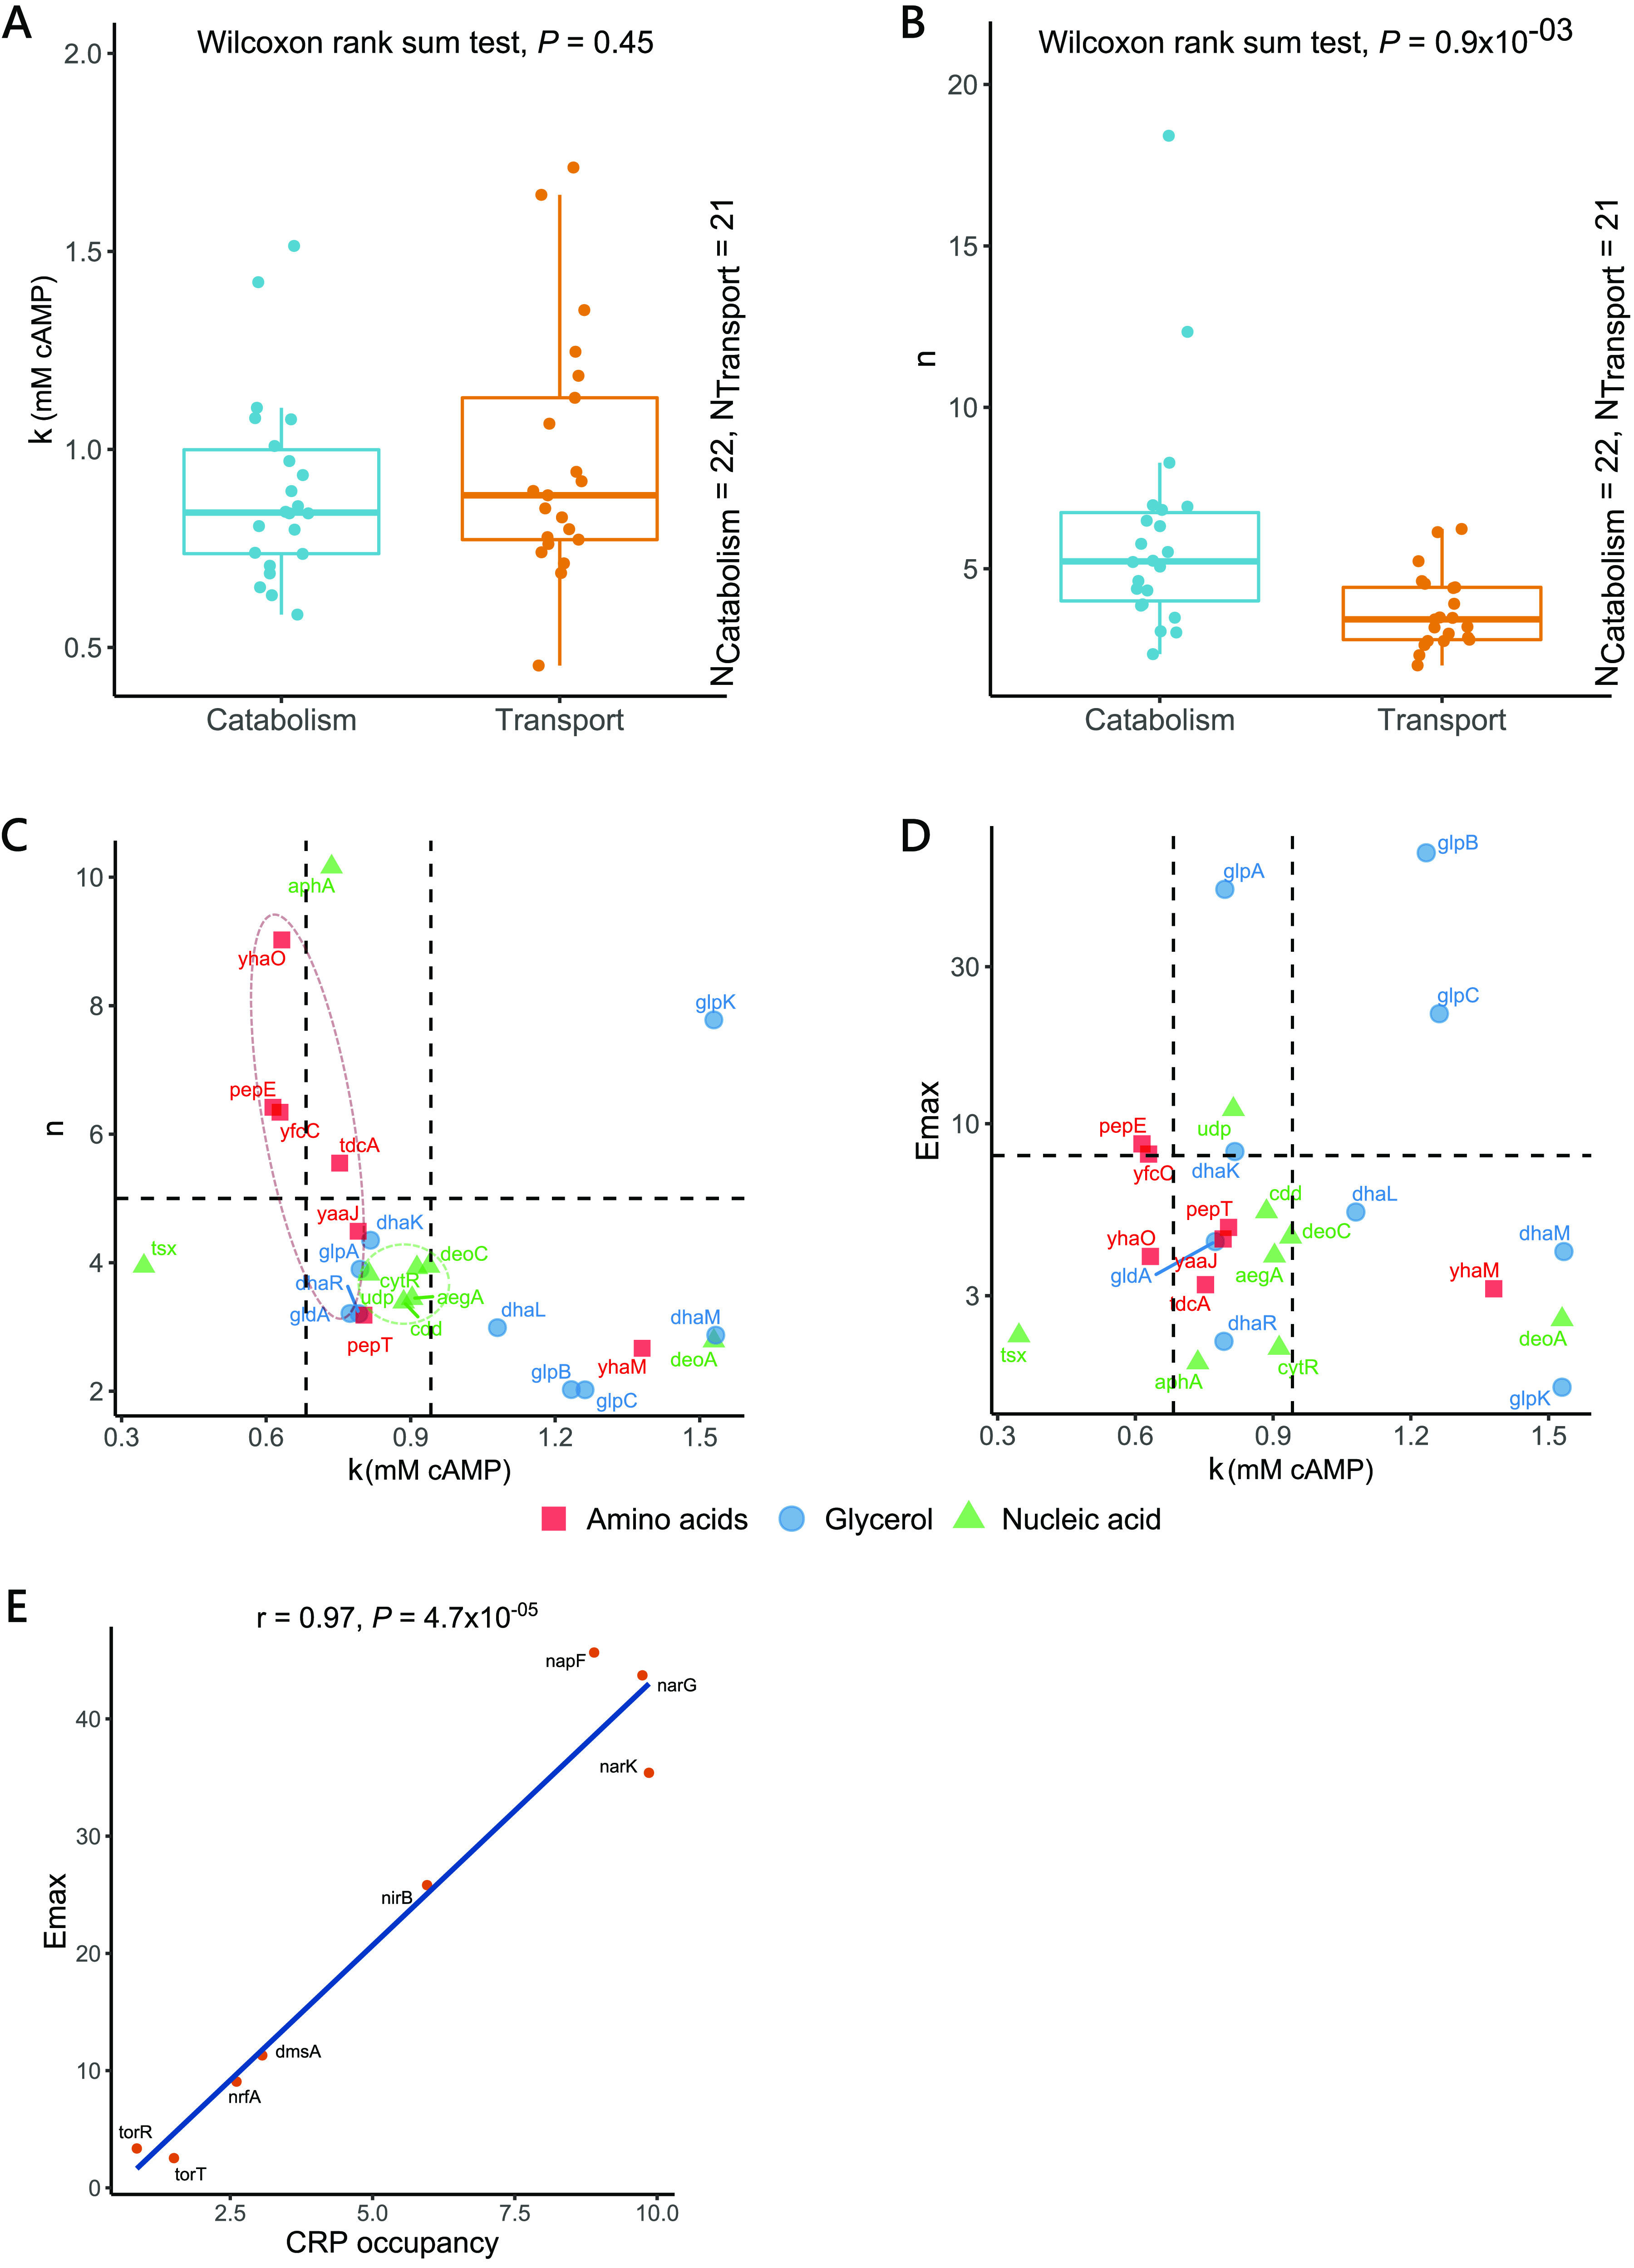
Comparison of *k*, *n*, and *E*_max_ across metabolic classes. (A and B) Distributions of *k* and *n* for carbohydrate catabolism (22) and transport (21) genes. Median of distribution of *n* for catabolic genes is higher than those of transporter genes. (C and D) Scatterplot showing the relationship between *n* and *k* (C) or *E*_max_ and *k* (D) for genes involved in catabolism of amino acids, glycerol, and nucleic acid. Dashed lines reflect the top quartile (Q3) for *n* and the IQR for *k*. Amino acid catabolism genes show higher *n* and lower *k* than genes encoding glycerol and nucleic acid catabolism. (E) Scatterplot showing the correlation between *E*_max_ and CRP occupancy for anaerobic respiration genes. *r* and *P* represent the Pearson correlation coefficient and the associated *P* value for the pair of variables.

E. coli can also utilize other molecules as a source of carbon. 

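In the wild-type strain, *sdaC* had a log2 fold change of 3.49 (standard error 0.25, adjusted p = 1.99e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), *tdcB* 3.73, *pepE* 3.61, *pepT* 2.48, and *tnaA* 1.31, the last with an adjusted p of 0.0463. At 4 mM cAMP *tdcB* reached 1.24 (adjusted p = 0.422, edgeR) and *sdaC* 2.72. *cdd*, *deoC*, and *deoA* had log2 fold changes of 3.42, 2.87, and 1.95 in the wild-type strain. Those of *glpA*, *glpB*, and *glpC*, which overlap in the annotation, were 6.10, 6.35, and 4.71, and *glpT* and *glpQ* had 5.07 and 1.44.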

We observed genes for uptake and utilization of small peptides and amino acids (*pepE*, *pepT*, *sdaC*, *tdcB*, and *tnaA*), nucleic acid derivatives such as cytidine and uridine (*cdd*, *deoA*, and *deoC*), and glycerol and phospholipids (*glpABC* and *glpQT*) to express after addition of cAMP. For this study, we considered values of *n *greater than 5 to be high, values of *n* between 3 and 5 to be moderate, and values of *n *less than 3 to be low. For *k*, we considered values of *k *less than 0.68 mM cAMP to be low, between 0.68 and 0.94 mM cAMP to be moderate, and greater than 0.94 mM cAMP to be high. 

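Of 7 amino acid catabolism genes in Table S1, 1 followed the Hill model here, with a *k* of 0.731 mM cAMP and an *n* of 7.26. The 4 nucleic acid catabolism genes that did had a median *k* of 0.840 mM and a median *n* of 4.25.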

We found that most amino acid catabolism genes had low *k* and high *n*, followed by nucleic acid genes that showed moderate values for both *k* and *n*, close to the population median. Glycerol and lipid catabolism genes showed moderate to high values of *k* with moderate to low values of *n* (Fig. 8C and D). This meant that expression of amino acid genes activated at low cAMP concentrations in a switch-like manner, unlike nucleic acid and glycerol catabolism genes whose response increased in a relatively graded fashion in response to cAMP changes in the cell.

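Of 8 glycerol catabolism genes 2 followed the Hill model here, with a median *k* of 0.768 mM cAMP and a median *n* of 5.39. Of 3 lipid catabolism genes 1 did, *glpT*, with a *k* of 1.15 mM and an *n* of 2.62.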

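*pfkA* had a log2 fold change of 1.56 (standard error 0.31, adjusted p = 0.00133 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) in the wild-type strain and 1.36 at 4 mM cAMP. *pykA* had 1.49 and 1.23. For *gpmA* the log2 fold change was -0.06 in the wild-type strain (standard error 0.65, adjusted p = 0.974, edgeR) and -0.53 at 4 mM cAMP.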

Genes of upper glycolysis (*pfkA*, *pykA*, and *gpmA*) showed an upregulation in response to cAMP. 

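*pflB* had a log2 fold change of 3.15 (standard error 0.42, adjusted p = 3.19e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) in the wild-type strain and 2.28 at 4 mM cAMP. In the same 2 states *ackA* had 2.37 and 1.48, *adhE* 2.28 and 2.35, and *pta* 2.11 and 1.45.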

We also found MAF genes (*pflB*, *adhE*, *pta*, and *ackA*) to be upregulated in response to cAMP. It is not uncommon for E. coli to opt for such overflow metabolism during rapid phases of growth (73, 74). 

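Of the named genes, *ackA*, *pta*, and *adhE* followed the Hill model here, with *k* of 0.671, 0.787, and 0.906 mM cAMP and *n* of 6.44, 4.42, and 2.51. *pflB* and *pfkA* met the criteria of no model, as did *pykA*.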

Expression of MAF and glycolytic genes was limited to low and mid ranges of *k* and moderate values of *n*, close to the population median.

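Over the 59 respiration genes of Table S1, 16 followed the Hill model and 16 the linear model. The 35 anaerobic respiration genes had a median log2 fold change of 3.20 at 2 mM cAMP and 3.43 at 4 mM cAMP, against 3.78 in the wild-type strain. The 5 genes of the electron transport chain stood at 1.41, 1.94, and 1.71 in the same 3 states.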

We observed an upregulation of respiration genes as well on addition of cAMP. The respiration genes exhibited a significantly higher *E*_max_ than catabolic genes. Genes involved in respiration spanned the whole range of *k* and *n* and showed very high expression (*E*_max_) in response to cAMP. 

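Within the 16 respiration genes following the Hill model here, *k* ran from 0.630 mM cAMP for *narK* to 1.37 mM for *napH*. *n* was 12.7 for *narK* and 1.82 for *napH*. Both genes overlap others in the annotation.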

Respiration consisted of genes involved in both aerobic and anaerobic respiration and the electron transport chain (ETC) (Fig. S9E and F). Very few aerobic respiration (*cydA* and *ccmA*) and ETC (*ndh*) genes were differentially expressed in LB in response to cAMP. 

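*cydA* had a log2 fold change of 2.48 in the wild-type strain (standard error 0.32, adjusted p = 1.91e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *ccmA*, which overlaps *ccmB* in the annotation, had 2.33 (adjusted p = 4.2e-04), and *ndh* 1.37 (adjusted p = 0.00458).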

In E. coli, *cydA* and *ccmA* encode cytochromes. These genes responded to low cAMP concentrations in a switch-like manner and achieved moderate values of *E*_max_, with an ~5-fold change. 

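The Hill fit converged for neither *cydA* nor *ccmA* here, so the Hill model was not compared for them. Both followed the nonsaturating model, with log2 fold changes of 2.15 and 1.95 at 0.8 mM cAMP and 2.46 and 2.28 at 4 mM cAMP. *ndh* met the criteria of no model, with 0.66 and 0.83.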

Few anaerobic respiration genes on the other hand exhibited very high *E*_max_ and spanned across the range of *n* and *k*. These sets of genes included *narGHJI*, *napFDAGHBC*, and *dmsBC*. 

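At 4 mM cAMP the log2 fold change was 5.40 for *napF* (standard error 0.41, adjusted p = 9.53e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 5.31 for *narG*, 4.73 for *narH*, and 4.46 for *napA*. It was 3.55 for *dmsB*, 2.86 for *dmsC*, and 3.07 for *narI*. *napD* had at most 3 counts in a 0 mM cAMP library and was at least 16.7-fold higher at 4 mM cAMP and at least 20.6-fold higher in the wild-type strain. Of these, *napF*, *napA*, *napD*, *narG*, *narH*, and *narI* overlap other genes in the annotation, so their counts are uncertain.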

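Of the 8 anaerobic respiration genes of Fig. 8E, *torT*, *dmsA*, and *narK* followed the Hill model here, with *E*_max_ of 2.51-fold, 10.7-fold, and 32.7-fold, and CRP occupancy of 1.51, 3.06, and 9.86. With 3 genes no correlation of *E*_max_ was computed. The fold change at 4 mM cAMP of the 8 genes, used in its place after the fits were seen, had a Pearson coefficient of 0.981 with CRP occupancy across genes (exact permutation test, two-sided, p = 5.7e-04).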

We checked the occupancy of CRP at these promoters and found a strong correlation between *E*_max_ and CRP occupancy of these genes (Pearson correlation, *r* = 0.89, *P *= 1 × 10^−6^; Fig. 8E). This could explain why genes related to anaerobic respiration express at such high *E*_max_ despite the cells growing under aerobic conditions.

## DISCUSSION

In this paper we showed the use of phenomenological models like the Hill’s model as a tool to gain insights about the cAMP regulatory network. For this study, we generated genome-wide gene expression profiles of E. coli as it responds to 10 different concentrations of cAMP. Our data revealed that the response of gene expression to cAMP can be nonmonotonic, sigmoid, or linear or have more complicated responses that are intermediate superpositions of these simple shapes, thus making the space of possible trends to be populated continuously and without distinct clusters. To increase the interpretability of such a data set, we summarized the response of individual genes using phenomenological models that best capture the behavior of their responses. Further, we explored the use of phenomenological constants obtained from the models to understand properties of the cAMP regulatory network. A majority (74%) of the cAMP-regulated genes followed a sigmoid-shaped curve, which could successfully be described by the Hill’s model.

Our data suggested that promoters and intracellular cAMP concentrations in the cAMP regulatory network may be tuned, resulting in optimum gene expression. Most of cAMP-regulated genes showed switch-like behavior, with the midpoints of their dynamic range centered around the wild-type concentrations of cAMP (0.72 mM cAMP), resulting in a rapid burst of gene expression necessary to reach wild-type growth rates in LB as soon as the wild-type concentration is reached. Even after adding concentrations of cAMP much greater (2 to 4 times) than those found in wild-type cells in LB, the excess cAMP was not able to induce non-LB-specific genes. Combinatorial control of environmental and transcription factors for gene expression is well known. As cAMP concentrations increase, the cell concurrently unlocks and primes increasing numbers of metabolic modules. However, environmental signals and metabolic feedback tightly control which of these primed modules will actually be expressed in a condition-specific manner (17, 19, 21, 27, 28, 75, 76).

Expression of cAMP-regulated genes differed largely in their *E*_max_ compared to *k*. We found that CRP occupancy explained the variation in *E*_max_ to a small but significant degree but showed no correlation to *k*. However, we found gene expression to be independent of the RNAP occupancy at gene promoters. Together these observations imply that (i) a high-affinity CRP promoter need not ensure transcriptional activation at low concentrations of cAMP, but instead, it is more likely to control the magnitude of a gene’s response to cAMP concentrations, and (ii) promoter properties other than RNAP and CRP binding alone play a role in determining the levels of gene expression in response to cAMP. Predictive models for transcriptional regulation as well as some experimental data have shown the contributions of factors such as RNAP-CRP synergy, promoter escape rates, gene dosage, and the presence of secondary coactivators in determining the *E*_max_ (66–68, 75, 77).

It is well known that feedforward and feedback loops are pervasive in the E. coli transcriptional network (49, 62, 78). The presence of high values of *n* for cAMP-regulated genes confirmed that. The cAMP regulon showed a lack of genes that respond in a highly switch-like manner (*n*) at high concentrations of cAMP (*k*). This trend remained consistent across both direct and indirect genes (Fig. S6D). Based on our null model of a linear regulatory circuit, we expected *n* and *k* of indirect genes to have greater nonlinearity and higher variation in their dynamic range. However, the observed data showed no differences in the distribution of either *k* or *n* across these sets of genes. We suspect that a combination of short length subnetworks with extensive feedforward and feedback loops feeding into higher nodes could be the reason leading to higher variation in distributions of *k* and *n*. These expectations are based on the fact that a large fraction of cAMP-regulated genes are involved in carbon catabolism, which have previously been shown to have short transcriptional circuits with multiple feed-forward loops (78–80).

In the final section of the paper, we studied how *k*, *n*, and *E*_max_ are tuned for various metabolic pathways in E. coli growing in LB. The most enriched class of genes was carbon catabolism and transport. *k*, *n*, and *E*_max_ for carbohydrate catabolism and transport genes spanned across the whole measured range. Because genes involved in uptake of different carbohydrates are made up of independent modules, these genes show a broader variation in their *n* and *k*. Contrary to carbohydrates, genes involved in amino acid, nucleic acid, and glycerol degradation, which included genes participating in a single pathway, showed more clustered distributions for *n* and *k* (78, 80). However, the numbers of participating genes were too few to do any statistical analysis on these trends.

We understand that phenomenological models do not have predictive powers and can at best be used as a descriptive tool. Despite the large range of cAMP used in this study, predictions of parameters such as *n* and *b0* remained relatively poor owing to lack of resolution at transition points and errors induced by small measures. While it is important to understand the response of genes at a physiological level, this method allowed us to study the response of genes only relative to cAMP and shed very little light on the intricate deeper levels of regulation between individual players in the regulatory circuit. Another caveat is that our study is blind to the composition of ingredients in LB. Thus, for genes that have two or more input functions (inducible genes), this approach quantitates only the physiological *k*, *n*, and *E*_max_. This makes the values of these phenomenological constants limited to one condition. However, with the advent of less expensive, faster, and deeper RNA-seq technologies, such studies can be extended to other carbon sources in a controlled environment.

We find phenomenological models useful to quantitatively describe dose-response curves for transcription factors at a global level. This method also circumvents the problems and limitations posed by conventional clustering techniques. Further, the interpretations of the Hill’s parameters can be extended to global regulatory networks to understand its topology. We hope this kind of an approach can provide essential raw material required to ask broader mechanistic questions about transcriptional regulation in bacteria.

## MATERIALS AND METHODS

### Growth conditions and intracellular cAMP measurements.

Escherichia coli K-12 MG1655 was used as the wild-type strain for this study. The Δ*cyaA* strain was obtained from A. Mogre (36). The E. coli mutant was constructed by deleting the *cyaA* gene from the wild-type strain using methods described by Datsenko and Wanner (81). Cells were grown in either Luria-Bertani broth (LB; Hi-Media, M575-500) or M9 minimal medium with 0.4% sugars. M9 salts (12.8 g/L Na_2_HPO_4_•7H_2_O, 3 g/L KH_2_PO_4_, 0.5 g/L NaCl, and 1 g/L NH_4_Cl) were supplemented with 2 mM MgSO_4_, CaCl_2_, 1 mM thiamine, 0.2% casamino acids, and 0.4% (wt/vol) carbon source (lactose or sorbitol-ribose mixture).

To study the effects of various cAMP concentrations on growth kinetics and the transcriptome of Δ*cyaA* E. coli cells, cAMP sodium salt (adenosine 3′,5′-cyclic monophosphate sodium salt monohydrate; Sigma-Aldrich, A6885) was added to the growth medium, obtaining 10 different final concentrations ranging from 0 mM to 4 mM (22). Wild-type E. coli cells were used as the control in this experiment. Overnight-grown cultures were inoculated at a 1:100 dilution in 50-mL flasks containing 15 mL of fresh medium with various amounts of cAMP. Cultures were grown at 37°C at 180 rpm. OD measurements were taken at 600 nm every 30 min for the first 4 h and every 1 h after that. Maximum growth rate (*μ*_max_) of a population was calculated using the growthcurveR package in R (82). The time the bacterial culture took to reach its *μ*_max_ was considered to be the “lag time.”

Intracellular cAMP concentrations corresponding to the extracellular cAMP were measured using cAMP enzyme-linked immunosorbent assay (ELISA) kits provided by Cayman Chemicals. Δ*cyaA* cells were grown in different cAMP concentrations ranging from 0.01 mM to 2 mM, and cells were harvested when the wild-type population growth reached their *μ*_max_. Harvested cells were washed using 1× phosphate-buffered saline (PBS; 8 g/L NaCl, 0.2 g/L KCl, 1.44 g/L Na_2_HPO_4_, and 0.24 g/L KH_2_PO_4_, pH 7.4) to remove any remaining medium and cAMP. Cells were resuspended in 1× PBS and boiled at 95°C for 10 min. Cell debris was removed by centrifugation at >10,000 rpm (36). The supernatant was analyzed using the protocol provided by the cAMP ELISA kits. We found that intracellular cAMP increases linearly with addition of extracellular cAMP (Fig. S1G in the supplemental material). As a control, intracellular cAMP concentrations of wild-type and Δ*cyaA* mutants were also measured (Fig. S1B).

### DNA isolation and sequencing.

Genetic backgrounds of wild-type and Δ*cyaA*-mutant cells were confirmed by whole-genome sequencing. Overnight-grown cultures were used to inoculate 50 mL of fresh LB medium to make a final dilution of 1:100. Cells were grown at 180 rpm at 37°C and harvested at their *μ*_max_. Genomic DNA was isolated using a GenElute bacterial genomic DNA kit (NA2120-1KT, Sigma-Aldrich) using the manufacturer’s protocol. Library preparation was done using Truseq Nano DNA library preparation kits followed by paired-end (2 × 100) sequencing using Illumina HiSeq 2500 platform. Genome sequences were analyzed for single-nucleotide polymorphisms (SNPs) and insertions/deletions (indels) using the breseq software and protocol described by the Barrick lab (83). Apart from the expected loss of the *cyaA* gene in the Δ*cyaA* mutant, we found a 1,063-bp deletion at position 1977440 in the *flhC* gene of the *flhDC* operon. This deletion is absent in the wild-type strain. This operon is a known target of the cAMP-CRP signaling system. RNA-sequencing results show that the *flhDC* operon and downstream gene *fliA* encoding σ^F^ fail to respond to high doses of extracellular cAMP, resulting in shutting down of flagellar-, motility-, chemotaxis-, and biofilm-related genes in the Δ*cyaA* mutant (84, 85).

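In the wild-type strain *fliA* had a log2 fold change of 7.37 (standard error 0.51, adjusted p = 1.33e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and *flhC* of 5.98 over the Δ*cyaA* mutant. At 4 mM cAMP *fliA* stood at -0.79 (adjusted p = 0.541) and *flhC* at -0.86 (adjusted p = 0.707, edgeR). *flhD* had at most 1 count in a 0 mM cAMP library and 0 counts in both libraries at 4 mM cAMP, against 338 and 537 in the wild-type libraries.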

### RNA sequencing and differential expression analysis.

Δ*cyaA* cells grown in LB with different cAMP concentrations were harvested when the wild-type population reached *μ*_max_. Two replicates for each sample were processed. Total RNA was isolated using the TRIzol-chloroform extraction method followed by DNase treatment. The 16S and 23S rRNA were depleted using Ambion MICROBExpress bacterial mRNA enrichment kits (AM1905), and the RNA quality was checked using a Bioanalyzer (Agilent) followed by Qubit quantification. Libraries for each sample were prepared using the New England Biolabs (NEB) NextUltra directional RNA library prep kit followed by single-end sequencing using the Illumina HiSeq 2500 platform.

All annotation and sequence files were obtained from NCBI. E. coli *K*-12 MG1655 (NC_000913.2) was used as the reference genome for RNA sequence analysis. Sequencing reads were aligned and mapped to the reference genome using the Burrows-Wheeler aligner (BWA) algorithm. SAMtools (v1.2), and BEDtools (v2.25.0) were used to determine read counts per gene. Normalization and differential gene expression analysis across samples was done using the EdgeR package (3.28.1) in R as described by Chen et al. (86).

For any pairwise comparison, differentially expressed genes were defined as the set of genes showing a log_2_ (Fold Change) of ±1 and a *P *value of <0.01. Genes differentially expressed between the wild-type strain and the Δ*cyaA* mutant were considered to be cAMP responsive. The effect of any cAMP concentration on a particular gene was quantified as the fold change a gene experienced at that cAMP concentration compared to the 0 mM cAMP Δ*cyaA* state. Since log scale is nonlinear and will affect the shape and magnitude of individual trends, all log_2_ (Fold Change) values produced by EdgeR were converted to fold change before further analysis.

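Of the 371 genes higher in the wild-type strain than in the Δ*cyaA* mutant, 66 were not among the 305 genes of Table S1, and 60 of these were also lower at 4 mM cAMP than in the wild-type strain. *flgB* had 0 counts in both libraries at 4 mM cAMP, and *fliF* between 5 and 11.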

We find that genes encoding proteins involved in flagella, chemotaxis, and biofilm formation, which are under the control of *flhDC* and σ^F^, do not respond to even high concentrations of extracellular cAMP. For this study, we have removed them from the set of cAMP-responsive genes (Fig. S2A).

### Chromatin immunoprecipitation sequencing (ChIP-seq) for CRP.

The ChIP method was adapted from a previous study with few changes (59). Cells were grown aerobically at 37°C to the early exponential phase (~OD of 0.2). Formaldehyde was added at a final concentration of 1% and incubated for 20 min at 37°C. Glycine was added to quench the cross-linking at a final concentration of 0.5 M, and cells were incubated for 5 min. Cells were then harvested and washed three times with cold 1× Tris-buffered saline (TBS) and resuspended in 1 mL of lysis buffer (10 mM Tris [pH 8.0], 20% sucrose, 50 mM NaCl, 10 mM EDTA, 20 mg/mL lysozyme, and 0.1 mg/mL RNase A) and incubated at 37°C for 30 min. After the incubation, 3 mL of immunoprecipitation buffer (IP buffer; 50 mM HEPES-KOH [pH 7.5], 150 mM NaCl, 1 mM EDTA, 1% Triton X-100, 0.1% sodium deoxycholate, 0.1% sodium dodecyl sulfate [SDS], and phenylmethylsulfonyl fluoride [PMSF; final concentration of 1 mM]) was added. Cells were then sheared in a Bioruptor (Diagenode) with 33 cycles (25 s on/24 s off). Cellular debris was removed by centrifugation at 4°C, and the supernatant was split into aliquots for ChIP and input samples. Each aliquot was incubated with 1× TBS pre-washed 20 μL of protein A/G ultra-link resin beads on a rotary shaker for 45 min at room temperature. Samples were then centrifuged, and the supernatant was incubated with flag mouse monoclonal antibody (IP; Sigma-Aldrich) and no antibody (mock IP) for 60 min at room temperature. Meanwhile, 40 μL of A/G ultralink resin beads (Thermo Fisher Scientific) per sample was blocked in 1 mg/mL bovine serum albumin (BSA). After 1 h of incubation, 40 μL of blocked A/G ultralink resin beads was added to all samples and incubated for 90 min at room temperature. Beads were then collected after centrifugation in SpinX-Costar tubes. After collection, beads were then washed successively in IP buffer, twice with high-salt IP buffer (IP buffer + 500 mM NaCl), once with wash buffer (10 mM Tris [pH 8.0], 250 mM LiCl, 1 mM EDTA, 0.5% Nonidet P-40, and 0.5% sodium deoxycholate), and once with Tris-EDTA, pH 7.5 (TE). All samples were washed rotating the tubes in a rotary shaker for 3 min and centrifuging at 3,500 rpm for 2 min. Immunoprecipitated complexes were eluted in 100 μL of elution buffer (10 mM Tris [pH 7.5], 10 mM EDTA, and 1% SDS) at 65°C for 20 min. After elution, the sample along with the input was reverse cross-linked in 0.5× elution buffer + 0.8 mg/mL Pronase (Sigma-Aldrich) at 42°C for 2 h followed by 65°C for 6 h. DNA was then purified using a MinElute PCR purification kit (Qiagen). After ChIP experiments, 5 ng of DNA from antibody-treated samples and input was taken to prepare libraries using an Illumina TruSeq DNA preparation kit. All the steps were performed using manufacturer’s instructions, followed by paired-end sequencing. The paired-end reads after adaptor trimming were aligned to the E. coli reference genome (NC_000913.2) using BWA. Reads per base were calculated using SAMtools (87).

### Estimating CRP and RNAP occupancy at gene promoters.

*In vivo* CRP and RNAP occupancy was calculated from CRP and RNAP ChIP-seq experiments performed in E. coli cells at an exponential phase in LB. The occupancy at any genomic region was considered to be proportional to the intensity of the ChIP signal at that base pair. Occupancy, in turn, is used as a proxy for the affinity of CRP and RNAP for that region.

To calculate occupancy at specific genomic regions from ChIP-seq data, reads per base pair were obtained. It was ensured that the reference genome used for alignment in ChIP studies corresponded to the one used for RNA-sequencing experiments (NC_000913.2). For both data sets, reads per base were internally normalized by dividing the frequency at each base by the mode of the distribution, and the signal at each base was calculated as the ratio of the test signal to that of the internal control. Spurious peaks were removed by smoothing the data using a local regression method. The maximum frequency recorded within a given region was considered the occupancy for that region. A region of −200 to +50 bp flanking the start site of the gene was considered the CRP- or RNAP-binding region. For genes that are part of operons, the occupancy score for only the first gene was considered for all analyses.

CRP affects gene expression by recruitment of RNAP at the promoter. Despite being from two different studies, a significant correlation between CRP and RNAP occupancy (Pearson correlation coefficient, *r* = 0.36, *P *= 7.7 × 10^−6^; Fig. S8E) was observed, showing that the data sets are internally consistent.

### Model fitting and estimation of parameters.

All dose-response curves were calculated as the fold change of a gene at a given cAMP concentration compared to the Δ*cyaA* mutant. All analysis was done using custom scripts in R. All curves were fit to different models using the nls function from the R stats package.

**(i) Model definition.** A gene is expressed when the cAMP-CRP active complex binds to the promoter of a gene. Based on the underlying regulatory mechanisms, gene expression versus cAMP concentration response curves may follow one of the following trends: no response, linear/nonsaturating, or sigmoid. We checked the fit of each gene to these three models.

### Hill’s model (HM).

Nonlinear relationships, especially sigmoidal ones, are common in transcriptional control of gene expression by activators and inhibitors (60). Gene expression following a sigmoidal response curve can be captured well using phenomenological models like the four-parameter Hill’s model, defined by *b0*, *n*, *k*, and *E*_max_ (Fig. 4A). Hill’s model can be derived by considering the equilibrium binding of a transcription factor to its promoter (51, 53, 57, 88, 89). We held the following assumptions while applying the Hill’s model to our data: (i) the extracellular cAMP immediately equilibrates with the intracellular cAMP, (ii) the active cAMP-CRP complex is proportional to extracellular cAMP, and (iii) RNAP is a not a limiting factor for transcription (90). For an activator, such as the cAMP-CRP complex, the Hill’s curve can be written as

(1) $$\text{Expression}[\text{cAMP}]=b0\;+\;(E_{\text{max}}\;-\;b0)\cdot {\left[\text{cAMP}\right]}^{n}/(k^{n}\;+\;{\left[\text{cAMP}\right]}^{n})$$

The biological relevance of the phenomenological constants is well hashed out in the field (50, 56). We extend these definitions to a network:

(i) *b0* is the baseline expression of a gene in the cell when cAMP is absent in the system. Biologically, this can be interpreted as the leaky expression of the system and depends on how tightly repressed a gene is. In our study, *b0* is ~1 fold change.
(ii) *E*_max_ represents the expression level when the concentration of the cAMP-CRP complex has far exceeded its binding sites, and transcription is no longer limited by the concentration of intracellular cAMP. Physically, it is affected by intrinsic promoter properties, such as RNA polymerase (RNAP) binding strength to the promoter, the interaction of cAMP-CRP or other NAPs binding at the promoter, interaction between the cAMP-CRP complex and RNAP, effects of gene dosage, and promoter escape rates on levels of transcription (66, 67, 77, 91). Biologically, *E*_max_ tells us the maximum sensitivity of a gene in response to cAMP. *E*_max_ is measured in terms of fold change compared to the Δ*cyaA* mutant and ranges from 1 to infinity.
(iii) *k* represents the cAMP concentration at which half the saturating expression has been achieved. Biologically, it is the midpoint of the dynamic range of the gene. For switch-like genes, it reflects the cAMP concentration at which the gene starts expressing. Physically, for genes that are regulated by the direct binding of the cAMP-CRP complex to their promoters, *k* reflects the affinity of the complex to the promoter. For genes that are under indirect regulation of cAMP, *k* reflects the composite effects of all *k* values in the network (57).
(iv) *n* determines the extent of graded versus switch-type response the gene has upon activation. For a single promoter-cAMP-CRP complex pair, this reflects the cooperative behavior of the transcription factor. It implies, either enhanced binding or decreased unbinding of the transcription factor as a function of cAMP concentration. For gene regulatory networks, *n* indicates the presence of positive feedback and multistep feedforward loops (60, 61, 89). The steeper the response curve, the higher the *n*.

### Linear/nonsaturating model (LM).

Genes whose saturating concentrations are well beyond the cAMP concentrations administered in our study will fail to show saturation under our cAMP regimen. The Hill’s equation from the previous section can be modified to a nonsaturating model:

for *k* ≫ [cAMP],

$$\text{Expression}\left[\text{cAMP}\right]=b0\;+\;(E_{\text{max}}\;-\;b0)\cdot {\left[\text{cAMP}\right]}^{n}/k^{n}.$$

Since (*E*_max_ − *b0*)/*k^n^* will be a constant for each given curve, the above equation can be reduced to

(2) $$\text{Expression}\left[\text{cAMP}\right]=b0\;+\;m\cdot {\left[\text{cAMP}\right]}^{n}.$$

A linear relationship between gene expression and cAMP concentration is a special case of equation 2 where *n *= 1. This can mathematically be represented by

(3) Expression[cAMP]=b0+m·[cAMP],

where *m* is the slope of the line, and *b0* is the basal expression of the gene.

### Nonresponsive model (NR).

The null model for gene expression response to cAMP is given by a no expression model.

For [cAMP] = 0

(4) Expression[cAMP]=b0.

**(ii) Goodness of fit measurements.** The best fit for each model was estimated using methods that minimize the sum of squared estimate of errors (SSE), where the SSE is defined by

$$\text{SSE}=\overset{N}{\underset{i=1}{\sum }}{\left(y_{i}\;-\;f(x_{i})\right)}^{2},$$

where for *N* number of observations, *y_i_* is the *i*^th^ value of the variable to be predicted, *x_i_* is the *i*^th^ value of the explanatory variable, and *f*(*x_i_*) is the predicted value of *y_i_*.

A model with lower estimates of SSE was considered to be the better fit. SSE is a meaningful measure when comparing competing models. However, it does not reflect on how well the fitted model explains the observed data. For a linear regression, the Pearson’s *R*^2^ coefficient of determination gives a statistical measure of how well the regression predictions explain the observed data. *R*^2^ is measured as

$$R^{2}=1\;-\;\frac{\text{SSE}}{\text{TSS}},$$

where TSS is the total sum of squares and is given by

$$\text{TSS}=\overset{N}{\underset{i=1}{\sum }}{\left(y_{i}\;-\;\bar{y}\right)}^{2},$$

where *y_i_* is the *i*^th^ value in the sample, and $\bar{y}$ is the mean of the sample.

However, *R*^2^ is not calculated for nonlinear curve fits and has been shown to give inconsistent results. Here, we try to define a similar metric for the nonlinear regression model. To do so, we calculated a linear regression between the values predicted using the fitted function and the observed expression data for each cAMP concentration. The Pearson *R*^2^ value obtained (*R*^2^_NLfit_) quantifies how well the variation in the observed data is predicted by the model. Along with *R*^2^_NLfit_ values, the slope between the observed data and predicted data was also calculated (slope_NLfit_). The associated slope quantifies how close the predicted values are to the observed data.

Finally, to determine the accuracy of each estimated parameter (*b0*, *n*, *k*, *E*_max_, or *m*), a relative standard error (RSE) was calculated by

$$\text{RSE=}\;\frac{\text{Standard error of the estimate}}{\text{Predicted estimate value}}.$$

**(iii) Model fitting and parameter estimation.** The nls function from the R Stats package was used to fit the three models (no response, nonsaturating/linear, and Hill) to each gene curve.

The nls function returns the residual standard error (*σ^2^*) value for the best possible fit given each model,

$$\sigma^{2}=\frac{\text{SSE}}{N\;-\;p},$$

where *N* is the number of observations, and *p* is the number of parameters in the model.

The nls function requires a set of starting values to be provided. The starting values were chosen based on biological relevance and were optimized to fit the most genes. The following are the starting values for all parameters used in the models: (i) *b0*, average of expression at 0.01, 0.05, and 0.1 mM cAMP; (ii) *E*_max_, average of gene expression at 1 mM to 2 mM cAMP; (iii) *n *= 2; (iv) *k *= 0.6; and (v) *m *= 1.

The estimated parameter values and their standard errors extracted from the fit were used to calculate the corresponding RSE for the estimated parameters. The predict.nls function was used to predict expression levels from the fitted function at each cAMP concentration. *R*^2^_NLfit_ values were calculated using custom codes as defined in the previous section.

A gene was considered to have sigmoidal behavior only if its *σ^2^* for the Hill’s model (equation 1) fit was less than that of the other models, *R*^2^_NLfit_ > 0.80 (*P *< 0.05), the slope was 1 ± 0.2 and RSE for *E*_max_ < 20%, and *k * < 20%. Because no genes are differentially expressed between 0.01 mM cAMP and Δ*cyaA*, all genes have a *b0* in the range 0.8- to 1.2-fold change. 

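Among the 94 Hill genes *b0* had a median of 0.971 and ran from 0.348 to 1.94, and it lay outside 0.8 to 1.2 in 28 of them. At 0.01 mM cAMP 2 genes passed the thresholds, both lower than at 0 mM cAMP.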

Because the number of data points around the transition states is few, estimations of *n* showed higher standard errors than *k* and *E*_max_. Hence, for this study, RSE of the estimated *b0* and *n* are not used as filters to determine sigmoid genes; 225/305 genes satisfied these criteria.

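The criteria removed 41 of the 135 genes whose lowest residual standard error was that of the Hill model. A relative standard error of *E*_max_ of 20% or more occurred in 9 genes, and an *R*2_NLfit_ or a slope outside its limits in 5 genes each.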

A gene was considered nonsaturating if the *σ^2^* for the fit for the nonsaturating model (equation 2) was lower than any of the other models and its *R*^2^_NLfit_ was greater than 0.7 with a *P *value of <0.05 and slope_NLfit_ of 1 ± 0.2. Similarly, for the linear model (equation 3). 

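The nonsaturating or the linear model had the lowest residual standard error in 149 genes, of which 25 nonsaturating and 17 linear ones met the criteria. Of the 42 genes, Table S1 lists 21 as linear and 21 as following the Hill model.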

28/305 genes satisfied both the models. Very small difference was found in the values of RSE and *R*^2^_NLfit_ for genes that fit both nonsaturating and linear models. Thus, for the ease of interpretability this group is referred to as linear model.

Finally, genes were considered to be nonresponsive if the *σ^2^* for the fit to the nonresponsive model (equation 4) was less than that of any other models, *R*^2^_NLfit_ was greater than 0.7, and the *P* value was less than 0.05. Genes that did not fit any of the categories were analyzed manually. Of the 305 cAMP-activated genes, 225 genes were found to follow Hill’s model (HM), 28 genes were best explained by a linear model (LM), and 18 genes failed to respond to extracellular cAMP (NR). We found 34 genes to follow a nonmonotonic inverted U trend in response to increasing cAMP concentrations (NM).

### Cluster analysis.

To cluster the genes based on their trends, dose-response curves of each cAMP-regulated gene were Z score normalized and then partitioned using conventional clustering methods such as *k*-means and hierarchical clustering. Hierarchical clustering was performed using the hclust function from the R Stats package using Pearson distance as the dissimilarity measure and average linkage as the clustering method. The pheatmap package from R was used for the visualization of clustered heatmaps. We wanted to validate the use of Pearson distance as a useful metric for clustering gene trends using hierarchical clustering. Genes belonging to the same operon (intraoperonic genes) should show high correlation values between the trends they follow compared to nonoperonic genes (interoperonic). We used this comparison as an internal control. Intraoperonic genes showed a higher and tighter spread of Pearson correlation values than interoperonic genes (Fig. S4D), validating that Pearson distance can be used as a metric to cluster our data set.

For *k*-means clustering, the optimum number of clusters was determined using WSS, Gap-stat, and Silhouette methods. The kmeans function from the base R Stats package was used to divide the genes into the desired number of clusters. A PCA plot was used to visualize the clusters formed. Prcomp from the R Stats package was used to calculate the principal components and relative position of each gene.

The clusters formed by *k*-means were used to test whether the presence of outlier genes significantly affected the robustness of the conclusions drawn regarding the Hill’s parameters. We selected the genes belonging to the k4-S cluster as a core subset of the Hill’s model genes. The k4-S cluster is composed of 93% HM genes (131/142), and 59% of HM genes fall within k4-S (133/225). The remaining 41% of HM genes that also have some superposed characteristics of other models were excluded from k4-S. We found no significant difference between the means of the distributions for *k*, *n*, and *E*_max_ (Wilcoxon rank-sum test, *P *> 0.01) between k4-S and the total set of HM genes. Similarly, the correlations between *E*_max_ and CRP (Spearman rank correlation, *ρ* = 0.32, *P* = 1.8 × 10^−3^) is maintained (data not shown).

### Data availability.

RNA-seq data are available at Gene Expression Omnibus (GEO) (92) with the accession number GSE202549. ChIP-seq data are available at GEO under accession number GSE92255. All code is available at https://github.com/shwetac09/cAMP_project_codes_2022.git.

## Supplementary Material

Reviewer comments

How the deposited data were processed for this re-analysis (not part of the article)

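RNA was measured by sequencing in the wild-type strain and in the Δ*cyaA* mutant at 0, 0.01, 0.05, 0.1, 0.3, 0.6, 0.8, 1, 2, and 4 mM cAMP, in 2 replicates each and 22 libraries in all. The authors depleted 16S and 23S rRNA, aligned single-end reads to the *E. coli* MG1655 genome with BWA, and deposited raw counts of reads per gene made with SAMtools and BEDtools. The authors also deposited a table of log2 counts scaled to library size, made with edgeR's TMM scaling and a prior count of 2 over 3478 genes. Its 22 columns served here for its list of genes only, and all values came from the 22 columns of counts. How reads on genes of either strand or with several matches were counted is not stated. Sample conditions and replicate numbers were taken from the sample titles, and libraries with the same replicate number were treated as a pair only in the replicate block. Whether these pairs shared a culture day or a library batch is not stated.

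Counts per library were between 1307351 and 3001178. Differences of 3 counts or fewer cannot be told from counting error, and this floor covers counting error only, since variation between cultures rests on 2 replicates per group. A fold change over a group with at most 3 counts in each library is given as a lower bound.

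Differential expression was computed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1, using the legacy quasi-likelihood method of earlier edgeR versions, TMM scaling, and filterByExpr with a minimum count of 10 and a minimum total of 15. A single fit covered all 22 libraries in 11 groups. As in the paper's methods, a log2 fold change past ±1 with an unadjusted P value under 0.01 defined a differentially expressed gene, and Benjamini-Hochberg adjusted p-values are given beside it. Each dose and the wild-type strain were compared with 0 mM cAMP, 4 mM with the wild-type strain, and neighbouring doses from 0.1 mM up with each other.

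Fold changes at the 9 doses above 0 mM were fitted per gene with R's nls for the Hill, nonsaturating, linear, and constant models, from starting values of 2 for *n*, 0.6 mM for *k*, and 1 for the slope. A gene followed the Hill model when that model had the lowest residual standard error, an R2 of predicted on observed values over 0.8 with a P value under 0.05, a slope within 0.2 of 1, and relative standard errors of *k* and *E*_max_ under 20%. Linear and nonsaturating fits needed an R2 over 0.7, and the slope criterion was applied to the nonsaturating but not to the linear model, for which the paper's methods also give it. The paper also asks an R2 of the nonresponsive model, which was not applied here, since a constant prediction has no variation. The paper's 305 genes, their occupancies, classes, and functional categories were taken from Table S1. Clusters came from *k*-means with 50 starts. Rank sums and Spearman coefficients were tested two-sided with 100000 permutations or exactly. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

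The occupancy correlations were planned with 1 gene per run of neighbouring genes on the same strand, but the annotation at hand gives no strand. All genes with a value were therefore used, where the paper used the score of the first gene of each operon. Runs without regard to strand were tried as alternatives, keeping the gene of highest occupancy in each. The annotation is of a later version of the genome than the paper's, and it served only to find neighbouring and overlapping genes by name. It matched 4093 gene names of the counts and all 305 names of Table S1. Of 115 named genes, 40 overlap another annotated gene, and reads in such overlaps are uncertain.

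Genes were named by a rule set with the design: *cyaA* and *crp*, every gene that the paper names in its results or methods, and the 5 largest and 5 smallest log2 fold changes among genes called in the wild-type strain with the same direction in both same-numbered pairs. Others are marked as chosen after their values were seen.

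The calls of differential expression, the curve fits, and the permutation tests were tested on simulated data, and the clustering and the assignment of runs were not. Of 200 changed genes among 3720, edgeR called 177 (88.5%) along with 29 unchanged genes, and 16 genes in a contrast without changes. With the replicate block 176 and with DESeq2 1.42.0 173 of the 200 were called. Of 300 simulated Hill curves with a noise SD of only 0.02 in log2, 196 were called Hill with Gauss-Newton fitting, all 149 with *k* to 1 mM but 47 of 151 with *k* over 1 mM, and 104 were called linear. With Levenberg-Marquardt fitting (minpack.lm 1.2-4) 300 were called Hill. At this SD of 0.02 the median errors with Gauss-Newton were 0.922% for *k*, 3.19% for *n*, and 0.732% for *E*_max_, and errors at the noise of the data were not computed. With the noise of the data, in other simulated curves, Levenberg-Marquardt passed 51.6% with *k* to 1 mM and 48.4% with *k* over 1 mM, and Gauss-Newton 48.6% and 10.8%. Of 300 constant curves 0 were called Hill, and 300 of 300 linear curves were called linear.

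The alternatives were DESeq2, no filter on low counts, only the 2 groups compared in a fit, adjusted p, the newer edgeR quasi-likelihood method, a replicate block, leaving out each replicate or the 0.8, 1, or 4 mM dose, other baselines and prior counts, genes with a mean of at least 100 counts, and the genes called here in place of the 305. For the curves they were a 0 mM point, Levenberg-Marquardt fitting, fits to log2 fold changes, and relative standard errors under 10%, and further ones used the Ecocyc classes, runs of genes less than 50 bp apart, and z-scored log2 fold changes. Local regression of the fold changes (R's loess with a span of 0.75), the same with Levenberg-Marquardt, runs less than 100 bp apart for the occupancies, and the genes of the log2 table were added after seeing the data. Growth curves, cAMP measurements, and the sequencing of bound DNA were not analysed here, and neither was the simulated regulatory chain.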

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

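The test of counting noise at 0.01 mM cAMP, 1 of the tests below, was chosen only after the result was seen.

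The fitted curves of genes lower in the wild-type strain are a signal in data that the paper did not analyse with dose-response models. Of the 189 genes lower in the wild-type strain than at 0 mM cAMP, 50 met the Hill criteria on the inverse fold change, 25 were linear, 106 met no model, and 8 were nonresponsive. Their median *k* was 0.675 mM cAMP, with quartiles of 0.646 and 0.770 mM, against 0.788 mM for the 94 positively regulated Hill genes, a difference of -0.113 mM (permutation p = 9.9999e-06, two-sided, the smallest that 100000 permutations can give). Falling curves simulated with the parameters of the positively regulated genes gave a median *k* of 0.792 mM. As falling curves are fitted on the inverse, where they rise, a value near that of the positively regulated genes was likely beforehand. The simulation therefore cannot tell whether the criteria lowered *k* in the falling genes. The falling genes had a smaller median *E*_max_, 2.85-fold lower, against 4.98-fold for the positively regulated Hill genes. Curves of that smaller size were not simulated, so an effect of the size of the change was not tested. The median *k* was also the lower one with Levenberg-Marquardt fitting (0.697 against 0.788 mM), with fits to log2 fold changes (0.633 against 0.664 mM), from replicate 1 alone (0.827 against 0.881 mM), and from replicate 2 alone (0.627 against 0.716 mM, 16 and 6 genes). Genes of the same operon are not independent, and label errors or batches were not tested for this pattern. The genes may respond to lower cAMP when they fall than when they rise, which remains a hypothesis found and tested on the same data.

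A second signal lies in genes outside those the paper discusses. At 4 mM cAMP 16 genes were differentially expressed against 0 mM and had an unadjusted P value of 0.05 or more in the wild-type strain, 8 of them higher and 8 lower. The same rule passed 2 genes at 0.01 mM cAMP. In a simulated contrast without changes, edgeR called 16 genes by the same thresholds, so chance calls among the 16 cannot be excluded. In both replicate series 9 of the 16 were past the log2 threshold. Among the others, named after their values were seen, *rspB* (-1.07 and -0.98) and *zapC* (-0.93 and -1.12) changed by similar amounts in both series. This argues against an effect of a single 4 mM library for *rspB* and *zapC*. *pstB* (1.23 and 0.73) and *yqcC* (-1.53 and -0.86) also changed in the same direction in both. For *entF*, *glnA*, and *yedA* the series differed more, and the pattern cannot be told apart from an effect of a single 4 mM library. *entF*, *yedA*, and *yqcC* overlap other annotated genes. At 2 mM cAMP 5 of the 16 were called too, and 4 had an adjusted p under 0.01 at 4 mM: *yhjX*, *trg*, *ynfM*, and *zapC*, named after their values were seen. *yhjX* had log2 fold changes of 7.72 and 5.97 in the replicates at 4 mM cAMP, and at 2 mM cAMP 23 counts in replicate 1 and 3914 in replicate 2. *zapC* overlaps *ycbX* in the annotation and is uncertain. Between 4 mM cAMP and the wild-type strain the adjusted p was 0.00513 for *yhjX*, 0.0229 for *ynfM*, and 0.0244 for *trg*, and at least 0.107 for the others. Of the others, *entF*, *yeeD*, and *yeeE*, named after their values were seen, were differentially expressed between the 2 by the thresholds with an unadjusted P value. An effect of cAMP added above the level of the wild-type strain may lie behind *yhjX*, *ynfM*, and *trg*, which is a hypothesis. The paper also reports a deletion in *flhC* in the mutant only, with flagellar and chemotaxis genes shut down. A difference between the strains can therefore not be told apart from an effect of added cAMP in the comparison with the wild-type strain.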

How the results depend on the processing

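The alternatives below were chosen before the data were examined, apart from those named as chosen after seeing the data. The cause of each change below was not tested. A count of genes was taken as unchanged when it lay within 1.5 times of the main value. A tested value was so with the same sign and side of its test's threshold, and any other within the spread between replicates. Of the main results under all alternatives, 527 values were unchanged, 184 moved, 20 reversed, 17 became stronger, and 3 became weaker. Among values of single named genes these numbers were 572, 14 moved, 0 reversed, 1 stronger, and 15 weaker.

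With DESeq2 in place of edgeR, the genes changed against 0 mM cAMP numbered 0, 0, and 0 at 0.01, 0.05, and 0.1 mM, with 16, 22, and 22 at an unadjusted p under 0.05. Between 0.1 and 0.3 mM there were 0 (unadjusted 27), between 0.8 and 1 mM 1, and between 2 and 4 mM 4. Of the genes changed at 0.6 mM, 60.27% were higher with DESeq2 and 48.75% with edgeR. Between 0.8 and 1 mM the share higher was 0 with DESeq2 against 33.3% (counts higher and lower of 0 and 1 against 1 and 2), and between 2 and 4 mM 0 against 28.6% (0 and 4 against 2 and 5). The medians of the genes lower in the wild-type strain were -0.0241, -0.0806, -0.14, and -0.56 at 0.01, 0.05, 0.1, and 0.6 mM, and that of the 305 genes was 0.0712 at 0.1 mM. The MADM of *k* was 11.8%, 0 genes had an *n* over 5 with a *k* over 1 mM, and the difference in *k* between direct and indirect genes was -7.10e-04 mM (permutation p = 0.8199). The coefficient of *E*_max_ and RNAP occupancy was 0.0238 (permutation p = 0.815), and the odds ratio of respiration among linear genes was 1.52 (exact p = 0.283).

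With an adjusted p under 0.01, the genes changed at the 9 doses in rising order numbered 0, 0, 0, 0, 3, 163, 121, 237, and 228, and 3 were higher at 4 mM than in the wild-type strain. The 6 steps from 0.1 mM to 4 mM had 0, 0, 1, 0, 0, and 0. At an unadjusted p under 0.05 the 4 lowest doses had 43, 41, 49, and 74 genes and the 6 steps 57, 157, 395, 42, 134, and 80. With only the 2 groups compared in the fit, 124 genes were lower in the wild-type strain and 1, 0, and 1 changed at the 3 lowest doses. The steps from 0.1 to 0.3 mM, 0.8 to 1 mM, and 2 to 4 mM then had 1, 0, and 2, where an unadjusted p under 0.05 passed 22 genes at 0.05 mM and 10 from 0.8 to 1 mM. With no filter on low counts 4 and 8 genes changed at 0.05 and 0.3 mM, and with the edgeR 4 quasi-likelihood method 7 at 0.3 mM. With the genes of the deposited log2 table, chosen after seeing the data, 1 and 1 changed at 0.01 and 0.05 mM and 1 from 0.1 to 0.3 mM.

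With the replicate block, 9 genes changed at 0.3 mM, the median of the lower genes at 0.05 mM was -0.11, the slope at 2 mM was 0.841, the MADM of *k* was 10.7%, and 0 genes were high in both *n* and *k*. The coefficients with the sign changed were 0.00692 (permutation p = 0.977) for *E*_max_ and CRP occupancy of indirect genes, 0.123 (permutation p = 0.360) for *k* and CRP occupancy, and 0.0739 (permutation p = 0.511) for *E*_max_ and RNAP occupancy. *E*_max_ of respiration exceeded that of catabolism by 2.16 (permutation p = 0.0903).

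With the 371 genes called here in place of the 305, the coefficients with the wild-type fold change at the 9 doses in rising order were -0.113, -0.142, -0.177, -0.124, -0.00436, 0.0766, 0.0598, 0.0583, and 0.115, and the slopes, without 0.05 mM, -0.0394, -0.0587, -0.0485, -0.00226, 0.0573, 0.0426, 0.0480, and 0.0941. The medians at 0.1, 1, and 4 mM were 0.00350, 1.04, and 1.37, the coefficient of 2 with 4 mM was 0.973, 47 genes were nonresponsive, and the MADM of *k* was 10.6%. Of the 66 genes that this list adds, 60 were lower at 4 mM cAMP than in the wild-type strain.

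With genes of a mean of at least 100 counts, the medians of the 305 genes at 0.8, 1, and 4 mM were 1.76, 1.56, and 2.03 and those of the lower genes at 0.01, 0.05, 0.1, and 0.6 mM -0.0148, -0.0901, -0.13, and -0.53. The coefficients at 0.6, 1, 2, and 4 mM were 0.717, 0.904, 0.935, and 0.903, the slope at 2 mM was 0.919, and the coefficient of 2 with 4 mM was 0.792. With 0.01 mM as the baseline, the medians of the 305 genes at 0.05 and 0.1 mM were -0.0342 and 0.0193 and those of the lower genes at 0.05, 0.1, 0.3, and 0.6 mM -0.0652, -0.13, -0.17, and -0.53. With a prior count of 2, the coefficient at 0.01 mM was -0.0221, the slope at 2 mM 0.828, and the median at 4 mM 1.49.

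For the Hill fits, adding the 0 mM point gave coefficients of 0.0357 (permutation p = 0.869) for CRP occupancy of indirect genes and 0.0208 (permutation p = 0.838) for RNAP occupancy. Levenberg-Marquardt gave 22 linear and 9 nonresponsive genes, a MADM of *k* of 11.8%, 2 genes high in both *n* and *k*, and coefficients of 0.202 (permutation p = 0.0394) for CRP and 0.0275 (permutation p = 0.778) for RNAP occupancy with *E*_max_. Fits to log2 fold changes gave 19 linear genes, IQRs of 0.106 for *k* and 4.15 for *n*, a median *k* of 0.664 mM with a MADM of 8.26%, and 0 genes high in both. The coefficient of *n* and *k* was then 0.198 (permutation p = 0.0298), the carbohydrate genes differed by 2.38 (permutation p = 0.0444) in *n* and 0.0353 (permutation p = 0.0602) in *k*, and the odds ratio of respiration was 0.474 (exact p = 0.547). Relative standard errors under 10% left 50 Hill genes, 35 direct by ChIP and 16 by Ecocyc, with an IQR of *k* of 0.114 and a MADM of 8.66%. Direct and indirect genes then differed by 0.0257 (permutation p = 0.867) in *n*, respiration and catabolism by 5.22 (permutation p = 0.382) in *E*_max_, and the CRP coefficients were 0.280 (permutation p = 0.0495) over all and 0.0786 (permutation p = 0.781) over indirect genes.

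With local regression, chosen after seeing the data, 186 genes followed the Hill model and 54 no model, with an IQR of *k* of 0.228, a MADM of 15.0%, a median *n* of 3.92, and 2 genes high in both. Direct genes numbered 129 by ChIP and 53 by Ecocyc, differing from indirect ones by 0.0643 (permutation p = 0.0269) in *k* and -0.362 (permutation p = 0.0213) in *n*. The CRP coefficients were 0.190 (permutation p = 0.00918) over all and 0.188 (permutation p = 0.0335) over direct genes, that of RNAP 0.0151 (permutation p = 0.838), and carbohydrate genes differed by 1.96 (permutation p = 0.00174) in *n*. With Levenberg-Marquardt as well, also chosen after seeing the data, 208, 23, 66, and 8 genes were Hill, linear, without model, and nonresponsive, with an IQR of *k* of 0.250, a MADM of 15.8%, a median *n* of 3.91, and 7 genes high in both. Direct genes then numbered 146 and 63, their difference in *n* was -0.416 (permutation p = 0.0251), the CRP coefficients were 0.229 (permutation p = 9.30e-04) and 0.247 (permutation p = 0.00279), that of RNAP 0.0657 (permutation p = 0.347), and the carbohydrate difference in *n* 1.81 (permutation p = 0.00346).

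Without the 0.8 mM dose the median *k* was 0.913 mM, and without the 1 mM dose the median *n* was 9.70. With the Ecocyc classes, direct and indirect genes differed by 0.0458 (permutation p = 0.0478) in *k* and 0.256 (permutation p = 1.00) in *n*. With the gene of highest occupancy kept from each run less than 50 bp apart, the coefficients were 0.254 (permutation p = 0.0254) for *E*_max_ and CRP, 0.144 (permutation p = 0.530) for indirect genes, 0.00831 (permutation p = 0.943) for RNAP, and 0.188 (permutation p = 0.00542) for the wild-type fold change and RNAP. With runs less than 100 bp apart, chosen after seeing the data, they were 0.237 (permutation p = 0.0400), 0.144 (permutation p = 0.530), 0.0329 (permutation p = 0.812) for *k* and CRP, and 0.161 (permutation p = 0.0225).

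The 2 fits that each left out one replicate had 1 library per group, so only values are given and no test. Between them, the median of the 305 genes lay from -0.0314 to 0.0134 at 0.05 mM, from 0.0506 to 0.0597 at 0.1 mM, and from 0.41 to 0.55 at 0.6 mM, and that of the lower genes from -0.0374 to -0.0350 at 0.01 mM, at -0.12 at 0.05 mM, from -0.18 to -0.17 at 0.1 mM, from -0.64 to -0.60 at 0.6 mM, and from -1.37 to -1.08 at 2 mM. The coefficient with the wild-type fold change lay from -0.00700 to 0.159 at 0.05 mM, from 0.0317 to 0.199 at 0.1 mM, from 0.0920 to 0.331 at 0.3 mM, from 0.548 to 0.822 at 0.8 mM, from 0.790 to 0.828 at 2 mM, and from 0.756 to 0.801 at 4 mM, and the slope from 0.0242 to 0.106 at 0.01 mM, from -0.00405 to 0.0822 at 0.05 mM, from 0.0156 to 0.112 at 0.1 mM, from 0.797 to 0.802 at 2 mM, and from 0.739 to 0.889 at 4 mM. The coefficient of 2 with 4 mM lay from 0.775 to 0.796 and its slope from 0.821 to 0.948. Genes past a log2 fold change of -1 in the wild-type strain numbered from 253 to 396. Hill genes numbered from 6 to 142, linear genes from 26 to 69, nonresponsive genes from 19 to 43, genes high in both *n* and *k* from 0 to 11, and direct Hill genes from 3 to 105 by ChIP and from 1 to 35 by Ecocyc. The IQR of *k* lay from 0.0911 to 0.131, that of *n* from 2.61 to 4.46, the median *n* from 5.51 to 6.98, the median *E*_max_ from 2.17 to 5.99, and the MADM from 8.14 to 8.31 percent for *k* and from 13.6 to 58.0 percent for *E*_max_. Direct and indirect genes differed by -0.556 to 1.99 in *n* and from 0.00757 to 0.0438 in *k*, the odds ratio of respiration lay from 1.98 to 3.05, and trends within runs correlated from 0.909 to 0.950. Without replicate 1 the 6 Hill genes could give no further value. Without replicate 2 the coefficient of *n* and *k* was -0.205, and those of *E*_max_ with CRP occupancy were 0.156 over all, 0.145 over direct, and 0.0958 over indirect genes. That of *k* with CRP was -0.0184 and that of *E*_max_ with RNAP -0.0808. Respiration exceeded catabolism by 5.66 in *E*_max_, and the carbohydrate genes differed by 1.63 in *n* and -0.0177 in *k*.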

Differences from the paper's values

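Between 4 mM cAMP and the wild-type strain, 135 genes were differentially expressed, against the paper's 10. None of the alternatives set before the data were examined closed the gap: 85 with an adjusted p, 134 with DESeq2, 135 with the newer edgeR method, 135 with no filter on low counts, 109 with only the 2 groups compared, and 146 with the replicate block, and the genes of the log2 table, chosen after seeing the values, gave 134. A legend of the paper gives the same 10 as genes higher at 4 mM cAMP, of which there were 15 here, 3 with an adjusted p and 11 with only the 2 groups compared.

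The slope of the 2 mM on the wild-type fold change was 0.834 against the paper's 0.84. It lay within the spread between replicates with 0.01 mM as the baseline (0.837) and with the replicate block (0.841), and not with DESeq2, genes of a mean of at least 100 counts, the genes called here, a prior count of 2, or either replicate left out. This spread was an SD of 0.0034 between single-replicate slopes of 0.797 and 0.802, both below the pooled slope. It does not measure the error of the pooled slope, so no disagreement is shown. The coefficient of 2 with 4 mM, both taken over the wild-type strain, was 0.851 against the paper's 0.93. The paper's methods take each dose over the 0 mM cAMP state, so the inputs may differ. The coefficient over 0 mM cAMP was not computed. No alternative set before the data were examined matched 0.93, the nearest being 0.973 with the genes called here.

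The Hill model was followed by 94 genes, against the paper's 225, and no model by 148 against the paper's 34. For the Hill genes the alternatives set before the data were examined gave between 6 and 142 and did not close the gap. Local regression of the fold changes gave 186, and with Levenberg-Marquardt 208, both chosen after seeing the values, of which 185 and 204 are Hill genes in Table S1. For genes of no model, neither those set before the data were examined nor the local regression, chosen after seeing the values, with 54 and, with Levenberg-Marquardt, 66, closed the gap.

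The IQR of *k* was 0.165 mM against the paper's 0.26. It came within 1.5 times with the 0 mM point (0.175), DESeq2 (0.178), and Levenberg-Marquardt (0.182), and with local regression (0.228) and that with Levenberg-Marquardt (0.250), chosen after seeing the values, and not with fits to log2 fold changes, the genes called here, relative standard errors under 10%, the replicate block, or either replicate left out. The MADM of *k* was 10.9% against the paper's 16.5. DESeq2 (11.8%), Levenberg-Marquardt (11.8%), and local regression without and with Levenberg-Marquardt (15.0% and 15.8%), both chosen after seeing the values, came within 1.5 times of it. The 0 mM point, fits to log2 fold changes, the genes called here, relative standard errors under 10%, the replicate block, and leaving out either replicate did not.

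Direct Hill genes numbered 70 by ChIP against the paper's 147, and 34 by Ecocyc against the paper's 66. By ChIP, leaving out replicate 2 (105) closed the gap, as did local regression (129) and that with Levenberg-Marquardt (146), chosen after seeing the values. By Ecocyc none of the alternatives set before the data were examined did, and local regression (53) and that with Levenberg-Marquardt (63), chosen after seeing the values, did.

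The coefficient of *E*_max_ with CRP occupancy was 0.141 over all Hill genes against the paper's 0.37, 0.154 over direct genes against the paper's 0.31, and -0.073 over indirect genes against the paper's 0.09. The wild-type fold change and CRP occupancy had 0.171 against the paper's 0.46. The paper used the score of the first gene of an operon only, while every gene with a score entered here, so the inputs differ. For the coefficients with *E*_max_ and *k* no spread between replicates was computed, and values were held to differ unless they had the same sign and matched within rounding to 2 decimals. By this rule no setting closed the gaps of *E*_max_ with CRP occupancy. Within 1.5 times of the paper's values lay, over all genes, 0.280 with relative standard errors under 10% and 0.254 with runs less than 50 bp apart. Over direct genes these were 0.278 and 0.252, with 0.209 with Levenberg-Marquardt, and, chosen after seeing the values, 0.228 with runs less than 100 bp apart and 0.247 with local regression and Levenberg-Marquardt. Over indirect genes they were 0.0786 with relative standard errors under 10% and 0.0958 without replicate 2. For the wild-type fold change the nearest was 0.289 with runs less than 50 bp apart, which did not close the gap. With RNAP occupancy *E*_max_ had -0.0088 against the paper's 0.004. With runs less than 50 bp apart it was 0.00831, which matched by the rule on rounding though it is over 1.5 times the paper's value, and the other alternatives did not match. *k* and CRP occupancy had -0.033 against about 0.08 in Fig. 6A, read by eye, and no setting closed this gap.

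The paper describes expression as rising with each dose. The median log2 fold change of the 305 genes was 1.38 at 0.8 mM (SD 0.37, n = 2 replicates) and 1.24 at 1 mM cAMP, a step smaller than this SD, and without replicate 2 it was 1.09 and 1.35, so no disagreement is shown. The paper describes no gene as changed at 0.01 mM cAMP, where 2 genes were differentially expressed, and 0 with DESeq2 (16 at an unadjusted p under 0.05) or an adjusted p (43 at an unadjusted p under 0.05). A simulated contrast without changes gave 16 calls with edgeR, so these 2 genes show no disagreement. The following statements of the paper disagree with values here. It places *b0* of all Hill genes in a narrow range, which 28 of 94 lay outside, with *b0* between 0.348 and 1.94, and in the other settings of the fits between 4 and 63 Hill genes did. It names *gpmA* as higher with cAMP, which had a log2 fold change of -0.06 in the wild-type strain and -0.53 at 4 mM cAMP. Table S1 does not list *gpmA* but lists *gpmM*, for which, chosen after its values were seen, these were 1.35 and 1.07.

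The paper gives *gatB* an *E*_max_, and *gatB* was linear here, where its Hill fit did not converge. It followed the Hill model with Levenberg-Marquardt, without the 1 mM dose, and with local regression and Levenberg-Marquardt, chosen after seeing the values. Its libraries at 0 mM cAMP had 0 counts, so no *E*_max_ is given, and at 4 mM cAMP it was at least 14.7-fold higher. The paper names *torR*, *glpK*, *ybhG*, and *ilvX* as high in both *n* and *k*. Here *glpK* and *ilvX* were linear and *torR* and *ybhG* followed no model, and the Hill fit converged for none of them. *ilvX* followed the Hill model with Levenberg-Marquardt and with fits to log2 fold changes, *glpK* without the 1 mM dose, all 3 of *glpK*, *ilvX*, and *ybhG* with local regression and Levenberg-Marquardt, chosen after seeing the values, and *torR* in none of the settings of the fits.

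The paper describes *cydA* and *ccmA* as switch-like. Both were called linear here, where their Hill fit did not converge, so no disagreement in the shape of the curves is shown. Both followed the Hill model with DESeq2, Levenberg-Marquardt, fits to log2 fold changes, without replicate 2, without the 0.8 mM dose, and without the 1 mM dose, and with local regression, chosen after seeing the values, without and with Levenberg-Marquardt, *cydA* also with the 0 mM point, and *ccmA* also with the replicate block. The paper gives *k* and *n* for glycolysis genes, of which 0 of 4 followed the Hill model here, 3 without replicate 2 or without the 0.8 mM dose, 1 without the 1 mM or the 4 mM dose, and 3 with local regression, chosen after seeing the values.

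The paper describes a higher *E*_max_ of respiration than of catabolism genes after correction, where the permutation p was 0.00462 and the adjusted p 0.0693 over 15 pairs. It describes a higher *n* of carbohydrate catabolism than of carbohydrate transport genes, where the permutation p was 0.225. It was 0.0444 with fits to log2 fold changes, and 0.00174 with local regression and 0.00346 with local regression and Levenberg-Marquardt, both chosen after seeing the values. The paper correlates *E*_max_ with CRP occupancy in anaerobic respiration genes, where 3 of 8 followed the Hill model and no coefficient was computed. In settings with at least 4 such genes Pearson r, with p by exact permutation test, was 0.979 with DESeq2 (4 genes, exact p = 0.0833), 0.983 with Levenberg-Marquardt (4 genes, exact p = 0.0417), 0.932 with fits to log2 fold changes (6 genes, exact p = 0.00833), 0.793 without replicate 2 (5 genes, exact p = 0.13), 0.970 without the 0.8 mM dose (7 genes, exact p = 0.00516), and 0.886 without the 1 mM dose (5 genes, exact p = 0.0417). With local regression, alone or with Levenberg-Marquardt, both chosen after seeing the values, it was 0.959 (6 genes, exact p = 0.00556).

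The cluster sizes of the paper's 3 clusters, 196, 95, and 14, were met with local regression of the fold changes, chosen after seeing the values, and the same clusters held 169, 118, and 18 genes without it.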

Other observations

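The tests of Table S1, of Gauss-Newton fitting, of the replicate 1 libraries alone, of the 0.8 mM library, and of sets of libraries were chosen only after the result was seen.

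The Hill parameters of Table S1 lay closer to those fitted here once fold changes had been passed through R's default local regression over the 9 doses. The median distance of the linear model's residual standard error from Table S1 was 13.7% without local regression and 0.168% with it, and that of *k* was 3.40% without and 0.263% with it. Levenberg-Marquardt fitting of the unsmoothed values gave 106 Hill genes, far from the number in Table S1. Smoothing before the fit may therefore be behind the values in Table S1, which is a hypothesis, as the paper describes local regression only for other data. In 91 genes following the Hill model with and without local regression, the median *n* was 4.98 without, 4.12 with it, and 4.12 in Table S1.

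Local regression also makes more curves pass whether or not they follow the dose. With the 9 doses of each gene in random order, 0.295% of curves passed without and 1.70% with it, against 30.8% and 61.0% in the real order. The gain in the real order is thus larger than this, and chance fits of smoothed values account for a small share of it.

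Few genes with a *k* over 1 mM cAMP followed the Hill model. Of simulated curves, 10.8% with *k* over 1 mM and 48.6% with *k* to 1 mM passed with Gauss-Newton fitting, and 48.4% with *k* over 1 mM passed with Levenberg-Marquardt. In the data Levenberg-Marquardt gave 16 Hill genes with a *k* over 1 mM, against 10. Gauss-Newton fitting from the paper's starting values may lose such genes, which is a hypothesis. The paper reports a check by eye of the rejected genes for curves high in both *k* and *n*, which found none.

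The fall of *n* with *k* was weighed against other explanations. Curves simulated with independent *n* and *k* gave rho of 0.068 among those passing and 0.075 with local regression, so the loss of curves did not by itself give a fall of *n* with *k*. Of the simulated curves high in both, however, 7.29% passed and 89.7% did not converge, while 49.4% passed with high *n* and low *k*, 16.0% with low *n* and high *k*, and 47.4% with both low. Gauss-Newton thus loses curves high in both. With Levenberg-Marquardt 45.9% of the simulated curves high in both passed, while 2 of 106 Hill genes in the data were high in both and rho was -0.702, so this loss alone did not account for the lack of such genes. Without replicate 2 there were 11 such genes of 142. Without the 0.8 mM dose 9 of 138 Hill genes were high in both, and without the 1 or 4 mM dose 0 were. The lack of such genes thus depended on the 0.8 mM dose too. With fits to log2 fold changes rho was 0.198, the opposite sign, so the fall depends on the scale fitted. From the replicate 1 libraries alone rho was -0.205, so its size depends on the replicate 2 libraries, and a biological reading of it cannot be told apart from an effect of these libraries.

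At 0.8 mM cAMP the median log2 fold change of the 305 genes was 0.25 below that at 1 mM in the replicate 1 libraries (-0.25) and 0.44 above it in the replicate 2 libraries. Thinning the 0.8 mM replicate 2 library to the total of replicate 1 moved its median by 0.0183, but thinning keeps the proportions of genes, so the pattern cannot be told apart from an effect tied to library size. The log2 ratio of the 2 totals was 0.86 at 0.8 mM cAMP. Among the 36 exchanges of 2 doses within replicate 2, that of 0.8 and 2 mM gave the smallest disagreement between replicates, 0.409, against 0.510 with the labels as given, and 4 exchanges lay below the labels as given. Exchanged labels may explain the pattern, which remains a hypothesis, and no library was relabelled here.

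Libraries of replicate number 2 differed from those of number 1 in the same genes. The replicate difference of each group correlated with the mean of the other groups by at least 0.290 in the groups other than 4 mM, and by 0.0625 at 4 mM cAMP. It also followed the log2 ratio of library totals across the 11 groups (Spearman rho 0.718, permutation p = 0.0162; Pearson r 0.776, permutation p = 0.00358, and 0.751 without the 2 farthest groups). A difference in library size or between sets of libraries may lie behind this, and the 2 cannot be told apart. No biological explanation was tested.

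At 0.3 mM cAMP the fold changes of the 305 genes correlated with the wild-type fold change by 0.283. With the 2 fold changes taken from different replicates, so that they share no 0 mM library, r was 0.050 and 0.0966, and with both from the same replicate 0.0820 and 0.325. The coefficients without a shared library remained above 0 but were far below 0.283. With a shared library, that of replicate 1 (0.0820) lay between them, and only that of replicate 2 (0.325) lay above. These coefficients also rest on single libraries, unlike the 0.283. How much of the correlation at this dose comes from the shared 0 mM libraries therefore cannot be told.

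Linear genes were enriched for respiration also with each run of genes counted once (exact p = 0.00833), and carbohydrate genes differed in *n* by run with local regression (permutation p = 0.0170, 0.133 without it). Counting genes of a run as independent was therefore not what carried the difference in *n* with local regression. For the enrichment this is not shown, since a run counted as linear or as respiration if any of its genes was. Longer runs can meet both more easily, and run length was not accounted for.

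Without the genes called in the wild-type strain and absent from Table S1, such as flagellar genes, 75 genes still differed between 4 mM cAMP and the wild-type strain.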
